# Histone H3.3 ensures cell proliferation and genomic stability during myeloid cell development

**DOI:** 10.1016/j.isci.2026.116501

**Published:** 2026-06-24

**Authors:** Sakshi Chauhan, Fuki Kudoh, Anup Dey, Keiko Ozato

**Keywords:** Molecular biology, Epigenetics, Immunology

## Abstract

Variant histone H3.3 is thought to be critical for the survival of many cells, since it is deposited in expressed genes. For example, *H3.3* deletion leads to embryonic lethality in mice. However, the requirement of H3.3 in the later stages of development has remained unclear. The aim of this work was to elucidate the role of H3.3 for the development of myeloid lineage, which is important for innate immunity. We conditionally knocked out (cKO) the H3.3 genes in myeloid progenitor cells differentiating into bone marrow-derived macrophages (BMDMs). Progenitor cells lacking H3.3 were defective in replication, suffered from extensive DNA damage, and underwent apoptosis. Surviving *H3.3*cKO cells expressed many interferon-stimulated genes throughout differentiation. Further, *H3.3*cKO BMDMs possessed chromatin accessible sites, histone posttranslational modifications consistent with the gene expression profiles, and retained general nucleosomal structure genome-wide. In summary, H3.3 is required for the proliferation of myeloid progenitor cells but is not totally indispensable for the differentiation of BMDMs.

## Highlights

• We utilized an *in vitro* model to differentiate bone marrow cells into macrophages
• *H3.3*cKO cells had extensive DNA damage and impaired cell proliferation
• *H3.3*cKO progenitors produced fewer macrophages that expressed inflammatory genes
• *H3.3*cKO cells retained the general nucleosomal structure genome-wide

## Introduction

Histone H3.3, encoded by two genes, represents a variant deposited on nucleosomes of expressed genes throughout the cell cycle. This feature is distinct from that of core histones, H3.1 and H3.2, which are deposited during replication. Because of transcription-coupled deposition, H3.3 is implicated for epigenetic memory of expressed genes.^1^ In addition to actively expressed genes, H3.3 is found in the heterochromatin and telomeres.^2^^,^^3^

H3.3 is essential for embryonic development, since the deletion of H3.3 histone genes leads to early embryonic lethality, attributed to impaired proliferation.^4^

The requirement of H3.3 for later stages of development, however, appears more complex. In some models, the depletion of H3.3 histone genes does not totally abrogate developmental progression, while it alters the direction of differentiation. For example, *H3.3* deletion in hematopoietic stem cells is reported to result in myeloid lineage biased progenitor cells, displaying altered histone modification patterns.^5^ Deletion of *H3.3* in neuronal progenitor cells is shown to reduce the progenitor population but does not completely prevent the generation of postmitotic neurons.^6^ Recently it has been reported that H3.3 is downregulated during B lymphocytes development, and this process is necessary for plasma cells differentiation.^7^ Limited requirement of H3.3 for differentiation in some systems is surprising, however other non-replicative H3 variants may play partial redundancy with H3.3 in specific situations.

In this study, we investigated the role of H3.3 in myeloid cell development. The myeloid lineage originates from HSCs, which progress to myeloid progenitor cells, which then differentiate into terminally differentiated monocytes/macrophages. Myeloid lineage cells confer innate protection against pathogens and elicit inflammation, a role essential for life. We constructed mice in which both *H3f3a* and *H3f3b* genes were floxed, conditionally knocked out (cKO) in myeloid progenitors in bone marrow, using LysM-Cre, widely used to delete a gene of interest specifically in macrophages and granulocytes.^8^

We investigated how *H3.3* deletion affects development of bone marrow-derived macrophages (BMDMs) *in vitro*. We chose the *in vitro* model since it eliminates the potential effect of the incoming and outgoing cell population, which is unavoidable with *in vivo* models.

We show that *H3.3*cKO progenitor cells succumb to DNA damage and undergo apoptosis. Accordingly, fewer BMDMs were generated from *H3.3*cKO progenitors. We found that *H3.3*cKO BMDMs expressed many interferon-stimulated genes (ISGs), likely due to DNA damage. The ISG induction was mediated by the canonical interferon pathway, but did not depend on STING, IRF7, or MAVS(RIGI). Interestingly, *H3.3*cKO BMDMs possessed basic nucleosomal arrays, comparable to wild-type BMDMs. *H3.3*cKO BMDMs also displayed chromatin accessible sites and post-translational histone modifications concordant with the gene expression profiles. Together, H3.3 is obligatory for the proliferation of myeloid progenitor cells but not completely required for differentiation into postmitotic BMDMs.

## Results

### Cell cycle delay and apoptosis in *H3.3*cKO cells

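In the mouse genome build GRCm38, the GENCODE annotation places H3f3a between positions 180800832 and 180813943 of chromosome 1, and H3f3b between positions 116021912 and 116027962 of chromosome 11. Reads are counted separately for these loci, so the transcripts of either gene can be followed on their own, although both give the same protein.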

Histone H3.3 is encoded by two separate genes, - *H3f3a* on chromosome 1 and *H3f3b* on chromosome 11 in the mouse. Each of these genes has 4 exons. To create *H3.3* ^*f*^^*l*^^*/f*^^*l*^ mouse, *LoxP* sites were inserted on flanking exons of *H3f3a* (exon 2) gene (Figure S1A) and *H3f3b* (exon 1–4) gene (Figure S1B) by homologous recombination. To create *LysM*^*cre/cre*^ conditional KO, *H3f3a*^*fl/fl*^*:H3f3b*^*fl/fl*^ mice were crossed with *LysM*^*cre/cre*^ mice. These mice were crossed with *LysM*^*cre/cre*^ mice to delete both *H3f3a* and *H3f3b* genes specifically in myeloid cells. *LysM*^*cre/cre*^ mice without floxed allele were shown to have normal myeloid lineage cells and produce BMDMs as those without *LysM*^*cre*^.^8^To further establish the validity of using *LysM*^*cre*^ mice, we confirmed that mice from *LysM*^*cre*^ without floxed allele produce BMDMs normally without DNA damage (Figure S1C).

At the genomic level, *H3f3a* and *H3f3b* deletion by *LysM*^*cre/cre*^ was confirmed by PCR screening (Figures S1D and S1E, and Table S1). 

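The mRNA of both H3.3 genes was read from the RNA-seq libraries of day 8 BMDMs without interferon, 3 WT and 2 cKO. RNA-seq counts the sequenced fragments that fall on each annotated gene. Because libraries differ in size, counts are given as a share of all counts on genes, times 1e+06 (CPM), after the libraries were scaled to each other by the trimmed mean of M-values (TMM) in edgeR. Fold changes were tested with edgeR's quasi-likelihood test, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. H3f3a had 43.9 ± 2.7 CPM (mean ± SD) in WT and 7.32 ± 0.0202 CPM in cKO, which is 16.7% of WT. The log2 fold change was -2.58 (SE 0.354, adjusted p 0.00875), and 2 of 2 cKO libraries were below every WT library. Without WT day 8 untreated replicate 3 the log2 fold change was -2.54 and the adjusted p rose to 0.0523. H3f3b had 225 ± 19.3 CPM in WT and 180 ± 9.73 CPM in cKO, or 80% of WT. Its log2 fold change was -0.32 (adjusted p 0.913), with both cKO libraries below the WT libraries. A count adds the fragments of every exon of a gene, so it does not tell which exons a transcript holds. By the paper's design, loxP sites flank only part of H3f3a but every exon of H3f3b. Deletion would thus leave exons of H3f3a to be counted, and none of H3f3b.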

The depletion of *H3.3* mRNA and protein in BMDMs was confirmed with the qRT-PCR, RNA seq (Figures S2A and B, and Table S2) and western blot analysis (Figure S1C), respectively. There were no phenotypic differences between WT(*H3f3a*^*fl/fl*^ *H3f3b*^*fl/fl*^) and *H3.3*cKO (*H3f3a*^*fl/fl*^ :*H3f3b*^*fl/fl*^*:LysM*^*cre/cre*^) mice.

We performed flow cytometry analysis of BMDMs from WT and *H3.3*cKO mice using macrophage cell surface markers CD11b and F4/80. The number of *H3.3*cKO BMDMs was significantly lower, less than half of the WT counterpart (Figure 1A), which pointed to either a proliferation defect or increased apoptosis in *H3.3*cKO cells. Bone marrow cells, particularly progenitor cells, proliferate at early stages of culture and then differentiate into postmitotic BMDMs by day 7. As for peritoneal macrophages, we found no significant difference in their number between WT(*H3f3a*^*fl/fl*^ *H3f3b*^*fl/fl*^) and *H3.3*cKO(*H3f3a*^*fl/fl*^ *H3f3b*^*fl/fl*^*:LysM*^*cre/cre*^) (Figure S2D). This was expected as macrophages are continuously repopulated *in vivo*. CD11b and F4/80 expression profiles of WT and cKO cells on days 3, 5, and 7 are shown in Figure S3A. Both *H3.3* genes were deleted early on day 3 and 5 (Figures S3B and S3C). 

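In the RNA-seq time course, with 3 WT and 3 cKO libraries per day, H3f3a fell from 54.9 ± 5.23 CPM (mean ± SD) in WT to 15 ± 0.459 CPM in cKO on day 3, or 27.3% of WT. It fell from 47.1 ± 1.09 to 9.29 ± 0.581 CPM on day 5 (19.7%) and from 55.6 ± 12.5 to 8.52 ± 1.61 CPM on day 7 (15.3%). The log2 fold changes were -1.87, -2.34 and -2.70 (adjusted p 6.63e-06, 9.04e-07 and 1.29e-07 in edgeR's quasi-likelihood test), and on each day 3 of 3 cKO libraries were below every WT library. H3f3b changed less on the same days. Its cKO mean was 86.3%, 78.7% and 75.5% of WT on days 3, 5 and 7, with log2 fold changes of -0.21, -0.35 and -0.41 and adjusted p of 0.47, 0.327 and 0.204. On each of these days 2 of 3 cKO libraries had less H3f3b than every WT library. The decrease of H3f3b was not called on any of these days over all genes tested, whereas that of H3f3a was called on each. Before adjustment, p for H3f3b in this test was 0.194, 0.0425 and 0.0201 on days 3, 5 and 7.

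**Figure D1:**
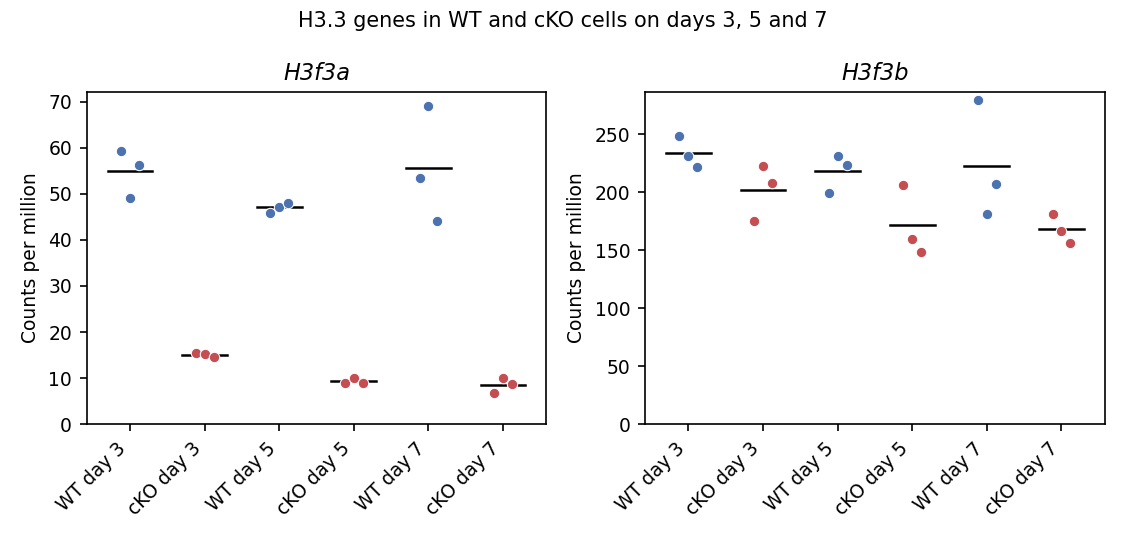
H3f3a and H3f3b in the RNA-seq time course, in CPM, on days 3, 5 and 7. Each point is a library (WT in blue, cKO in red) and each bar is the mean of 3 libraries.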

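The remaining H3f3b count differed between experiments. Peritoneal macrophages kept 75% of the WT count of H3f3b (log2 fold change -0.41, adjusted p 0.518 in edgeR's quasi-likelihood test, 2 of 3 cKO libraries below every WT library). In the 3 sets of BMDM libraries that accompany the double KOs, cKO cells kept 82.2%, 80.1% and 79.7% (log2 fold changes -0.28, -0.32 and -0.33, adjusted p 0.191, 0.177 and 0.122). BMDMs grown for the antibody experiment kept 13%, 13.3% and 11.5% without antibody, with control antibody and with IFNAR1 antibody (log2 fold changes -2.95, -2.93 and -3.11, adjusted p 0.000101, 0.000114 and 0.000138), and all 9 of these cKO libraries were below every WT library. H3f3a was low in each of these comparisons, at 10.4% of WT in peritoneal macrophages, 13.9%, 17.4% and 12.3% in the antibody arms, and 13.7%, 19.6% and 13.9% in the BMDM sets.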

The deletion efficiency of *H3f3b* appeared variable, as we observed complete as well as the partial deletion of the gene. However, the observations were consistent among these cKO samples.

**Figure 1:**
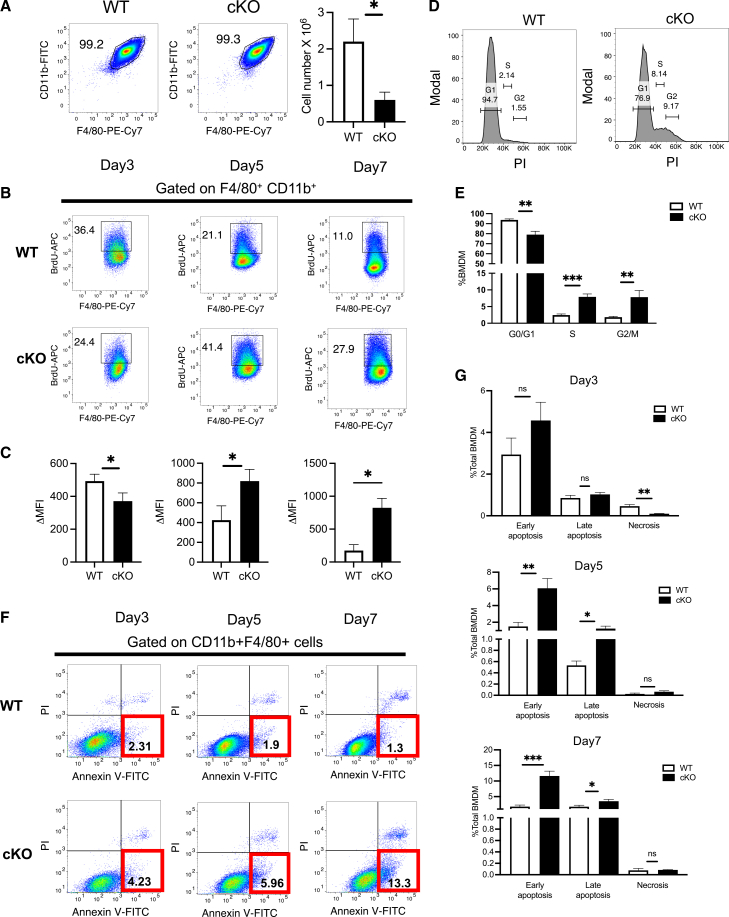
Proliferation defect and apoptosis in *H3.3*cKO BMDMs (A) Representative flow cytometry plots of bone marrow-derived macrophages upon staining with CD11b and F4/80 markers. Total number of BMDMs (right) obtained from WT and cKO BM cells. n (number of biological replicates) = 3, BMDMs were differentiated from 3 mice for each sample (WT and cKO). Unpaired *t* test was used to calculate *p* value (∗: *p* < 0.05). Bar graphs represent mean values ± SD. (B) Flow cytometry analysis of days 3, 5, and 7 WT and cKO cells upon incubation with BrdU. (C) Mean fluorescence intensities of BrdU were calculated for each day (3,5 and 7) in WT and cKO cells. n (number of biological replicates) = 3, (unpaired *t* test, ∗: *p* < 0.05). Bar graphs represent mean values ± SD. (D) Representative flow cytometric analysis of cell cycle in PI-stained WT and cKO BMDMs (day 7). (E) Percentage of WT and cKO cells was calculated for each phase of the cell cycle in PI-stained BMDMs. n (number of biological replicates) = 3, (Unpaired *t* test, ∗∗∗: *p* < 0.001 and ∗∗: *p* < 0.01). Bar graphs represent mean values ± SD. (F) Flow cytometry analysis of Annexin V-PI-stained WT and cKO cells to detect apoptosis. (G) Cell percentage was calculated for early apoptotic (Annexin V+, PI-), late apoptotic (Annexin V+, PI+ and necrotic (Annexin V-, PI+) WT, and cKO cells on days 3, 5, and 7 . n (number of biological replicates) = 3, unpaired *t* test was used to calculate *p* value (∗∗∗: *p* < 0.001; ∗∗: *p* < 0.01; and ∗: *p* < 0.05). Bar graphs represent mean values ± SD. ns - Not significant.

We examined the expression of histone *H3.1/2* genes in cKO cells to investigate if they compensate for H3.3 loss. 

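The 12 replication-coupled H3 genes on a list written from gene names were followed as a set, and 10 of them had enough counts to be tested. Their median log2 fold change (cKO against WT) was -0.40 on day 3 (9 of 10 genes lower), 0.12 on day 5 (9 of 10 higher) and 0.29 on day 7 (9 of 10 higher). The set test camera, which assumes a small preset correlation between genes, gave p of 0.026, 0.553 and 0.013. The rotation test fry, which keeps the correlation that the genes show, gave 0.334, 0.726 and 0.208, so none of the 3 shifts stood out from the spread between libraries under fry. The change of the set between day 3 and day 7 had a median of 0.66 (camera p 0.000286, fry p 0.119). These genes are nearly identical in sequence, so fragments can be shared between members or lost as multimapping.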

Upon confirming that biological replicates of WT and cKO cells cluster together (Figure S3D), we found that the expression of core histone H3 genes appears somewhat higher in cKO cells on days 5 and 7, and lower on day 3 (Figure S3E). However, the differences were not statistically significant except for the lower expression of *Hist1h3c*, *Hist1h3g,* and *Hist2h3c2* genes in day 3 cKO cells (Figures S3F–S3H).

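At day 3 none of the 10 tested H3 genes of this group passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, also when adjusted over the list alone. Hist1h3c had 128 ± 6.68 CPM in cKO and 161 ± 5.13 in WT (log2 fold change -0.33, SE 0.233, adjusted p 0.444), and Hist1h3g had 30 ± 3.06 and 42.1 ± 6.1 (log2 fold change -0.49, SE 0.306, adjusted p 0.378). For both genes 3 of 3 cKO libraries were below every WT library, which chance alone gives, in one direction or the other, for 10% of genes. Hist2h3c2 had 1.48 ± 0.17 and 2.02 ± 0.416 CPM (log2 fold change -0.44, SE 0.275, adjusted p 0.381), and its groups overlapped. The paper's test for these genes, an unpaired t test on TPM values, was not run here.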

To investigate cell proliferation in *H3.3*cKO cells, we performed a BrdU incorporation assay for WT and *H3.3*cKO cells on day 3, day 5, and day 7 (schematic shown in Figure S3I). BrdU is incorporated into newly synthesized DNA by cells entering and progressing through the S phase of the cell cycle. Prolonged exposure of WT and cKO cells to BrdU led to the identification of actively cycling cell fractions. On day 3, BrdU uptake was significantly lower in *H3.3*cKO cells than in WT cells, indicating that *H3.3*cKO cells were deficient in timely DNA synthesis (Figures 1B and 1C). In line with reduced BrdU uptake, the expression of Ki67, a proliferation marker, was less in *H3.3*cKO cells than in WT cells on day 3 (Figures S4A–S4D). 

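The transcript of Ki67, Mki67, was lower in the day 3 RNA-seq libraries of cKO cells as well. It had 317 ± 43.3 CPM in cKO and 658 ± 139 in WT (log2 fold change -1.05, SE 0.366), with 3 of 3 cKO libraries below every WT library. The adjusted p in edgeR's quasi-likelihood test was 0.0887, and over the alternatives it ranged from 0.0331 (DESeq2) to 0.238 (without cKO day 3 replicate 2). On day 5 the means were 742 ± 265 CPM in cKO and 1140 ± 112 in WT (log2 fold change -0.62, adjusted p 0.49), with 3 of 3 cKO libraries below every WT library, and on day 7 they were 830 ± 262 and 645 ± 372. All 30 genes of a proliferation list were lower in cKO at day 3, with a median log2 fold change of -0.44. Camera gave p 5.31e-06 for this set and fry gave 0.196, and 0 of its genes passed the threshold one by one over all genes tested.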

We observed, on the other hand, that *H3.3*cKO cells had higher BrdU uptake on days 5 and 7, suggesting that untimely replication persisted in some of the cKO cells (Figures 1B and 1C). Whereas Propidium iodide staining revealed that some of the *H3.3*cKO cells were in S phase, undergoing replication or at G2/M stage, in contrast to WT cells, which were mostly in G1 stage (Figures 1D and 1E). These results indicate that *H3.3*cKO cells were defective in cell cycle progression through S and G2/M stages, resulting in reduced production of total BMDMs.

It is possible that cells with defective proliferation may not survive and undergo apoptosis. To test this possibility, we performed Annexin V - PI staining. As shown in flow cytometry data in Figures 1F and 1G, *H3.3*cKO cells exhibited higher annexin V staining than WT cells. We also found that caspase 9, involved in apoptosis, was cleaved in *H3.3*cKO cells (Figure S4E).^9^ We also observed that poly (ADP-ribose) polymerase 1 (PARP-1) was cleaved in *H3.3*cKO cells, but not in WT cells (Figure S4E).^10^ These data led us to conclude that *H3.3*cKO cells are deficient in DNA replication, and a certain fraction of cells die due to apoptosis.

### *H3.3*cKO cells succumb to DNA damage

We surmised that the above-observed apoptosis is a consequence of DNA damage. Indeed, we found that ATM and ATR were phosphorylated in *H3.3*cKO cells (Figures 2A and 2B).

**Figure 2:**
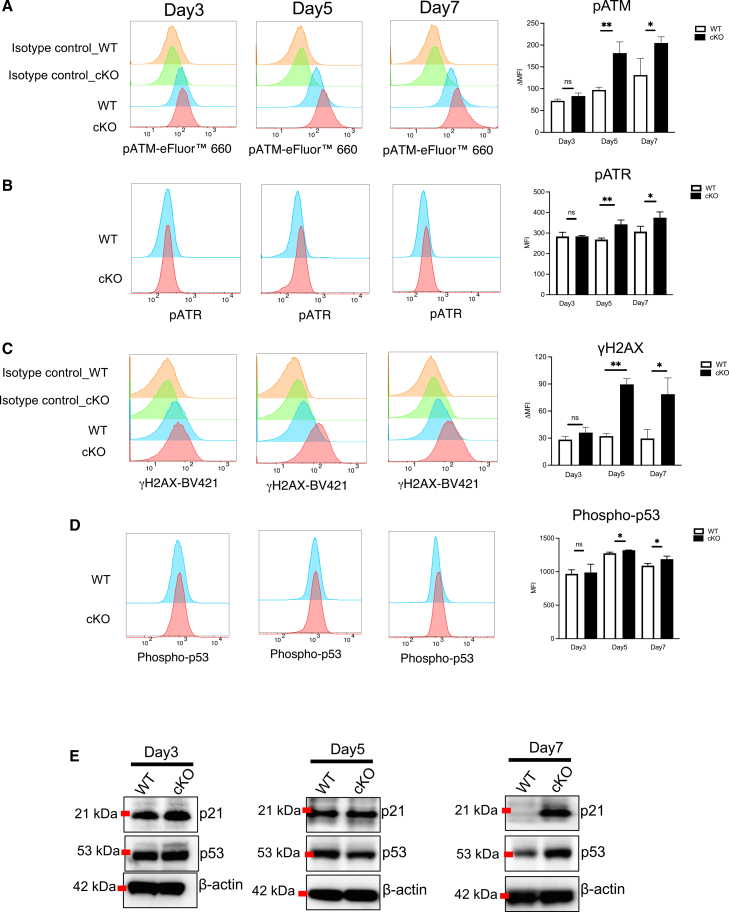
DNA damage in *H3.3*cKO BMDMs (A) Representative flow cytometric analysis of phosphorylated ATM on days 3, 5, and 7 in WT and cKO cells. Right side panel represents the average MFI values of pATM in three WT and three *H3.3*cKO cells ±SD. n (number of biological replicates) = 3. (Unpaired *t* test, ∗∗: *p* < 0.01 and ∗: *p* < 0.05, ns - Not significant). (B) Analysis of pATR levels via flow cytometry in WT and cKO cells on days 3, 5, and 7. Average MFI values of pATR in WT and cKO ±SD are shown on the right side. n (number of biological replicates) = 3. (Unpaired *t* test, ∗∗: *p* < 0.01 and ∗: *p* < 0.05, ns - Not significant). (C) Flow cytometric analysis of phosphorylated H2AX on days 3, 5, and 7 in WT and cKO cells. Quantification of MFI values in WT and cKO ±SD is presented in the bar graph on the right panel. n (number of biological replicates) = 3. (Unpaired *t* test, ∗∗: *p* < 0.01 and ∗: *p* < 0.05, ns - Not significant). (D) Time-course analysis of phosphorylated p53 (day 3, 5, and 7) in WT and cKO cells using flow cytometry. MFI values represent the average of three WT and three *H3.3*cKO cells ±SD. n (number of biological replicates) = 3. Unpaired *t* test was used to calculate *p* values (*p* < 0.01; ∗: *p* < 0.05, ns - Not significant). (E) Immunoblot detection of p53 and p21 protein in whole-cell extract of WT and cKO cells on day 3,5 and 7.

ATM and ATR are kinases, activated upon dsDNA breaks, which then initiate the DNA damage response (DDR) pathway.^11^^,^^12^ H2AX, a variant of histone H2A, is an immediate target of ATR and ATM. Phosphorylated H2AX, γH2AX is one of the most widely used markers for DNA damage.^13^ γH2AX is thought to bind to DNA damage sites, initiating DDR.^14^^,^^15^^,^^16^ p53 is a transcription factor that activates many downstream genes to regulate apoptosis and cell-cycle arrest, such as *p21*.^17^^,^^18^

Flow cytometry data in Figures 2A–2D demonstrated phosphorylation of ATM, ATR, H2AX, and p53 in *H3.3*cKO cells (quantification on the right). Western blot data in Figure 2E confirmed the overexpression of p21 in *H3.3*cKO cells on day 7, but not in WT cells. In line with this, we have previously shown that DNA damage occurs when cell cycle progression is inhibited.^19^ In sum, *H3.3*cKO cells sustain DNA damage and express multiple genes involved in DDR.

### Nucleotide synthesis genes are downregulated in *H3.3*cKO cells

To delineate a mechanism of DNA damage in *H3.3*cKO cells, we undertook unbiased transcriptome profiling. RNA-seq was performed for *H3.3*cKO and WT cells on day 3, day 5, and day 7 (later on day 8) (Experimental Scheme in Figure 3A). 

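The time course was analysed from gene counts of 18 libraries, 3 of WT and 3 of cKO cells on each of days 3, 5 and 7. Total RNA was depleted of ribosomal RNA before library preparation, and paired-end reads were aligned by the authors with STAR. Counts per gene came from STAR's own count output, without regard to strand. Each library had between 14419697 and 20220329 counts on genes (median 17606551). 15955 genes had enough counts to be tested, and all 18 libraries entered one model with a term for each genotype and day. Where 200 genes were changed in simulated libraries of this size, 182 (91%) were recovered with 4 false calls. These were well expressed genes with log2 fold changes of 1 or 2 in either direction, so the share does not hold for smaller changes. A gene is counted as changed below when its adjusted p is under 0.05, without a threshold on the size of the change. Replicate numbers are shared by WT and cKO. The cKO cells carry cre in both copies of Lyz2 and the WT cells carry none, so loss of H3.3 goes together with loss of Lyz2 in every comparison. Lyz2 had 10700 ± 2300 CPM in WT and 12 ± 6.58 in cKO cells on day 3.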

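On day 3, 1380 genes differed between cKO and WT cells in edgeR's quasi-likelihood test, 958 higher and 422 lower in cKO. The fits that left out one library gave 779 (without WT day 3 replicate 2) to 1221 genes. Fitting only the day 3 libraries gave 2407 genes. With a log2 fold change of at least 1 required, 843 genes were left. The largest rises among well expressed genes were those of Oasl1 (log2 fold change 7.30, SE 1.12, adjusted p 0.000768) and H2-Q6 (6.83, SE 0.782, adjusted p 8.25e-05). Apart from Lyz2, the largest fall was that of Gm42031 (-2.85, SE 0.408, adjusted p 0.000456), and 3 of 3 cKO libraries lay outside the WT range for each of these genes.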

On day 3, there were 1210 differentially expressed genes (upregulated in cKO - 781, downregulated in cKO - 429, FDR<0.05). 

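A list of 44 genes of purine and pyrimidine synthesis, written without reference to the study's own list, was tested as a set. On day 3 its median log2 fold change was -0.25 with 33 of 44 genes lower in cKO. Camera gave p 0.00155 for this shift and fry gave 0.295. One by one, 5 genes were lower and passed the threshold over all genes tested, and adjusted over the list alone 8 were lower and 1 was higher. The 12 unrelated housekeeping genes had a median of -0.22 on the same day (camera p 0.254, fry p 0.586), nearly as far from 0.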

GO analysis of the day3 DEGs revealed downregulation of genes important for nucleotide synthesis and ribonucleotide biosynthetic process (Figure 3B and Table S3) in cKO cells. Nucleotide metabolism is crucial for cell growth, as it supports DNA and RNA synthesis.^20^ 

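The nucleotide synthesis enzymes named by the study moved as follows on day 3, in CPM of cKO and WT. Gmpr had 5.94 ± 1.26 and 10.8 ± 1.38 (log2 fold change -0.86, SE 0.159, adjusted p 0.00289 in edgeR's quasi-likelihood test), and Paics 93.2 ± 5.27 and 149 ± 21.6 (-0.67, SE 0.143, adjusted p 0.00716). Adssl1 had 75 ± 5.93 and 129 ± 11.2 (-0.78, SE 0.2, adjusted p 0.0219), and Uprt 18 ± 0.703 and 26.6 ± 3.13 (-0.56, SE 0.147, adjusted p 0.0258). Tk1 had 36.5 ± 4.87 and 70.9 ± 20.2 (-0.96, SE 0.321, adjusted p 0.0786), and Impdh1 46.5 ± 0.668 and 83.2 ± 17.6 (-0.84, SE 0.278, adjusted p 0.0742). In all 6 genes 3 of 3 cKO libraries were below every WT library. The calls of Adssl1 and Uprt depended on single libraries, with adjusted p of up to 0.0853 for Adssl1 (without cKO day 3 replicate 3) and 0.121 for Uprt (without WT day 3 replicate 2). Without WT day 3 replicate 3 the adjusted p of Tk1 was 0.0472, and over all alternatives it ranged from 0.0338 (DESeq2) to 0.247 (without WT day 3 replicate 1). The 18 genes of Fig. 3C had a median of -0.66, and all 18 were lower (camera p 5.85e-15, fry p 3.24e-05). Of these, 14 passed the threshold over all genes and 18 when adjusted over the list alone. The study picked that list from these libraries, so the list test is not independent evidence. Of the 44 genes of the independent list, 7 are also in Fig. 3C.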

Examples of genes in these categories include *Tk1*, *Impdh1*, *Adssl1*, *Uprt*, *Gmpr,* and *Paics,* which code for the enzymes involved in nucleotide synthesis (Figure 3C).^21^ Genes associated with carbohydrate biosynthesis, amino acid metabolism, and cytoskeletal organization were also downregulated (Figure 3B and Table S3). 

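Of 40 tested genes on a list of apoptosis regulators, 28 were higher in cKO cells on day 3, with a median log2 fold change of 0.25 (camera p 0.00277, fry p 0.00685). Over all genes tested, 8 were called higher and 1 lower, and adjusted over the list alone 10 and 1. The medians were 0.16 on day 5 (camera p 0.00174, fry p 0.033) and 0.13 on day 7 (camera p 0.242, fry p 0.263). Of the 42 genes on the list, 15 are also induced by interferon-γ in WT BMDMs. A list of p53 target genes had a median of 0.00 on day 3. From the lower nucleotide synthesis genes and the higher apoptosis genes, the paper concludes that H3.3 is needed for replication and the cell cycle, and that apoptotic genes are activated without it.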

GO terms for upregulated genes included apoptosis-regulated genes (Figure 3B and Table S3). These data indicate that H3.3 is required for replication and cell cycle progression, and in its absence, apoptotic genes are activated. These results are consistent with the phenotypic data described above.

**Figure 3:**
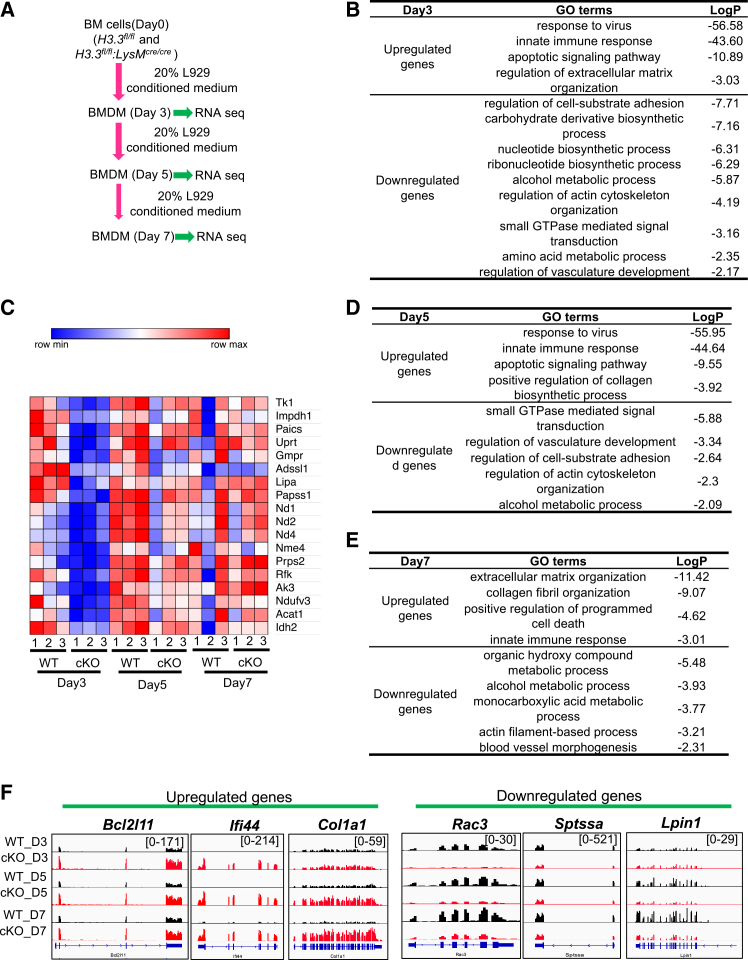
Transcriptome analysis of WT and cKO cells at different time points, i.e., days 3, 5, and 7 (A) Schematic of RNA seq with days 3, 5, and 7 BMDMs. (B) GO analysis of differentially expressed genes on day 3 cKO versus WT cells. (C) Heatmap shows RNA-seq normalized TPM values of nucleotide/ribonucleotide biosynthesis genes such as thymidine kinase 1(*Tk1*), adenylosuccinate synthase 1(*Adssl1*), inosine monophosphate dehydrogenase 1 (*Impdh1*), *Paics*, *Uprt* (uracil phosphoribosyl transferase), and *Gmpr* (guanosine monophosphate reductase), etc., on days 3, 5, and 7 cKO versus WT cells. (D) GO analysis of cKO vs. WT cells up and downregulated genes on day 5. (E) GO enrichment analysis of differentially expressed genes on day 7 cKO vs. WT cells. (F) RNA-seq IGV gene tracks of cKO upregulated genes (apoptotic gene *Bcl2l11*, ISG. *Ifi44* and collagen gene *Col1a1*) and cKO downregulated genes (small GTPase *Rac3*, sphingolipid biosynthesis gene *Sptssa,* and lipid synthesis gene *Lpin1*) show continuous up and downregulation, respectively, from day 3 cells to day 7 cells.

RNA-seq on day 5 and 7 BMDMs revealed 638 (upregulated in cKO - 498, downregulated in cKO - 140, FDR<0.05) and 627 (upregulated in cKO - 372, downregulated in cKO - 255, FDR<0.05) DEGs, respectively.

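In the same model, 497 genes differed on day 5 (392 higher and 105 lower in cKO) and 291 on day 7 (181 higher and 110 lower). The fits that left out one library gave 108 (without WT day 5 replicate 3) to 574 genes on day 5, and 64 (without cKO day 7 replicate 1) to 846 (without WT day 7 replicate 1) on day 7. With the replicate number as a block, 448 genes were called on day 7. The change of the cKO effect between day 3 and day 7 was itself tested, and 7 genes passed the threshold (2491 at an unadjusted p under 0.05). They were Ccl8, Cox6a2, Dagla, Gm43068, Irf9, L1cam and Nectin4, named because they are few, after their values were seen. With the replicate block this count was 155. It was 151 without WT day 7 replicate 1 and 0 without WT day 3 replicate 1, so it rests on single libraries. Among genes with a mean log2 CPM of at least 3 and groups that do not overlap, the largest rises were those of Slfn4 on day 5 (log2 fold change 6.24, SE 1.05, adjusted p 0.0056 in edgeR's quasi-likelihood test) and on day 7 (3.92, SE 0.927, adjusted p 0.0424). The day 7 call of Slfn4 was lost in 5 of the 6 fits without a library, with an adjusted p of up to 0.152 (without cKO day 7 replicate 1). Plbd1 followed on day 7 (3.87, SE 0.734, adjusted p 0.017, and 0.0568 without cKO day 7 replicate 1). The largest falls of such genes besides Lyz2 were those of Gm42031 on day 5 (-2.50, SE 0.395, adjusted p 0.00375) and Cbr2 on day 7 (-3.52, SE 0.328, adjusted p 4.2e-05), with 3 of 3 cKO libraries outside the WT range in each case.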

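The independent list of nucleotide synthesis genes had a median log2 fold change of 0.10 on day 5 (camera p 0.479), which became -0.02 without WT day 5 replicate 1. On day 7 the median was 0.23 (camera p 0.00998, fry p 0.261), and -0.01 without WT day 7 replicate 2. The genes of Fig. 3C, in contrast, remained lower as a set, with medians of -0.23 on day 5 (camera p 9.61e-06, fry p 0.0209; 1 gene called) and -0.16 on day 7 (camera p 0.00796, fry p 0.159; 0 genes called, also when adjusted over the list alone). The difference between day 7 and day 3 had a median of 0.45 for the independent list (camera p 2.75e-06, fry p 0.131) and 0.48 for the genes of Fig. 3C (fry p 0.00556), which had been selected on the day 3 libraries. From GO categories on these days, the paper proposes that nucleotide synthesis genes are more sensitive to H3.3 deletion early in bone marrow cell development.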

GO analysis of days 5 and 7 did not reveal nucleotide biosynthetic process and ribonucleotide biosynthetic process as the most prominent GO categories, suggesting that genes in these categories may be more sensitive to H3.3 deletion in early stages of bone marrow cell development (Figures 3D and 3E).

On the other hand, for upregulated genes, GO terms representing immune responses and response to viruses were found in *H3.3*cKO samples on days 3, 5, day 7 (Figures 3B–3E). 

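Interferon response was measured with 2 lists. The first holds 1448 genes that interferon-γ raised in WT day 8 BMDMs (log2 fold change above 1), and the second 55 well known interferon genes written from gene names, 53 of which are on the first list. Of the genes higher in cKO that were also tested in day 8 cells, 386 of 729 (52.9%) were on the first list on day 3, 230 of 337 (68.2%) on day 5 and 38 of 157 (24.2%) on day 7. Among all genes tested on both occasions the share was 10.5% (two-sided Fisher's exact test across genes, p 1.05e-196, 8.77e-148 and 6.77e-07). As a set the first list had median log2 fold changes of 0.49, 0.30 and 0.12 (camera p 1.86e-23, 1.8e-21 and 0.00447; fry p 7.73e-05, 0.0017 and 0.167). The medians of the second were 3.67, 2.71 and 0.60 (fry p 1.65e-05, 0.000589 and 0.155). All 54 of its tested genes were higher in cKO on days 3 and 7, but 0 were called on day 7 without a replicate block, against 54 on day 3 and 51 on day 5. With the replicate block, Ifi44, cKO vs WT day 7, had an adjusted p of 0.0027 (up to 0.346 over the alternatives), and Irf7, cKO vs WT day 7, one of 0.0461 (up to 0.836). Over the second list alone, the numbers called were 54, 54 and 0. Without WT day 7 replicate 3 the median of the first list on day 7 was 0.08 (camera p 0.462). On day 5, 1 of the 3 cKO libraries was much higher than the others for interferon genes (Oasl1: 351.5 CPM in cKO day 5 replicate 1, against 47.63 and 60.01).

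**Figure D2:**
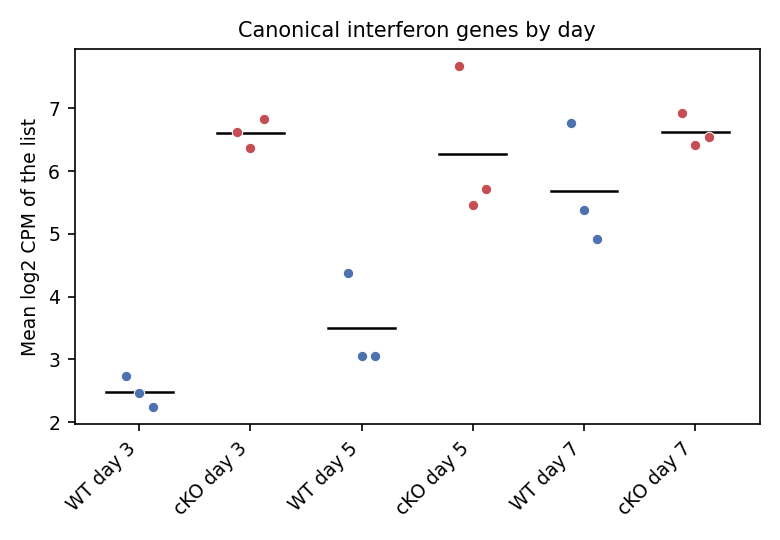
Mean log2 CPM of the canonical interferon genes in the RNA-seq time course on days 3, 5 and 7. Each point is a library (WT in blue, cKO in red) and each bar is the mean of 3 libraries.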

IGV examples of upregulated (*Bcl2l11, Ifi44, Col1*) and downregulated (*Rac3, Sptssa,* and *Lpin1*) genes are presented in Figure 3F.

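The genes shown there were tested on each day in edgeR's quasi-likelihood test. Bcl2l11 was higher in cKO on days 3, 5 and 7 by log2 fold changes of 1.53, 1.22 and 0.75 (adjusted p 0.000487, 0.00717 and 0.0904, and 0.00581 on day 7 without WT day 7 replicate 2). Its means on day 3 were 183 ± 30.5 CPM in cKO and 63.5 ± 6.44 in WT. Ifi44 rose by 8.83, 7.22 and 2.92 (adjusted p 0.00106, 0.00466 and 0.105). WT cells held only 2 to 4 counts of Ifi44 per library on day 3, so that day's fold change is uncertain in size, whereas cKO cells had 85.8 ± 26.1 CPM. Ifi44 on day 7 passed the threshold without WT day 7 replicate 1 (4.84, adjusted p 0.0171) and with the replicate block (3.66, adjusted p 0.0027), the lowest of a range that reached 0.346 without WT day 7 replicate 2. For the collagen gene Col1a1 the log2 fold changes were 0.84, 1.62 and 2.51 (adjusted p 0.514, 0.27 and 0.0806), with 64.1 ± 11.5 CPM in cKO and 11.4 ± 10.9 in WT on day 7. For Col1a1, cKO vs WT day 7, the threshold was passed without WT day 7 replicate 2 (3.54, adjusted p 0.0403), with DESeq2 (0.0329) and with the replicate block (2.97, adjusted p 0.0157). Rac3 was lower by -1.45, -1.44 and -1.42 (adjusted p 0.00116, 0.0026 and 0.00192) and Sptssa by -0.85, -0.63 and -0.85 (adjusted p 0.00272, 0.0342 and 0.0119). The day 5 call of Sptssa was lost in 4 of the 6 fits without a library, with an adjusted p of 0.212 without cKO day 5 replicate 1. Lpin1 changed by 0.30 on day 3 (adjusted p 0.728), -1.37 on day 5 (0.0859) and -1.31 on day 7 (0.0937, and 0.0325 without WT day 7 replicate 1).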

### Interferon-stimulated genes (ISGs) are upregulated in *H3.3*cKO BMDMs

It was striking that genes representing innate immune responses and response to virus were upregulated in *H3.3*cKO cells at all stages of culture, from day 3 up to day 7. RNA-seq was also performed for BMDMs on day 8, which revealed 554 upregulated genes, while 309 genes were downregulated in *H3.3*cKO cells (FDR<0.05) (Figure 4A and Table S4). 

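Of the 12 day 8 libraries, 10 were analysed: 3 of untreated WT, 2 of untreated cKO, 3 of WT treated with interferon-γ for 12 h and 2 of cKO treated likewise. The other 2, both cKO, have labels that disagree on whether interferon was given, and were set aside. These libraries are smaller than those of the time course, with 3614967 to 10498769 counts on genes (median 9057031), and 13075 genes were tested in one model. In simulated libraries of this size, 160 of 200 changed genes (80%) were recovered with 6 false calls. Between untreated cKO and WT, 86 genes were called, 73 higher and 13 lower in cKO, and 792 had an unadjusted p under 0.05. Placing the conflicting libraries by their library names gave 167 genes and placing them by their titles gave 10. Leaving out one WT library gave 36 (without WT day 8 untreated replicate 3) to 52 genes. One treated library, cKO day 8 IFNg replicate 1, was much smaller than the others and had 53.1% of its counts on the ribosomal repeat gene Gm26917. Without it, an alternative chosen after the data were seen, 312 genes were called. Among well expressed genes, the largest rise besides that of Ifi44 was that of Ifi206 (log2 fold change 3.31, SE 0.62, adjusted p 0.0492 in edgeR's quasi-likelihood test), higher in 2 of 2 cKO libraries. No adjusted p of Ifi206 stayed under 0.05 when a WT library was left out (up to 0.299 without WT day 8 untreated replicate 3).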

Out of 554 upregulated genes in cKO cells, many (311) were authentic ISGs, in that they were also induced after interferon-γ treatment. This is illustrated in volcano plots of Figures 4A and 4B (Table S5). 

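To find which of these genes respond to interferon-γ, treated and untreated WT cells of day 8 were compared, and 5080 genes were called (2552 higher and 2528 lower after treatment). Of the 73 genes higher in cKO, 65 (89%) were among those that interferon-γ raised above a log2 fold change of 1, against 11.1% of all genes tested. The WT libraries serve in both comparisons, so a low WT value raises both fold changes. In 20 simulations in which cKO cells did not differ from WT, the list's median log2 fold change lay between 0.101 and 0.176 for this reason alone, against the observed 0.20. For the canonical interferon genes the median was 1.24 (54 tested, fry p 0.000141; 26 called, and 51 when adjusted over the list alone). The larger list was shifted with camera p 7e-16 and fry p 0.059.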

The former depicts all DEGs and the latter ISGs only. 

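Peritoneal macrophages were analysed from 3 WT and 3 cKO libraries. The methods give a low-input kit with amplification for these cells, while the sample labels give the same library kit as for BMDMs. Libraries had 7625225 to 23381318 counts on genes (median 16311451), 12361 genes were tested, and 172 of 200 changed genes (86%) were recovered in simulated libraries with 11 false calls. Between cKO and WT, 131 genes were called, 79 higher and 52 lower in cKO (1189 at an unadjusted p under 0.05). Leaving out one library gave 37 (without cKO peritoneal replicate 1) to 152 genes. Of 61 higher genes that were also tested in day 8 BMDMs, 31 (50.8%) are raised by interferon-γ in BMDMs, against 10.2% of all genes tested in both (two-sided Fisher's exact test across genes, p 1.34e-15). The list as a whole barely moved, with a median log2 fold change of 0.06 (camera p 0.0415, fry p 0.0571). The camera p was 0.0638 with the replicate block and 0.194 without cKO peritoneal replicate 1. All 52 tested canonical interferon genes were higher in cKO, with a median of 0.64 (fry p 0.00325). Of these, 12 were called over all genes and 33 when adjusted over the list alone. Among well expressed genes, the largest rises were those of Lyz1 (log2 fold change 2.81, SE 0.362, adjusted p 0.012 in edgeR's quasi-likelihood test, 0.0511 without cKO peritoneal replicate 1) and Myh7 (2.71, SE 0.353, adjusted p 0.0123, and 0.0548 without WT peritoneal replicate 3), and the largest fall besides Lyz2 was that of Retnla (-6.42, SE 0.797, adjusted p 0.0112, and 0.064 without cKO peritoneal replicate 1). In each, 3 of 3 cKO libraries lay outside the WT range.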

Transcriptome analysis of *H3.3*cKO peritoneal macrophages also showed the upregulation of innate immune response genes, mostly ISGs (Figures 4C, 4D, and Table S4 and S5). Figures 4E–4G show enhanced mRNA and protein expression of *Stat1,* an ISG in *H3.3*cKO BMDMs and peritoneal macrophages, respectively. Extensive ISG expression would indicate that *H3.3*cKO BMDMs might be under an inflammatory state, given that many ISGs encode inflammation-inducing cytokines and chemokines.

**Figure 4:**
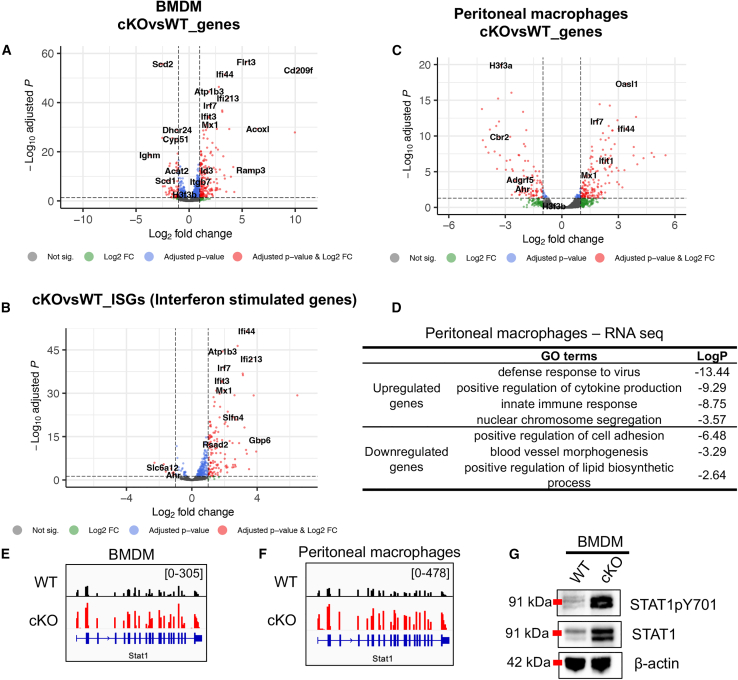
Transcriptome analysis of ISG expression in *H3.3*cKO BMDMs and peritoneal macrophages (A) Volcano plot for differentially expressed genes in cKO vs. WT bone marrow-derived macrophages (day 8 of cell differentiation). (B) Volcano plot for differentially expressed ISGs in cKO vs. WT BMDMs. (C) Volcano plot for differentially expressed genes in cKO vs. WT peritoneal macrophages. (D) GO analysis of differentially expressed genes in peritoneal macrophages upon *H3.3* deletion. (E) RNA seq IGV browser screenshot shows *Stat1* gene upregulation in cKO BMDMs. (F) Elevated RNA-seq read coverage over the *Stat1* gene in cKO peritoneal macrophages. (G) Western blot shows enhanced expression of STAT1 protein and its phosphorylated form in cKO BMDMs.

### STING, MAVS, and IRF7 are dispensable for ISG induction in *H3.3*cKO BMDMs

We found ISG induction in *H3.3*cKO cells intriguing since DNA damage has been reported to cause ISG expression in various cells.^22^^,^^23^^,^^24^^,^^25^

In this scenario, small nucleotides produced by DNA damage would be sensed by pattern recognition receptors (PRRs), which initiate interferon expression. This would lead to full ISG expression by a second, feedback step through the engagement of type I interferon receptors (IFNAR).^26^^,^^27^

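The antibody experiment has 18 libraries, 3 of WT and 3 of cKO BMDMs in each of 3 arms: no antibody, an isotype control antibody, and an antibody against IFNAR1, the receptor chain of type I interferons. By the methods, antibody was present at 10 µg/ml from the start of culture until day 6. Libraries had 5295144 to 34380735 counts on genes (median 17643924), and 17191 genes were tested in one model. In simulated libraries 169 of 200 changed genes (84.5%) were recovered with 6 false calls. Between cKO and WT, 1402 genes were called without antibody (690 higher, 712 lower in cKO), 878 with control antibody (590 higher, 288 lower) and 120 with IFNAR1 antibody (83 higher, 37 lower). Leaving out one library gave 442 (without WT no antibody replicate 2) to 3377 (without WT no antibody replicate 1), 325 (without WT control antibody replicate 2) to 640, and 58 (without cKO IFNAR1 antibody replicate 3) to 809 (without WT IFNAR1 antibody replicate 3). The difference of the cKO effect between IFNAR1 and control antibody was tested too, and 0 genes passed (991 at an unadjusted p under 0.05). The alternatives gave up to 49 genes (DESeq2), and 7 without WT IFNAR1 antibody replicate 3. For most genes the lower count with IFNAR1 antibody is therefore not shown to be a smaller effect. Among well expressed genes, the largest rises were those of Ly6a without antibody (log2 fold change 4.89, SE 0.763, adjusted p 0.00137 in edgeR's quasi-likelihood test), Irf7 with control antibody (4.38, SE 0.656, adjusted p 0.000996) and Atp6v0c-ps2 with IFNAR1 antibody (3.92, SE 0.33, adjusted p 9.39e-06), each higher in 3 of 3 cKO libraries. Atp6v0c-ps2 is a pseudogene whose counts fell into a low and a high class of libraries in other experiments as well.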

To verify that ISG expression in *H3.3*cKO cells relies on canonical interferon induction pathways, we examined whether neutralization of IFNAR1 could inhibit ISG expression in *H3.3*cKO cells. 

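In cKO cells, 805 genes differed between IFNAR1 and control antibody (419 higher and 386 lower with IFNAR1 antibody). Leaving out one library gave 126 (without cKO control antibody replicate 3) to 847 genes. In WT cells 1928 genes differed between these antibodies, so this response is not particular to cKO cells. Against no antibody, the IFNAR1 antibody changed 38 genes in cKO and 0 in WT (963 at an unadjusted p under 0.05). The control antibody changed 359 in cKO and 1673 in WT. These counts against no antibody come from the model without a replicate block, and were not repeated under the alternatives. From control to IFNAR1 antibody in cKO, the canonical interferon genes fell by a median of 0.61 on the log2 scale. Of these genes, 43 of 54 were lower (camera p 2.2e-09, fry p 0.042). Of these, 14 were called lower and 1 higher, and 22 were called lower when adjusted over the list alone. In WT cells the median was -0.33 (fry p 0.438). The difference between the changes in cKO and WT had a median of -0.40 (camera p 2.03e-05, fry p 0.33). Against cells without antibody, all 54 genes were lower in cKO cells with IFNAR1 antibody, with a median of -1.35 (fry p 0.000639; 14 called, 46 when adjusted over the list alone). The control antibody alone also changed them, by -0.67 in cKO (fry p 0.0497) and -0.59 in WT (fry p 0.0781). The larger list of genes raised by interferon-γ moved by -0.02 between IFNAR1 and control antibody in cKO (camera p 0.264). Between cKO and WT the canonical genes had medians of 1.99, 1.96 and 1.35 without antibody, with control antibody and with IFNAR1 antibody, with 49, 44 and 22 called (51, 53 and 41 when adjusted over the list alone). Medians of the larger list were 0.16, 0.12 and 0.07 (fry p 0.000487, 0.000459 and 0.0201), the last with a camera p of 0.00625 that became 0.226 without cKO IFNAR1 antibody replicate 1.

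Ifi204 in cKO cells had 106 ± 38.4, 84 ± 12.8 and 32.9 ± 6.63 CPM in the 3 arms and in WT cells 26.3 ± 8.48, 21.5 ± 2.28 and 13.1 ± 4.3. From control to IFNAR1 antibody it changed in cKO by a log2 fold change of -1.35 (SE 0.283, adjusted p 0.0169 in edgeR's quasi-likelihood test, 0.0582 without cKO control antibody replicate 2). It remained higher in cKO than in WT under IFNAR1 antibody (1.33, adjusted p 0.0455, up to 0.188 without WT IFNAR1 antibody replicate 1). All 3 cKO libraries with IFNAR1 antibody were below all 3 with control antibody for this gene. From the lower expression after receptor block, the paper concludes that these genes are driven through the canonical interferon feedback loop.

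**Figure D3:**
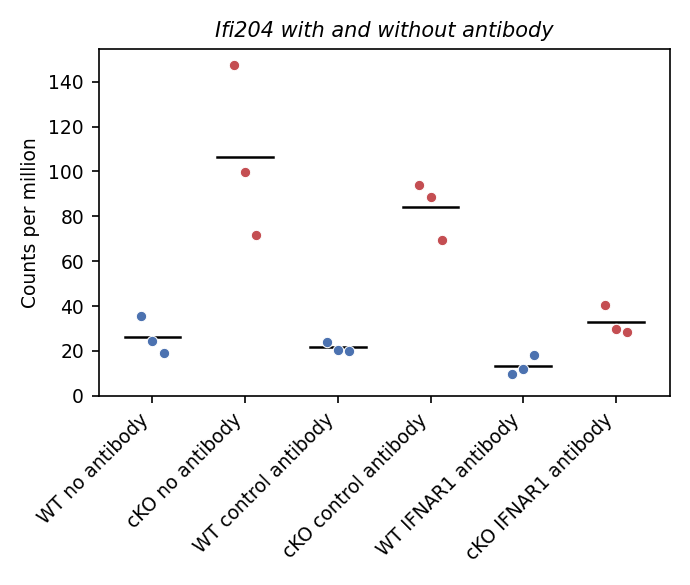
Ifi204 in the antibody experiment, in CPM, without antibody, with control antibody and with IFNAR1 antibody. Each point is a library (WT in blue, cKO in red) and each bar is the mean of 3 libraries.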

Results in Figures 5A, 5B, S5A, and S5B confirmed that blocking of IFNAR receptor resulted in a marked reduction of ISG expression (Table S6). Thus, ISG expression in *H3.3*cKO cells occurs through a canonical interferon feedback pathway.

**Figure 5:**
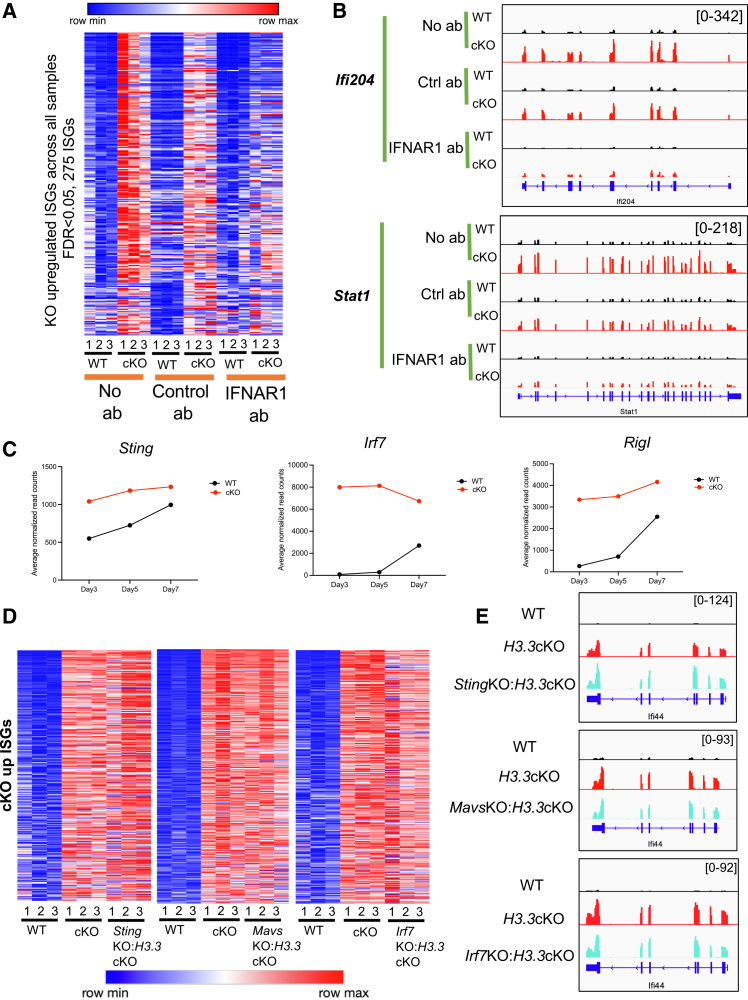
STING, IRF7, and MAVS are dispensable for antiviral response in cKO cells (A) Heatmap shows RNA-seq normalized read counts of cKO upregulated ISGs in WT and cKO BMDM samples for all three conditions (No antibody, control antibody, and IFNAR1 antibody). n (number of biological replicates) = 3. (B) RNA-seq gene tracks show lower expression of *Ifi204* and *Stat1* genes in cKO cells upon IFNAR neutralization in comparison to no antibody and control antibody. (C) RNA-seq normalized read counts of *Sting*, *Irf7,* and *RigI* genes in WT and cKO cells on days 3, 5, and 7. n (number of biological replicates) = 3. (D) Gene expression profiling heatmap shows the expression of cKO upregulated ISGs is unperturbed in *H3.3*cKO: *Sting* KO, *H3.3*cKO: *Irf7* KO, and *H3.3*cKO: *Mavs* KO BMDMs. (E) RNA-seq gene tracks show the expression of the *Ifi44* gene across WT, cKO, *H3.3*cKO: Sting KO, *H3.3*cKO: *Mavs* KO, and *H3.3*cKO: *Irf7* KO BMDMs.

We then sought to find the mechanism that initiates the first interferon expression in *H3.3*cKO cells. 

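Sting (annotated as Tmem173) and RigI (annotated as Ddx58) were measured in the time course. Sting had 60.3 ± 9.58 CPM in cKO and 31.3 ± 5.34 in WT on day 3 (log2 fold change 0.94, SE 0.25, adjusted p 0.0266 in edgeR's quasi-likelihood test), with 3 of 3 cKO libraries above every WT library. The call was lost in 4 of 6 fits without a library (adjusted p 0.109 without cKO day 3 replicate 1). On days 5 and 7 the log2 fold changes of Sting were 0.75 and 0.33 (adjusted p 0.139 and 0.522), the first called without cKO day 5 replicate 2 (0.96, adjusted p 0.0411). RigI had 194 ± 31.5 CPM in cKO and 15.2 ± 0.637 in WT on day 3 (log2 fold change 3.67, SE 0.519, adjusted p 0.000426). Its log2 fold change was 2.35 on day 5 (adjusted p 0.0147, and 0.0971 without cKO day 5 replicate 1) and 0.72 on day 7 (adjusted p 0.459). On day 7 RigI had 240 ± 35.1 CPM in cKO and 146 ± 70.8 in WT.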

Small nucleotides, endogenous or exogenous, are sensed by factors in the STING and RIGI-MAVS pathways.^28^^,^^29^^,^^30^ One of the pathways were of particular interest, since Li et al. recently reported that the cGAS-STING pathway is activated upon DNA damage, resulting in ISG induction^31^ Both *Sting* and *RigI*, themselves ISGs, were found upregulated in *H3.3*cKO cells (Figure 5C) To determine if one of these pathways plays a role, we constructed double knockout mice lacking STING and H3.3 (*H3.3*^*f*^^*l*^^*/*f^^l^:*LysM*^cre/cre^:*StingKO)* (verification of double KO Figures S5C–S5E) as well as those lacking MAVS and H3.3 (H3*.3*^*fL/*fL^:*LysM*^cre/cre^:*MavsKO* (verification of double KO in Figures S5F–S5H, and Table S7). RNA-seq was carried out for BMDMs generated from the double KO mice. 

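These BMDM data comprise 27 libraries, 3 of each double KO (cKO:StingKO, cKO:MavsKO and cKO:Irf7KO) and 3 sets of 3 WT and 3 cKO libraries, with 21504555 to 45581528 counts on genes (median 31118816). The labels do not say which WT and cKO set was grown with which double KO. Each double KO was therefore compared with all 3 sets, and a gene was called against cKO only if it passed against each cKO set in the same direction. Some libraries were counted with another version of the annotation, so genes were joined by identifiers without version numbers (54079 genes in common, 18083 tested). In simulated libraries 174 of 200 changed genes (87%) were recovered with 7 false calls. Set 1, set 3, cKO:StingKO and cKO:Irf7KO had at most 4 counts of the female transcript Xist per library, and set 2 and cKO:MavsKO had at least 32956, so that comparisons between these libraries also compare sexes. Between cKO and WT, 6251, 3963 and 6493 genes were called in sets 1, 2 and 3. Left-out libraries gave 5196 to 5931, 2922 to 3442 and 5206 to 6476. Among well expressed genes, the largest rises were those of Plac8 and Slfn4 in set 1 (log2 fold change 4.94 for both, adjusted p 4.63e-09 and 2.15e-10 in edgeR's quasi-likelihood test), Ly6a in set 2 (4.50, adjusted p 2.56e-09) and H2-Q6 in set 3 (4.86, adjusted p 4.72e-09). The largest falls besides Lyz2 were those of Scd1 in sets 1 and 3 (-4.57 and -4.64, adjusted p 7.15e-07 and 5.2e-07) and Egr2 in set 2 (-4.15, adjusted p 5.85e-05), in 3 of 3 cKO libraries each.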

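The knocked-out gene was checked by its count. Sting had 5.52 ± 0.549 CPM in cKO:StingKO, against 88.1, 76 and 72 in the 3 cKO sets (log2 fold changes -4.00, -3.78 and -3.70). Mavs had 37.5 ± 0.353 CPM in the libraries labelled cKO:MavsKO, against 47 ± 4.35, 49.9 ± 1.24 and 38.9 ± 2.94 (-0.33, -0.41 and -0.05, adjusted p 0.00285, 0.00266 and 0.664 in edgeR's quasi-likelihood test), so that its count does not check this label.

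Interferon genes were high in both double KOs. The canonical genes had median log2 fold changes of 1.44 in cKO:StingKO and 1.00 in cKO:MavsKO against the mean of the 3 WT sets (52 and 49 of 54 called; fry p 3.26e-10 and 8e-08). In cKO cells they were 0.95, 1.08 and 0.81 in sets 1, 2 and 3. Against the mean of the cKO sets the medians were 0.53 (fry p 0.00143) and -0.02 (fry p 0.874). The larger list of genes raised by interferon-γ had medians of 0.28 and 0.13 against WT (fry p 2.12e-08 and 4.34e-05), and 0.14, 0.20 and 0.08 in the cKO sets. Ifi44 had 78.6 ± 17.7 CPM in cKO:StingKO and 50.1 ± 3.97 in cKO:MavsKO. It had 54.4 ± 1.63, 65.1 ± 17.7 and 50.7 ± 5.11 CPM in the cKO sets and 4.2 ± 3.7, 8.99 ± 1.57 and 3.44 ± 2.07 in the WT sets. Its log2 fold changes against the cKO sets were 0.53, 0.27 and 0.63 for cKO:StingKO (adjusted p 0.237, 0.541 and 0.13) and -0.12, -0.38 and -0.02 for cKO:MavsKO (adjusted p 0.858, 1 and 0.979). Against each WT set they were at least 2.48, with all libraries above WT. The sign against set 3 in cKO:MavsKO changes with the library left out (0.07 without cKO BMDM set 3 replicate 3). Against every cKO set, 2555 genes were called in cKO:StingKO (1116 higher, 1439 lower; 1438 without cKO:StingKO replicate 1) and 121 in cKO:MavsKO (112 higher, 9 lower; 39 without cKO BMDM set 2 replicate 2).

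**Figure D4:**
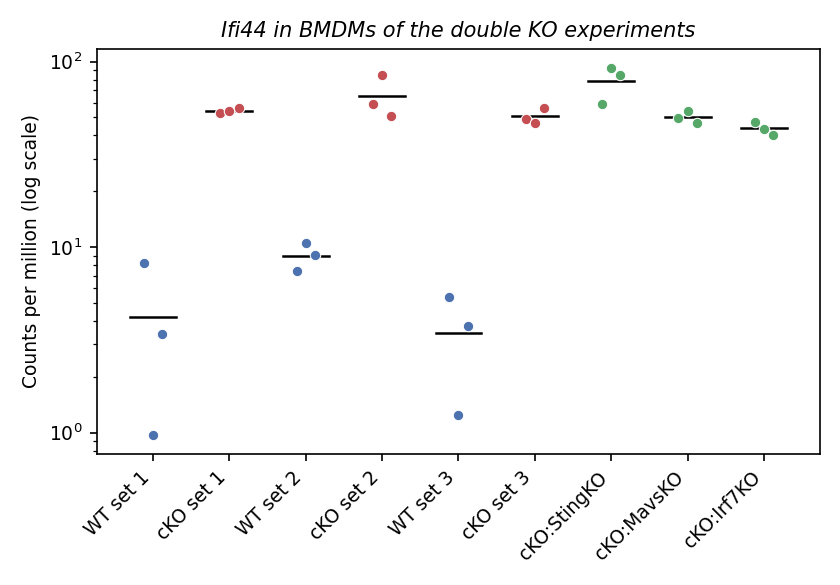
Ifi44 in BMDMs of the 3 WT and cKO sets and of the double KOs, in CPM on a log axis. Each point is a library (blue, WT; red, cKO; green, double KO) and each bar is the mean of 3 libraries.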

Heat maps in Figure 5D (Table S8) showed that the deletion of *Sting* or *Mavs* genes did not abolish ISG expression in *H3.3*cKO cells. These results showed that STING and RIGI-MAVS pathways are not responsible for ISG induction in *H3.3*cKO cells. Finally, we tested if IRF7 plays a role in ISG expression in *H3.3*cKO cells. IRF7 is a transcription factor critical for host resistance as it activates many downstream ISGs [39]. IRF7 may also be activated by DNA damage.^32^^,^^33^ Double knockout mice lacking IRF7 and H3.3 (*H3.3*^*f*^^*l*^ ^/f^^l^:*LysM*^cre/cre^:*Irf7KO*) (verified in Figures S5I–S5K) were constructed, and RNA-seq was performed for BMDMs as above. 

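In cKO:Irf7KO, Irf7 had 106 ± 7.13 CPM, against 388, 361 and 310 in the 3 cKO sets (log2 fold changes -1.87, -1.76 and -1.55, adjusted p 5.63e-05, 3.4e-05 and 0.00261 in edgeR's quasi-likelihood test). The WT sets had 71.8, 132 and 60.6 CPM, so this count alone does not tell the double KO from WT cells. Lyz2 (10.3 CPM, against 11300, 4940 and 9160 in the WT sets) argues against WT cells. So does H3f3a (4.81 CPM, against 76.4, 44.8 and 59.1). Irf7 below every cKO set is what the label predicts, but the remaining count does not show that the gene is lost. Of 54 canonical interferon genes, 53 were called against the mean of the WT sets, with a median log2 fold change of 1.22 (fry p 1.23e-08). Against the mean of the cKO sets the median was 0.18 (fry p 0.236). The larger list had a median of 0.08 against WT (camera p 1.99e-05, fry p 0.000143). Ifi44 had 43.6 ± 3.46 CPM and changed by -0.32, -0.58 and -0.22 against the cKO sets (adjusted p 0.586, 0.214 and 0.892), while all 3 libraries were above every WT library.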

Heat maps in Figure 5D (Table S8) again showed overall good ISG expression in double KO BMDMs, again indicating that IRF7 is not responsible for ISG expression in *H3.3*cKO BMDMs. MDS plots showed a concordance between *H3.3*cKO and double KOs (Figures S6A–S6C). 

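As another measure of how close the profiles are, the genes called between each double KO and each cKO set were counted. For cKO:StingKO these were 4094, 6262 and 5874 against sets 1, 2 and 3, for cKO:MavsKO 2425, 158 and 3453, and for cKO:Irf7KO 1542, 3757 and 222. Against all 3 cKO sets at once, 101 genes were called in cKO:Irf7KO (34 higher, 67 lower; 30 without cKO BMDM set 3 replicate 2). Against the mean of the WT sets, 7276, 7819 and 5764 genes were called in cKO:StingKO, cKO:MavsKO and cKO:Irf7KO. Set 2 and cKO:MavsKO differ in sex from the other sets and double KOs by Xist, so counts across this divide include sex. A batch may differ between the sets as well, but none is labelled. From the heat maps and the concordance of the profiles, the paper concludes that STING, MAVS and IRF7 are not involved in this induction.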

We conclude that STING, MAVS, and IRF7 are not involved in ISG induction in *H3.3*cKO BMDMs. Together, factor(s) that initiates ISG induction in *H3.3*cKO cells remains to be identified (see discussion).

*H3.3* deletion has been reported to derepress endogenous retroviruses (ERVs) in mouse embryonic stem cells (ESCs) and hematopoietic stem cells.^5^^,^^34^ The role of H3.3 in repressing ERV, however, has been debated.^35^ Tal et al. reported that *H3f3a* and *H3f3b* differentially affect ERVs expression.^36^ Hoelper et al., showed that the H3.3 chaperon DAXX, but not ATRX, interacts with H3.3 not incorporated in chromatin to repress some ERVs in mouse ESCs.^37^ We examined the expression of ERVs in *H3.3cKO* BMDMs. As shown in the heatmap (Figures S6D–S6G), we observed a low-level increase in a few ERVs on day 3, but not on days 5 and 7, except ERVB2_1-I_MM-int, which was expressed at higher levels in *H3.3cKO* cells (77, 28, and 7-fold higher than WT on days 3, 5, and 7, respectively. Thus, H3.3 deletion does not seem to cause broad ERV reactivation in BMDMs under the conditions tested here.

### H3.3 deletion does not completely prevent the terminal differentiation of BMDMs

Bone marrow progenitor cells, upon several cycles of proliferation, differentiate into postmitotic, terminally differentiated BMDMs. It was somewhat surprising that *H3.3*cKO BMDMs exhibited typical macrophage morphology and adhered to the plate like WT BMDMs (Figure S7A). Moreover, they expressed many genes specifying macrophages, although they expressed ISGs in addition (Figures S7B–S7E). 

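Of 28 macrophage genes on a list, 15 were higher and 13 lower in cKO than in WT BMDMs on day 8, with a median log2 fold change of 0.04 (camera p 0.909, fry p 0.799) and 0 genes called, also when adjusted over the list alone. On day 7, 22 of 28 were lower, with a median of -0.37 (camera p 0.000282, fry p 0.101; 1 called). In day 8 cells Spi1, Irf8, Adgre1 and Itgam changed by log2 fold changes of 0.14, 0.17, -0.12 and -0.15 (adjusted p 1 each in edgeR's quasi-likelihood test), and that of Adgre1 became 0.08 without WT day 8 untreated replicate 2. On day 7 they changed by -0.05, -0.20, -0.52 and -0.22 (adjusted p 0.936, 0.616, 0.492 and 0.374). The sign of Spi1 on day 7 changed in 3 of the fits without a library (0.10 without WT day 7 replicate 1), and that of Irf8 in 1 (0.14 without WT day 7 replicate 2). Whether differences of this size can be detected with these libraries was not tested, so their absence is not shown. Of the 28 list genes, 8 are also raised by interferon-γ.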

*H3.3*cKO BMDMs retained the ability to respond interferonγ and increased ISG expression (Figures S7F and S7G). Thus, the lack of H3.3 did not prevent bone marrow progenitor cells from developing into BMDMs, although it altered the transcriptome profiles to some degree. These results indicate that H3.3 is dispensable for many aspects of BMDM terminal differentiation. 

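After 12 h of interferon-γ, 4435 genes changed in cKO BMDMs (2293 higher and 2142 lower), from 2 treated and 2 untreated libraries. Placing the libraries with conflicting labels by their titles gave 0 genes. Treated and untreated libraries exchanged between the groups would also give such a count, so it does not speak against the response. Of the 1448 genes that define the response in WT cells, 1437 were higher after treatment in cKO as well and 1176 were called, with a median log2 fold change of 1.84 (1.86 in WT). The difference between the responses of cKO and WT passed the threshold for 0 genes (1205 at an unadjusted p under 0.05). DESeq2 gave 83 genes, no filter on low counts 124, and placing the conflicting libraries by library names 19. As a set, the canonical interferon genes responded less in cKO (median difference -0.67, fry p 0.0288). Ifi44 rose in cKO from 54.7 ± 1.35 to 523 ± 323 CPM (log2 fold change 3.26, SE 0.458, adjusted p 0.000582 in edgeR's quasi-likelihood test) and in WT from 5 ± 1.92 to 209.1 ± 42.9 (5.39, SE 0.418, adjusted p 9.07e-06). Oasl1 rose in cKO from 59.5 ± 9.01 to 1040 ± 6.44 CPM (4.12, SE 0.248, adjusted p 5.7e-06) and in WT from 7.9 ± 1.57 to 220 ± 36.7 (4.80, SE 0.21, adjusted p 3.98e-07). Untreated cKO cells were already above WT cells for both genes (log2 fold changes 3.45 and 2.91, adjusted p 0.00453 and 0.000724), and all treated libraries were above all untreated ones of the same genotype. From these data the paper reasons that progenitor cells without H3.3 can still develop into BMDMs, with transcriptomes that are altered to some degree.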

Similar observation was reported with respect to postmitotic neurons^6^; however, other cell types like ESCs require H3.3 for differentiation.^38^^,^^39^^,^^40^^,^^41^

### H3.3 localizes to genic regions

To identify genome-wide H3.3 deposition sites, CUT & RUN seq was carried out using BMDMs (Day7) generated from knock-in mice in which the *H3f3b* gene was replaced by HA-tagged *H3f3b*.^42^ Mice carrying *H3f3b*-HA are fertile and have a normal immune system, making it as a convenient tool to determine genome-wide binding of H3.3 in cells *in vivo*.^42^ We found a total of 27645 H3.3-HA peaks, and genomic distribution puts the majority of the peaks on the gene bodies (57.09%) (Figure 6A). H3.3 deposition was higher on expressed genes than on silent genes (Figure 6B, 6C, and S8A), consistent with transcription-coupled incorporation. GO analysis revealed that H3.3 peaks are linked to immune regulation, representing the biological function of BMDMs (Figure 6D). Additionally, 30.46% of total H3.3 peaks were found in the intergenic regions, where H3.3 binding was enriched at presumed enhancer regions (Figure 6E). We also found some cell cycle genes occupied by H3.3, which may be attributed to the active transcription of cell cycle genes in the progenitor stage (Figure 6F, 6G, and S8B).

**Figure 6:**
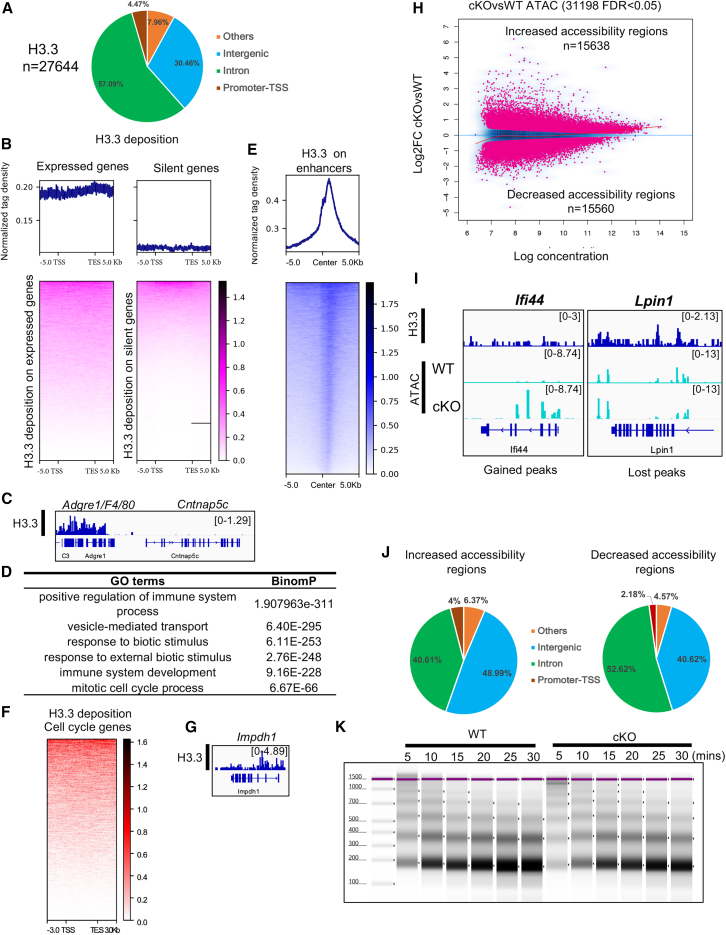
H3.3 distribution in *H3f3b*-HA BMDMs and chromatin accessibility analysis in cKO BMDMs (A) Pie chart shows H3.3 binding pattern in WT BMDMs (*H3f3b*-HA) upon CUT & RUN seq analysis. (B) Histogram and heatmap, derived from CUT & RUN seq, show binding of H3.3 on expressed genes and on silent genes/isoforms in *H3f3b*-HA BMDMs. (C) CUT & RUN seq IGV tracks show the deposition of H3.3 on expressed gene *Adgre1* and absence of H3.3 on silent gene *Cntnap5c*. (D) GO analysis of H3.3 binding peaks in *H3f3b*-HA BMDMs. (E) Profile plot and heatmap display the deposition of H3.3 on enhancer regions in *H3f3b*-HA BMDMs. (F) Heatmap shows H3.3 binding on cell cycle genes in *H3f3b*-HA BMDMs. (G) CUT & RUN seq gene tracks depict H3.3 binding on a cell cycle gene (*Impdh1*) in *H3f3b*-HA BMDMs. (H) MA plot depicts increased and decreased accessible regions (ATAC-seq) in cKO vs. WT BMDMs. (I) ATAC-seq gene tracks show increased accessible peaks at *Ifi44* and decreased accessible peaks at *Lpin1* gene in cKO cells. H3.3 binding at these genes is shown in the top panel. (J) Pie charts reveal the genome-wide distribution of cKO-gained and lost peaks upon chromatin accessibility analysis. (K) MNase-mediated digestion of chromatin from WT and cKO day 7 BMDMs.

### Chromatin accessibility patterns match transcriptome profiles of *H3.3*cKO BMDMs

We performed ATAC-seq with day 7 BMDMs, which reveals genomic sites open to transcription factors. We found 31198 differential sites (FDR <0.05) between WT and *H3.3*cKO BMDMs, where *H3.3*cKO cells gained 15638 sites, while losing 15560 sites (Figure 6H). GO analysis revealed that the gained peaks were associated with innate immune response, cellular response to DNA damage stimulus, and apoptosis. Lost peaks were linked to the regulation of cell adhesion, regulation of leukocyte activation (Figures S8C and S8D). Many of the gained peaks were of the genes whose expression was gained in *H3.3*cKO, including ISGs. Examples of genes with gained or lost ATAC-seq peaks are presented in Figure 6I, namely *Ifi44* and *Lpin1*. As shown in Figure 6J, the majority of gained peaks were deposited in the intergenic regions, while lost peaks were mostly in the intronic region of *H3.3*cKO cells.

*De novo* motif analysis revealed enrichment of the Atf3(bZIP), Sfpi binding motifs in the gained peaks, while CEBPD and Sfpi1 binding motifs were also present in the lost peaks (Figure S8E). These results indicate that *H3.3*cKO cells were able to create new accessible sites, while eliminating others. These changes likely provided a basis for transcriptome programs characteristic of *H3.3*cKO cells.

Motif analysis in Figure S8E revealed Atf3 and CEBPD binding motifs associated with gained and lost peaks, respectively. This data is consistent with the results that *H3.3*cKO cells have DNA damage, become inflammatory, and likely lose macrophage functionality.^43^^,^^44^ Sfpi (PU.1) motifs were found in both gained and lost peaks. This is expected, since PU.1 is a master transcription factor for the development and function of macrophages.^45^

This observation prompted us to examine whether *H3.3*cKO cells maintain nucleosomal organizations without H3.3. We thus performed a micrococcal nuclease (Mnase) digestion assay with day 7 BMDMs. As shown in Figure 6K, the digestion patterns were very similar between WT and *H3.3*cKO samples at all time points tested. These data indicate that *H3.3*cKO cells were able to form nucleosomal organizations without H3.3.

### Genes upregulated in *H3.3*cKO cells gain H3K27ac and H3K36me3 marks

Post-translational histone modification marks (PTMs) that denote gene expression states are reported to be enriched on H3.3.^5^^,^^46^^,^^47^ We examined whether *H3.3* deletion results in changes in histone H3 modification marks, focusing on H3K27ac and H3K36me3. H3K27ac is a mark for active gene expression, enriched in enhancers of various sizes.^48^ CUT & RUN experiments were carried out to determine genome-wide H3K27ac sites in WT and *H3.3*cKO BMDMs. In WT cells, the majority of the H3K27ac peaks were found on gene bodies (Figures S9A and S9B). Differential binding analysis revealed that there were 4370 peaks with increased H3K27ac and 3022 peaks with reduced H3K27ac (FDR<0.05) in *H3.3*cKO cells (Figures 7A and S9C). A significant number of gained and lost peaks were found in the intron. Whereas 16.35% of the gained peaks were in the promoter-TSS region (Figure 7B). Volcano plot analysis revealed that the gained H3K27ac peaks were associated with genes involved in defense response to virus, programmed cell death, and DNA damage regulation. On the other hand, response to sterol and blood vessel morphogenesis was associated with lost peaks (Figure S9D). For instance, *Ifi44,* an ISG expressed in *H3.3*cKO cells, gained H3K27ac upon H3.3 deletion. Whereas *Lpin1* downregulated in *H3.3*cKO cells exhibited reduced H3K27ac peaks (Figure 7D).

**Figure 7:**
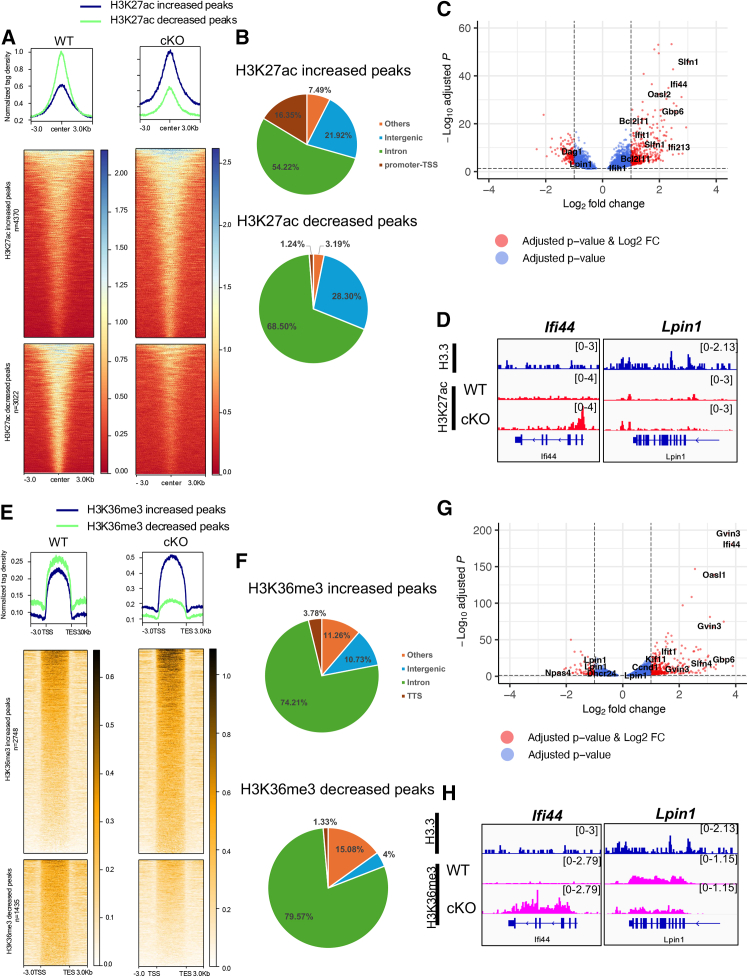
Differential distribution of H3K27ac and H3K36me3 in cKO cells (A) CUT & RUN seq derived histograms, and heatmaps of the H3K27ac densities for H3K27ac increased and decreased regions in WT and cKO cells. (B) Pie charts represent the genomic distribution of H3K27ac increased and decreased peaks. (C) Volcano plot depicts the correlation between changes in H3K27ac occupancy (based on CUT & RUN seq peaks) and corresponding changes in gene expression (based on RNA-seq data). The nearest genes for increased or decreased H3K27ac peaks correlate with genes up- or downregulated in *H3.3*cKO BMDM. (D) CUT & RUN seq IGV tracks of genes associated with H3K27ac increased (*Ifi44* gene), or H3K27ac decreased peaks (*Lpin1*) show H3K27ac distribution in WT and cKO cells. Top panel presents H3.3 binding on these genes in *H3f3b*-HA BMDMs. (E) CUT & RUN seq derived histograms, and heatmaps of the H3K36me3 densities for H3K36me3 increased and decreased regions in WT and cKO cells. (F) Genomic distribution of H3K36me3 increased and decreased peaks are shown in pie charts. (G) Volcano plot illustrates the correlation between changes in H3K36me3 occupancy (measured by CUT & RUN) and corresponding changes in mRNA levels (measured by RNA-seq). The nearest genes for increased or decreased H3K36me3 binding correlate with genes up- or downregulated in *H3.3*cKO BMDM. (H) CUT & RUN IGV tracks show gained and lost peaks of H3K36me3 in cKO BMDMs on *Ifi44* and *Lpin1* genes, respectively. Top panel shows H3.3 binding on these genes in *H3f3b*-HA BMDMs.

The H3K36me3 mark has been linked with active transcription, DNA damage repair, and contribute to heterochromatin formation.^49^^,^^50^ CUT & RUN seq for H3K36me3 revealed the majority of the peaks on gene bodies in WT cells (Figures S9E and S9F). *H3.3*cKO cells had 2748 gained peaks and 1435 peaks of H3K36me3 for H3K26me3 (FDR<0.05) (Figures 7E and S9G). The majority of gained and lost peaks were in the gene bodies (Figure 7F). As expected, gained regions were found to be associated with response to interferon beta, chromosome organization, and mitotic cell cycle GO terms, while lost peaks were lipid biosynthetic process and cholesterol metabolic process genes (Figures 7G and S9H). An example in Figure 7H shows that *Ifi44* gained H3K36me3 marks in H3.3cKO cells, while *Lpin1* lost the mark, similar to H3K27ac above. Also, genes having H3.3 deposition possessed H3K27ac and H3K36me3 marks (Figures S9I and S9J). Moreover, genes upregulated in *H3.3*cKO cells gained H3K27ac as well as H3K36me3 marks, while those downregulated in *H3.3*cKO cells lost these modification marks. These results indicate that core histones H3.1 or H3.2, presumably substituting for H3.3, can gain PTMs associated with active gene expression.

## Discussion

The most salient findings we made in this study were (1) deletion of *H3.3* leads to DNA damage and apoptosis in bone marrow progenitors, yielding fewer terminally differentiated BMDMs, (2) *H3.3*cKO cells, both progenitor and BMDMs aberrantly expressed many ISGs, likely setting a prolonged inflammatory state, and (3) deletion of *H3.3*, however, did not prevent BMDMs from retaining genome-wide chromatin structure and post-translational histone modifications.

DNA damage in *H3.3*cKO progenitor cells was mediated by the canonical DDR response, starting with the activation of ATM and ATR, followed by the phosphorylation of H2AX (γH2AX), initiating assembly of DDR factors. In accordance, activated p53 was present in *H3.3*cKO cells, which led to the expression of many downstream DDR genes, including p21 (Figure S9K).^51^^,^^52^ In line with our findings, Jang et al., reported that the deletion of *H3.3* from early embryos causes DNA damage, preventing further development.^4^ It is possible that DNA damage ensues upon the deletion of *H3.3* in some cases. However, the role of H3.3 in preventing DNA damage has not been fully appreciated so far in other *H3.3* knockout models, including HSCs, where DNA damage was not shown.^5^^,^^6^^,^^53^

What is the mechanistic basis of DNA damage? Transcriptome data on day 3 showing that genes involved in nucleotide synthesis and ribonucleotide biosynthesis were downregulated in *H3.3*cKO cells strongly indicate that the deletion of *H3.3* interferes with DNA replication. *H3.3*cKO cells show reduced BrdU uptake on day 3. We found increased BrdU uptake in *H3.3*cKO cells on day 5 and day 7, which indicates that many of the *H3.3*cKO cells remain in S phase, unable to complete DNA replication, and are under replication stress. Given that replication stress is known to cause dsDNA breaks,^54^^,^^55^ it seems reasonable to assume that defective replication accounts for DNA damage in *H3.3*cKO cells.

We observed that many ISGs were upregulated in *H3.3*cKO cells throughout, from day 3 to day7/8, progenitor to differentiated BMDMs. This ISG induction was attributed to the authentic JAK/STAT pathway. Observed ISG induction may be a consequence of DNA damage, since ISG expression has been documented upon DNA damage caused by drugs and pathogen infection.^22^^,^^23^^,^^24^^,^^25^^,^^31^ To further understand ISG expression, we examined double KO mice lacking STING, MAVS, and IRF7, which recognize endogenous nucleotides and amplify ISG induction.^28^^,^^29^^,^^56^ We found none of these to be responsible for ISG induction in *H3.3*cKO cells. It is surprising that ISG induction was unaltered in the absence of STING, given that the cGAS-STING pathway is shown to play a critical role in ISG expression upon DNA damage.^31^ Therefore, an alternative mechanism exists that activates ISGs in *H3.3*cKO BMDMs. However, another possibility is that the absence of one pathway (for example, STING) creates a compensatory mechanism by the remaining factors (MAVS or IRF7), allowing for ISG expression, which cannot be ruled out. One possibility is DNA-PK. This kinase, activated by DNA damage, has been reported to stimulate ISG induction in a STING-independent manner.^57^^,^^58^ Given that DDR is activated in *H3.3*cKO cells, this possibility appears worth testing. Another possibility is a chromatin factor, Protein Arginine Methyltransferase 5 (PRMT5), which is reported to stimulate the transcription of inflammatory genes during replication stress by affecting ZNF326, a component of elongation.^59^ This mechanism may be relevant for *H3.3*cKO cells, given that they are defective in proliferation. Finally, ADA2, which catalyzes the deamination of adenosine, may play a role: ADA2 has been reported to repress inflammatory responses, and depletion of ADA2 activates inflammatory genes.^60^ It is possible that this system may be dysregulated in *H3.3*cKO BMDMs. It is important to determine the underlying mechanisms.

We also examined ERVs and found that only one ERV, ERVB2_1-I_MM-int, is highly upregulated in *H3.3*cKO BMDMs. While some other ERVs were somewhat higher than the basal level, it was less than 2-fold. At this point, the biological significance of ERV expression in BMDMs remains unclear. The role of H3.3 in ERV expression appears complex and may depend on cell types.^5^^,^^34^^,^^35^^,^^36^^,^^37^

It is interesting to note that a considerable number of *H3.3*cKO cells survived DNA damage and apoptosis and differentiated into BMDMs. *H3.3*cKO BMDMs displayed morphological traits such as WT BMDMs, and expressed many genes specific for macrophages, such as F4/80 and CD11b. These results indicate that H3.3 is not totally required for generating terminally differentiated BMDMs, although the deletion reduced the number of BMDMs, and changed gene expression, leading to extensive ISG expression. Supporting the view that H3.3 is partially, but not completely, required for terminal differentiation, Funk et al. reported that the deletion of *H3.3* from neuronal progenitor cells did not prevent the generation of postmitotic neurons, although it inhibited proliferation.^6^ In accordance with these findings, *H3.3*cKO BMDMs possessed nucleosomal arrays that were overall similar to those of WT cells. Consistent with a chromatinized genome, *H3.3*cKO BMDM had DNA accessible sites whose numbers were comparable to WT cells. Furthermore, nucleosomes of *H3.3*cKO BMDMs were decorated with post-translational histone modifications reflective of gene expression profiles. It is possible that in the absence of H3.3, core histones H3.1 and/or H3.2 compensate and are incorporated into expressed genes, allowing the maintenance of a chromatinized genome. It is also possible that another variant histone H3, yet to be identified, may be able to substitute for the lack of H3.3.^61^

In summary, this study highlights the critical requirement of H3.3 for DNA replication in the progenitor and development of the myeloid lineage.

### Limitations of the study

We observed DNA damage and impaired proliferation in the *H3.3* conditional KO progenitors and macrophages. However, the exact mechanism behind DNA damage in the absence of H3.3 is not very clear. Further studies about cell proliferation impairment in the absence of H3.3 are also required.

## Resource availability

### Lead contact

For further information and requests for resources and reagents, contact the lead contact, Keiko Ozato ().

### Materials availability

All materials and reagents generated in this study are available upon request.

### Data and code availability

• ATACseq data files: GEO: GSE285139.
• CUT & RUNseq data files: GEO: GSE285140.
• RNAseq data files: GEO: GSE285141.
• This paper does not report original code.
• Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We acknowledge the NICHD animal facility staff for caring for our mice and for other technical assistance. We gratefully acknowledge Kentaro Hoshi and other colleagues in our lab for technical advice and valuable discussions. This work was supported by the 10.13039/100000071NICHD Intramural programs ZIA HD008015-13.

## Author contributions

K.O. conceived the study and steered the project along with S.C.

S.C. performed flow cytometry, RNA-seq, CUT & RUN-seq, ATAC-seq, NGS data analysis, MNase digestion, and western blotting. S.C and F.K. performed qRTPCR and TEtranscripts data analysis. S.C. and A.D. analyzed flow cytometry data. A.D. and F.K. performed immunostaining and quantification of γH2AX. S.C. and K.O. prepared figures and wrote the manuscript.

## Declaration of interests

All authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal H3.3	Sigma Aldrich	Cat # WH0003021M1; RRID:AB_1841959
Rabbit polyclonal anti-Histone H3	Abcam	Cat # ab1791; RRID:AB_302613
Rabbit monoclonal TFIIB	Abcam	Cat # ab109518; RRID:AB_10863223
Mouse monoclonal beta-Actin	Cell Signaling Technology	Cat # 3700; RRID:AB_2242334
Mouse monoclonal anti-Stat1 (N-terminus)	BD Biosciences	Cat # 611447; RRID:AB_2870038
Mouse monoclonal anti-Stat1(pY701)	BD Biosciences	Cat # 612232; RRID:AB_399555
Rabbit polyclonal anti-Parp1	Cell Signaling Technology	Cat # 9542; RRID:AB_2160739
Rabbit polyclonal anti-p53	Leica Biosystems	Cat # NCL-L-p53-CM5p; RRID:AB_2895247
Mouse monoclonal anti-CDKN1A	Santa Cruz Biotechnology	Cat # sc6246; RRID:AB_628073
Rabbit polyclonal anti-caspase-7	Cell Signaling Technology	Cat # 9492; RRID:AB_2228313
Mouse monoclonal anti-caspase-9	Cell Signaling Technology	Cat # 9508; RRID:AB_2068620
Rabbit polyclonal anti-caspase-3	Cell Signaling Technology	Cat # 9662; RRID:AB_331439
Rabbit polyclonal anti-HA tag	Abcam	Cat # ab9110; RRID:AB_307019
Rabbit polyclonal anti-Histone H3 (acetyl K27)	Abcam	Cat # ab4729; RRID:AB_2118291
Rabbit polyclonal anti-Histone H3 (tri methyl K36)	Abcam	Cat # ab9050; RRID:AB_306966
Rat monoclonal anti-CD16/CD32	Biolegend	Cat #101320; RRID:AB_1574975
Rat monoclonal Brilliant Violet 421™ anti- CD11b	Biolegend	Cat # 101235; RRID:AB_10897942
Rat monoclonal FITC anti- CD11b	Biolegend	Cat #101206; RRID:AB_312789
Rat monoclonal APC anti-F4/80	Biolegend	Cat # 123116; RRID:AB_893481
Rat monoclonal Brilliant Violet 421™anti-CD11b	BD Biosciences	Cat # 562605; RRID:AB_11152949
Rat monoclonal PE/Cyanine7 anti- F4/80	Biolegend	Cat # 123113; RRID:AB_893490
Rat monoclonal APC anti-Ki-67	Biolegend	Cat # 652405; RRID:AB_2561929
Mouse monoclonal BV421™ anti-H2AX (pS139)	BD Biosciences	Cat # 564720; RRID:AB_2738914
Mouse monoclonal BV421 IgG1, k Isotype Control	BD Biosciences	Cat # 562438; RRID:AB_11207319
Mouse Monoclonal eFluor™ 660 anti-phospho-ATM (Ser1981)	Thermo Fisher Scientific	Cat # 50-9046-42; RRID:AB_2574313
Rabbit polyclonal anti-ATR (phospho Thr1989)	GeneTex	Cat # GTX128145; RRID:AB_2687562
Rabbit polyclonal anti-phospho-p53 (Ser15)	Cell Signaling Technology	Cat # 9284; RRID:AB_331464
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 633	Thermo Fisher Scientific	Cat # A-21070; RRID:AB_2535731
Rabbit monoclonal anti-phospho-Histone H2A.X (Ser139)	Cell Signaling Technology	Cat # 9718; RRID:AB_2118009
Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488	Thermo Fisher Scientific	Cat # A-11034; RRID:AB_2576217
Mouse monoclonal anti-IFNAR1(MAR1-5A3)	Thermo Fisher Scientific	Cat # 16-5945-85; RRID:AB_1210688
Mouse monoclonal IgG1 κ isotype control	Thermo Fisher Scientific	Cat # 14-4714-85; RRID:AB_470112

**Reagents**		

TheraPEAK ACK Lysing buffer (1X)	Lonza Bioscience	Cat # BP10-548E
DMEM and Ham’s F-12, 50/50 Mix	Corning	Cat # MT10092CV
FITC-Annexin V	BD Biosciences	Cat # 556420
Propidium Iodide Staining Solution	BD Biosciences	Cat # 556463
APC BrdU kit	BD Biosciences	Cat # 552598
Foxp3/Transcription Factor Staining kit	Thermo Fisher Scientific	Cat # 00-5523-00
Complete™, EDTA-free Protease Inhibitor Cocktail	Roche	Cat # 05056489001
Micrococcal Nuclease	NEB	Cat # M0247S

**Critical commercial assays**		

DNA clean & concentrator-5	Zymo Research	Cat # D4014
Quick-RNA Miniprep Kit	Zymo Research	Cat # R1055
QIAquick PCR Purification Kit	Qiagen	Cat # 28104
SuperSignal™ West Pico PLUS Chemiluminescent Substrate	Thermo Fisher Scientific	Cat # 34577

**Data and code availability**		

Raw data files ATAC-seq	This paper	GEO:GSE285139
Raw data files CUT&RUN-seq	This paper	GEO:GSE285140
Raw data files RNA-seq	This paper	GEO:GSE285141

**Experimental models - organisms/strains**		

Mouse: H3f3a^fl/fl^:H3f3b^fl/fl^: B6/J	This paper	N/A
Mouse: LysM^cre/cre^:B6.129P2-Lyz2^tm1(cre)Ifo^/J	The Jackson Laboratory	JAX: 004781
Mouse: H3f3a^fl/fl^:H3f3b^fl/fl^:LysM^cre/cre^: B6/J	This paper	N/A
Mouse: StingKO: B/6J × 129SvEv3	H. Ishikawa, & Barber G.N.^62^	https://pubmed.ncbi.nlm.nih.gov/18724357/
Mouse: MavsKO: B6;129-*Mavs*^*tm1Zjc*^/J	The Jackson Laboratory	JAX: 008634
Mouse: Irf7KO: B6.129P2-Irf7tm1Ttg	Honda K. et al.^56^	https://pubmed.ncbi.nlm.nih.gov/15800576/
Mouse: H3f3a^fl/fl^:H3f3b^fl/fl^:LysM ^cre/cre^:StingKO: B6/J	This paper	N/A
Mouse: H3f3a^fl/fl^:H3f3b^fl/fl^:LysM ^cre/cre^:MavsKO: B6/J	This paper	N/A
Mouse: H3f3a^fl/fl^:H3f3b^fl/fl^:LysM ^cre/cre^:Irf7KO: B6/J	This paper	N/A

**Oligonucleotides**		

See the Tables S1, S2, S3 and S4		

**Software and algorithms**		

GraphPad Prism	GraphPad Software	https://www.graphpad.com/features
Image J	Schneider, C.A.et al.^63^	https://imagej.net/ij/index.html
FlowJo	BD Biosciences	https://www.flowjo.com/
IGV	Broad Institute	https://igv.org/
Metascape	Zhou, Y. et al.^64^	https://metascape.org/gp/index.html#/main/step1
DiffBind	Ross-Innes, C.S. et al.^65^	https://hbctraining.github.io/Intro-to-ChIPseq/lessons/08_diffbind_differential_peaks.html
GREAT	McLean, C.Y. et al.^66^	http://great.stanford.edu/public/html/
Deeptools	Ramirez, F. et al.^67^	https://deeptools.readthedocs.io/en/latest/
TEtranscripts	Jin, Y. et al.^68^	https://www.mghlab.org/software/tetranscripts
Morpheus	Broad Institute	https://software.broadinstitute.org/morpheus/

### Experimental model and study participant details

#### Mice

All mice used in this study were bred and housed under specific pathogen-free conditions in a temperature and humidity-controlled environment with 12-hour light/dark cycle at the NICHD animal facility. The mice had *ad libitum* access to food and water. All animal protocols utilized in this study, were approved by the Animal Care and Use Committee at National Institute of Child Health and Human Development (Animal Study Program #17-044, #20-044 and #23-044). Mice used in this study were derived from a C57BL/6 genetic background. *H3.3*^*fl/fl*^ mice were crossed with *LysM*^*cre/cre*^ mice (strain # 004781, The Jackson Laboratory). *Sting* KO^62^ and *Irf7* KO^56^ mice were crossed with *H3.3*^*fl/fl*^*;LysM*^*cre/cre*^ mice to generate *StingKO:H3.3cKO* and *Irf7KO:H3.3cKO* mice respectively. *Mavs* KO mice (Strain # 008634, The Jackson Laboratory) were backcrossed to *H3.3*^*fl/fl*^*;LysM*^*cre/cre*^ (C57BL/6 background) strain over at least six generations before use in experiments. Deletion of *Sting*, *Mavs* and *Irf7* genes was confirmed using PCR, qRTPCR and RNA sequencing. HA tagged *H3f3b* mice^42^ were used for H3.3 CUT & RUN experiment. We used 8 to10-weeks old male and female mice in this study.

#### Bone marrow derived macrophages culture

Bone marrow cells were collected by flushing the femurs and tibias of 8 to 10-week-old C57BL/6 mice and passed through filter. Collected cells were treated with ACK lysis buffer and subsequently washed with PBS. Cells were cultured in the DMEM/F-12 media supplemented with 10% FBS, 1X antibiotic and 20% L929 conditioned media for 6-8 days.

### Method details

#### Flow cytometry analysis of cell surface receptors

Single cell suspensions were made from peritoneal macrophages and bone marrow derived macrophages. After blocking with CD16/CD32 antibody, cells were stained with respective antibodies at 4°C for 30 min. Subsequently, cells were washed multiple times with the washing buffer (5 % FBS in 1X PBS), resuspended in the buffer and observed in BD LSRFortessa™. The analysis was done by using FlowJo software.

#### Flow cytometry - intracellular staining

For Ki67 and γH2A.X staining, cell surface markers-stained cells were resuspended in BD cytofix/cytoperm buffer and incubated at 4°C for 30 minutes. Subsequently cells were washed with 1X BD perm/wash buffer. Washed cells were resuspended in antibody containing 1X BD perm/wash buffer and incubated for 20 mins at room temperature. Fixed and permeabilized cells were further washed and resuspended in perm/wash buffer and staining buffer respectively. Stained cells were analyzed by LSR Fortessa (BD Biosciences).

For phosphorylated ATM, ATR and p53, eBioscience™ Foxp3 / Transcription Factor Staining kit was used as per manufacture’s protocol.

#### Annexin V - PI assay

Cells were harvested and washed with cold PBS. Further cells were resuspended in binding buffer (0.01M HEPES pH-7.4, 0.14M NaCl, 2.5 mM CaCl_2_) at a concentration of 10^6^ cells per ml. Cells were further aliquoted as 100 μl (10^5^ cells) per tube. 5μl of FITC Annexin V and 2.5 μl of PI (1mg/ml) were added in the tubes. After gentle vortexing, cells were incubated at room temperature for 15 min in dark. Cells were further diluted in the binding buffer and flow cytometry analysis was performed using LSR Fortessa (BD Biosciences). Data were analyzed using FlowJo software.

#### BrdU based cell proliferation assay

For identification of actively proliferating cells, cells were exposed to BrdU for longer hours. Cells were incubated with 50 μg/ml BrdU for 15 hrs. and 24 hrs. for earlier time points (day3 and day5) and day7 respectively. After incubation, cells were washed and stained with cell surface markers. Stained cells were fixed and permeabilized using BD Pharmingen™ APC BrdU Kit. Subsequently cells were stained with BrdU antibody and analyzed by flow cytometry.

#### Propidium iodide (PI) staining

Cells were fixed with 70% ethanol for two hours at 4°C and subsequently washed with PBS. RNase A treatment was given at 37°C for 30 mins. After washing the fixed cells with PBS, cells were resuspended in PI containing PBS and incubated for 30 min at room temperature. Cells were analyzed by flow cytometry.

#### Immunocytochemistry- γH2AX staining

Day 7 cells/BMDMs were fixed, permeabilized and incubated with Phospho-Histone H2A.X (Ser139) (Rabbit mAb) for 2 hours at room temperature. Anti-rabbit FITC was used for detection. Images were captured using a Zeiss LSM 880 confocal microscope. Mean fluorescence intensity of γH2AX signal was analyzed using ImageJ/Fiji.^63^

#### Quantitative real time PCR

Total RNA was isolated using Trizol. cDNA was synthesized using High-capacity cDNA reverse transcription kit (Applied Biosystems, Thermo Fisher Scientific). Quantitative real time PCR was performed using Fast SYBR™ Green Master Mix (Applied Biosystems, Thermo Fisher Scientific). Quantitative differences were calculated using the 2ˆ-(ΔΔCt) method relative to *Gtf2b*.

#### Blocking of IFNAR1 receptor

WT and cKO BM cells were incubated with F12/DMEM supplemented with 20% L929 conditioned medium. IFNAR1 monoclonal antibody or IgG1 κ isotype control antibodies were added at a concentration of 10 μg/mL at 37 °C. Antibodies were added since day0 and media was supplemented with fresh antibodies every 12 hrs. On Day 6, the media containing antibodies were removed, and cells were lysed with trizol.

#### RNA seq and data analysis

For BMDM, total RNA was prepared using Quick-RNA Mini prep Kit (Zymo Research). RNA integrity was confirmed by running the RNA sample on an Agilent Bioanalyzer RNA 6000 Nano chip to determine the RNA integrity number. mRNA enrichment was done using NEBNext® rRNA depletion kit. RNA seq libraries were prepared using NEBNext® Ultra™ II RNA library prep kit.

Peritoneal macrophages were isolated using miltney kit. Total RNA was purified by trizol extraction. Library was prepared using SMART-Seq v4 Ultra Low Input RNA Kit (Takara bio USA, CA) with 7-cycle amplification.

Samples were pooled and sequenced (paired end) on the Illumina NextSeq 500 and NextSeq2000.

For data analysis, quantification, and quality-control pipeline (CCBR pipeliner v4.0.6) was used. Briefly, adapter sequences are removed using Cutadapt and paired-end reads were aligned to the *Mus musculus* reference genome mm10 using STAR aligner. Gene and isoform expression levels were quantified using RSEM. For differential expression analysis SARTools1.8.1^69^ were used with q value of <0.05. Heatmaps were depicted with Morpheus (https://software.broadinstitute.org/morpheus). For transposable element analysis, we used TE transcripts package.^68^ Metascape was used for GO analysis.^64^

Genes with baseMean >20 (RNA seq) were considered expressed genes (n=12922). Remaining genes and isoforms were considered as silent genes. Cell cycle gene list was used as described.^19^ To define ISGs, we stimulated WT BMDMs with interferon γ for different time points (2,4,6,8,10 and 12 hrs.) and performed RNA seq. All the upregulated genes (merged and duplicates were removed) were defined as ISGs.

All known mouse genes were downloaded from UCSC table browser.

#### CUT & RUN seq and data analysis

CUT & RUN was performed as reported earlier.^70^ Cells were collected and washed twice with the buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1x Protease inhibitor cocktail). Concanavalin A-coated magnetic beads were washed twice with the binding buffer (20 mM HEPES-KOH pH-7.9, 10 mM KCl, 1 mM CaCl_2_,1 mM MnCl_2_). Cells were resuspended in wash buffer, mixed with the bead suspension. The cell-bead mix was rotated for 10 min at room temperature, placed on magnetic rack and liquid was discarded. Beads were further dislodged in antibody buffer (wash buffer containing 2mM EDTA, 0.02% digitonin and respective antibody). Antibody incubation was done overnight at 4°C. After incubation, beads were placed on magnetic rack and all the liquid was removed. Subsequently, beads were washed with digitonin buffer (wash buffer containing 0.02 % digitonin). Further, beads were resuspended in pA-MNase (700ng/ml) containing digitonin buffer and incubated on tube rotator for 1 hour at 4 C. After 1 hour, beads were washed twice with digitonin buffer, resuspended in 100 μl of digitonin buffer, and placed on a cold block to reach 0°C. 3 μl of 100 mM CaCl_2_ was mixed in the bead suspension which was further incubated at 4°C for 30’. The reaction was stopped by adding 100 μl of 2X stop buffer (0.34 M NaCl, 20 mM EDTA, 4 mM EGTA, 0.02 % digitonin, 50 μg/ml RNase A, 50 μg/ml glycogen, 20 pg/ml yeast spike in DNA). To release the fragments, beads were incubated at 37 C for 10′, centrifuged at 4°C for 5’. The supernatant was collected from the tubes on the magnetic rack. For histone antibodies, DNA was extracted by using Qiagen spin column, while in the case of transcription factors, PCI based extraction was done after adding 0.1% SDS and 150 μg/ml of proteinase K in the sample and incubating it at 70 C for 10‘. (Spike in).

CUT & RUN seq libraries were prepared using NEBNext® Ultra™ II DNA library kit (Illumina). Samples were pooled and paired end sequencing (25 bp) was performed on the Illumina NextSeq 500.

For data analysis, CUT & RUN -seq reads were mapped to the mouse reference genome (mm10) using Bowtie2 v.2.3.4.1 with the following parameters: --local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700. The peak calling was performed using homer. The bam files were converted to normalized bigWig files by using scale factor, deeptools bamCoverage command.^67^ DiffBind was used to analyze differential binding.^65^ We used GREAT to further identify the genes associated with the peaks.^66^

#### ATAC seq and data analysis

ATAC seq was performed as described previously.^71^^,^^72^ Briefly, 50,000 cells were lysed to prepare crude nuclei extract. The nuclei were resuspended in transposition reaction mix and incubated at 37^0^ C for 30’. Transposed DNA was collected using DNA Clean & Concentrator™-5 purification columns. Eluted DNA was amplified using NEBNext® Ultra™ II Q5 Mater Mix and size selected (Negative and positive selection). Purified DNA samples were assessed using Bioanalyzer High sensitivity DNA analysis kit. Samples were subsequently pooled and sequenced using paired-end sequencing on the Illumina NextSeq 500. Paired reads were aligned to mouse reference genome mm10 using Bowtie2-2.5.1 Peak calling was performed by using Genrich with default settings. To identify differential ATAC-seq peaks between WT and cKO samples, R package DiffBind was used. MA plot, cluster correlation analysis plots were generated using DiffBind package.^65^ For motif analysis, homer was used.

#### MNase digestion

Day7 BMDMs were washed with ice cold PBS and resuspended in buffer (50mM NaCl, 10mM Tris-Cl, pH-7.5, 5 mM MgCl_2_, 1mM CaCl_2_, 0.2 % NP-40, 1X protease inhibitor cocktail). After the lysis, nuclei were resuspended in buffer and incubated with 1U MNase for indicated time points (5, 10, 15, 20, 25 and 30 mins). The enzymatic reaction was stopped by addition of EGTA. After phenol, chloroform, isoamyl alcohol treatment of the reaction, aqueous phase DNA was collected and further purified by Qiagen purification kit.

#### Acidic extraction of histones

Acidic extraction of histones was performed as reported (https://www.abcam.com/protocols/histone-extraction-protocol-for-western-blot). Briefly, WT and KO cells were washed with ice cold PBS. Subsequently cells were lysed in triton extraction buffer (PBS containing 0.5 % Triton X 100 (v/v), 2 mM phenylmethylsulphonyl fluoride (PMSF), 0.02 % (w/v) NaN_3_) for 10 min on ice. Nuclei pellets were collected by centrifugation at 4°C for 10 min at 6500 g. Nuclei were further washed in triton extraction buffer. Washed nuclei were resuspended in of 0.2N HCl and acid extracted overnight at 4°C. Histones (supernatant) were collected by centrifugation at 4°C for 10 min at 6500 g. Acid extracted histones were further neutralized with 2M NaOH.

#### Whole cell extract and nuclear extract preparation

For cell lysates preparation, cells were lysed in Radio Immunoprecipitation Assay (RIPA) buffer (25 mM Tris-HCl, pH7.6, 150 mM NaCl (sodium chloride), 1% NP-40, 0.1% SDS (sodium dodecyl sulfate), 0.1% sodium deoxycholate) with protease and phosphatase inhibitors for 1h at 4°C. Whole cell lysates were clarified by centrifugation at 12,000 rpm for 10min at 4°C. Nuclear extracts were prepared as described.^73^

#### Western blotting

Cell lysates and histones were separated on NuPAGE^TM^4-12 % and 12% Bis-Tris gel respectively. Proteins were subsequently transferred to PVDF membrane (Millipore). Blocking was performed at room temperature for 1 hour with 2.5% BSA. Blots were incubated overnight with primary antibody at 4°C and then washed twice for 10 min each. Secondary antibody incubation was performed at room temperature for 1 hour. To remove nonspecific binding, blots were washed again and then incubated with ECL for 5 min and analyzed with Azure c600 Biosystems.

### Quantification and statistical analysis

All statistical analyses were performed using GraphPad Prism software. Data are presented as mean ± SD from independent experiments performed in triplicate (biological replicates) except Figure S5B where error bars represent standard error of mean. Statistical significance was defined as *p* < 0.05. Significance was calculated using unpaired *t* test except Figure S5B where *p* values were calculated using ordinary one-way ANOVA test. Specific statistical tests, and *p* values for each experiment are provided in the corresponding figure legends.

# Supplementary material for: Histone H3.3 ensures cell proliferation and genomic stability during myeloid cell development
**Source:** iScience. 2026 Jun 24;29(7):116501. doi: 10.1016/j.isci.2026.116501
**Supplement:** Document S1. Figures S1–S10, and Tables S1, S2, and S7

**Supplemental information**

**Histone H3.3 ensures cell proliferation  
and genomic stability  
during myeloid cell development**

**Sakshi Chauhan, Fuki Kudoh, Anup Dey, and Keiko Ozato**

**Figure S1**

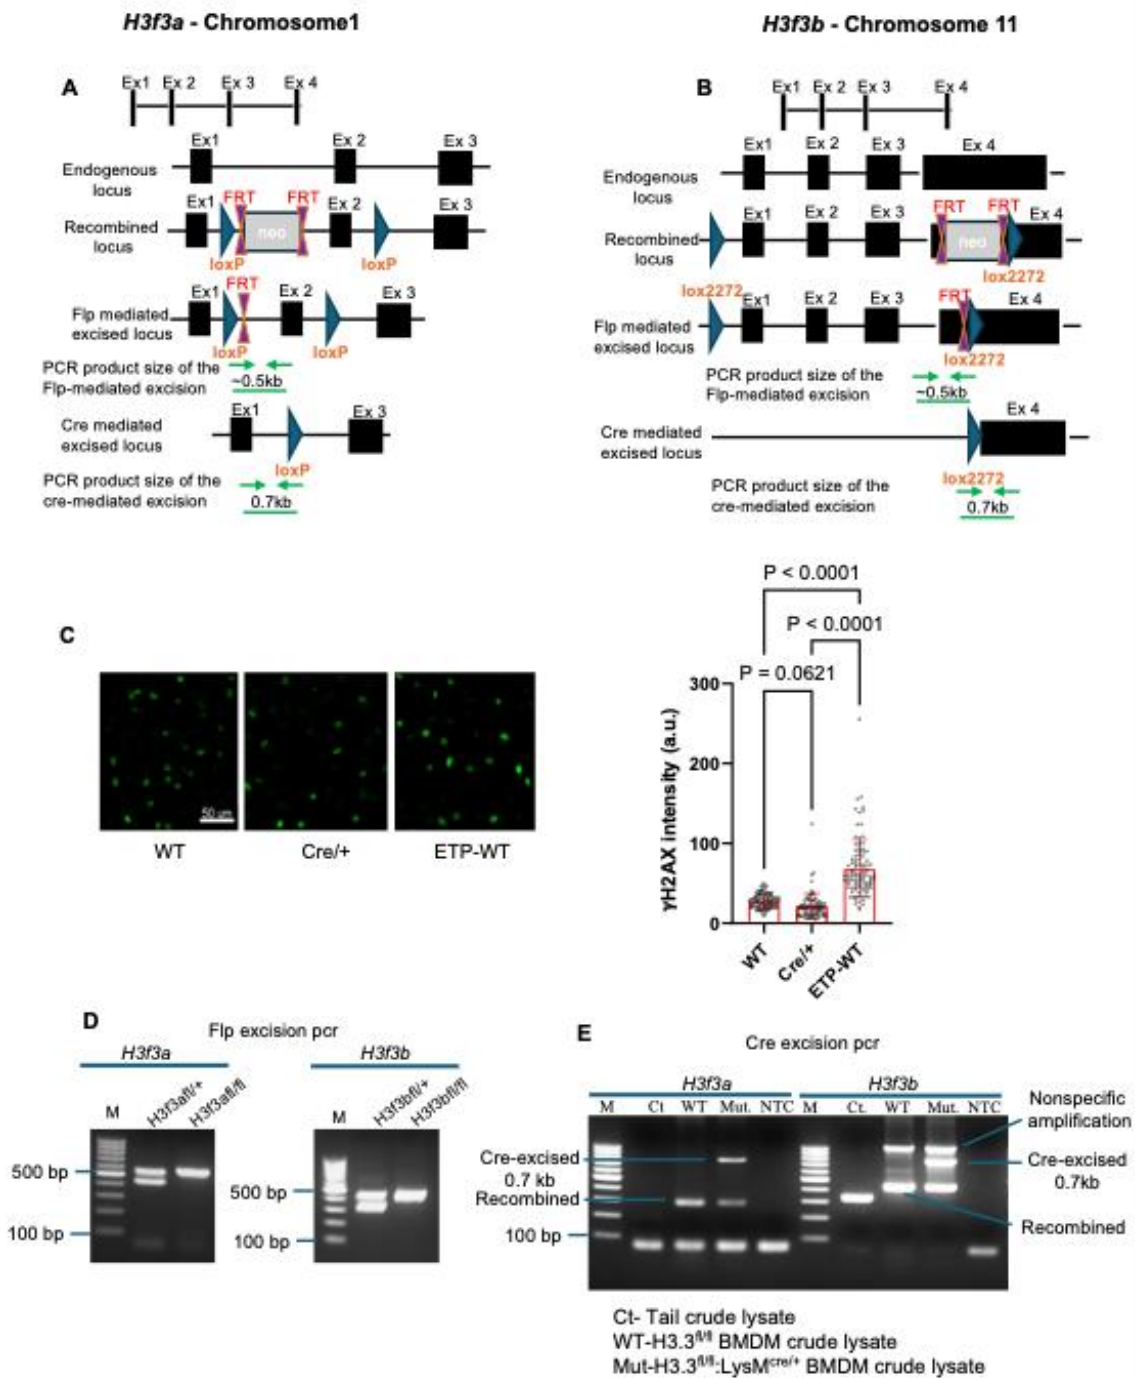

**Figure S1. Recombination and LysMcre based conditional deletion of histone *H3.3* genes, Related to Figure1**

- A. Schematic representation of *H3f3a* and
- B. *H3f3b* alleles, created for this study. Green arrows represent primer positions.
- C. Confocal microscopy images (scale bar - 50μm) representing γH2A.X staining in BMDMs from WT (*H3f3a<sup>fl/+</sup>:H3f3b<sup>fl/fl</sup>:LysM<sup>+/+</sup>*), LysM<sup>cre/+</sup> (*H3f3a<sup>fl/+</sup>:H3f3b<sup>fl/+</sup>:LysM<sup>cre/+</sup>*) and ETP-WT (*H3f3a<sup>fl/+</sup>:H3f3b<sup>fl/fl</sup>:LysM<sup>+/+</sup>*) samples. Etoposide (ETP) (10μM for 24 hours) is positive control. Right panel depicts quantification of γH2A.X signal. n (number of biological replicates) =3, Unpaired t test was used to calculate p values.
- D. Flp mediated excised products (~0.5kb) were amplified upon PCR with heterozygous and homozygous floxed H3.3 genes (*H3f3a* and *H3f3b*).
- E. LysMcre excised (0.7kb) band amplification upon cre excision PCR with control, WT (*H3f3a<sup>fl/fl</sup>:H3f3b<sup>fl/fl</sup>*) and mutant (*H3f3a<sup>fl/fl</sup>:H3f3b<sup>fl/fl</sup>:LysM<sup>cre/+</sup>*) BMDMs confirmed the deletion of *H3f3a* and *H3f3b* genes in Mut/cKO BMDMs.

**Figure S2**

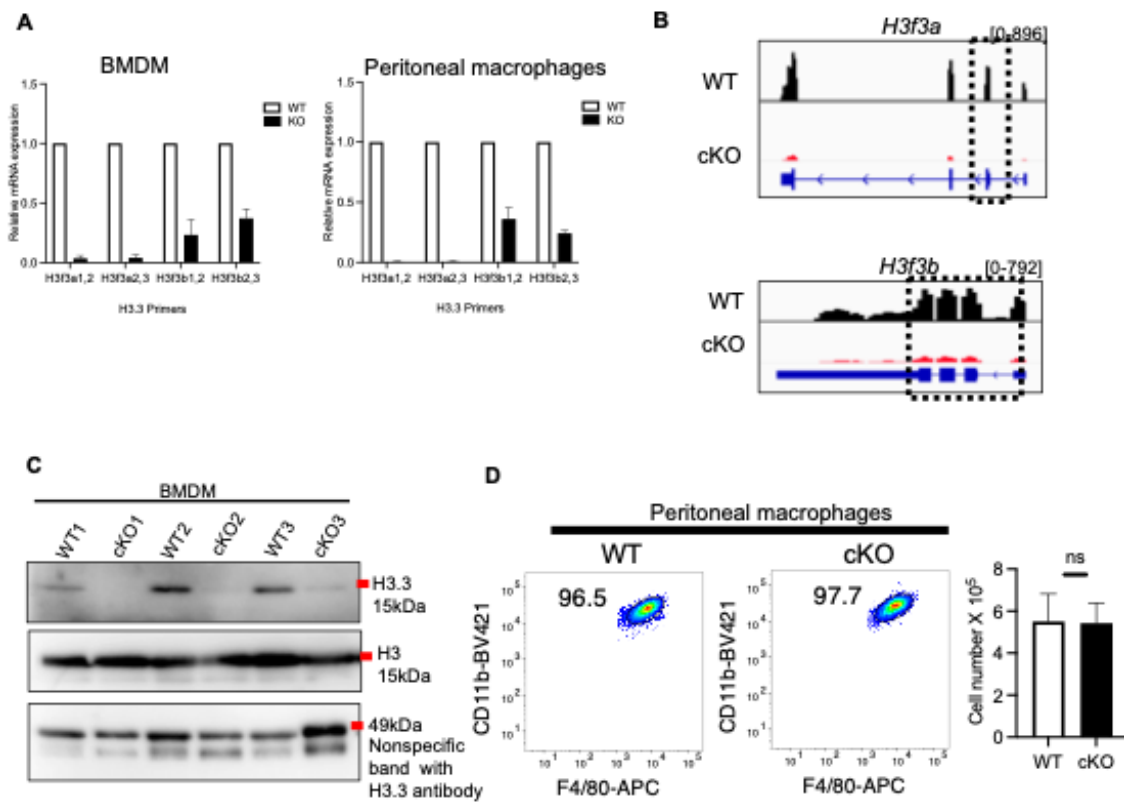

**Figure S2. Confirmation of histone H3.3 deletion and flow cytometric analysis of WT and H3.3cKO peritoneal macrophages, Related to Figure1**

- A. qRTPCR confirmation of *H3.3* deletion at RNA level in day 7 cKO BMDMs and cKO peritoneal macrophages. n (number of biological replicates) =3
- B. RNA-seq gene tracks show *H3f3a* and *H3f3b* gene deletion in cKO cells. Dotted lines represent deleted genomic regions in cKO cells.
- C. Western blot confirmation of *H3.3* deletion in day 7 cKO BMDMs at protein level.
- D. Representative flow cytometry plots for peritoneal macrophages upon staining with CD11b and F4/80 markers. Total number of peritoneal macrophages (right) were obtained from WT and cKO mice, n (number of biological replicates) =3. Unpaired t test was used to calculate p values. (ns – Not significant).

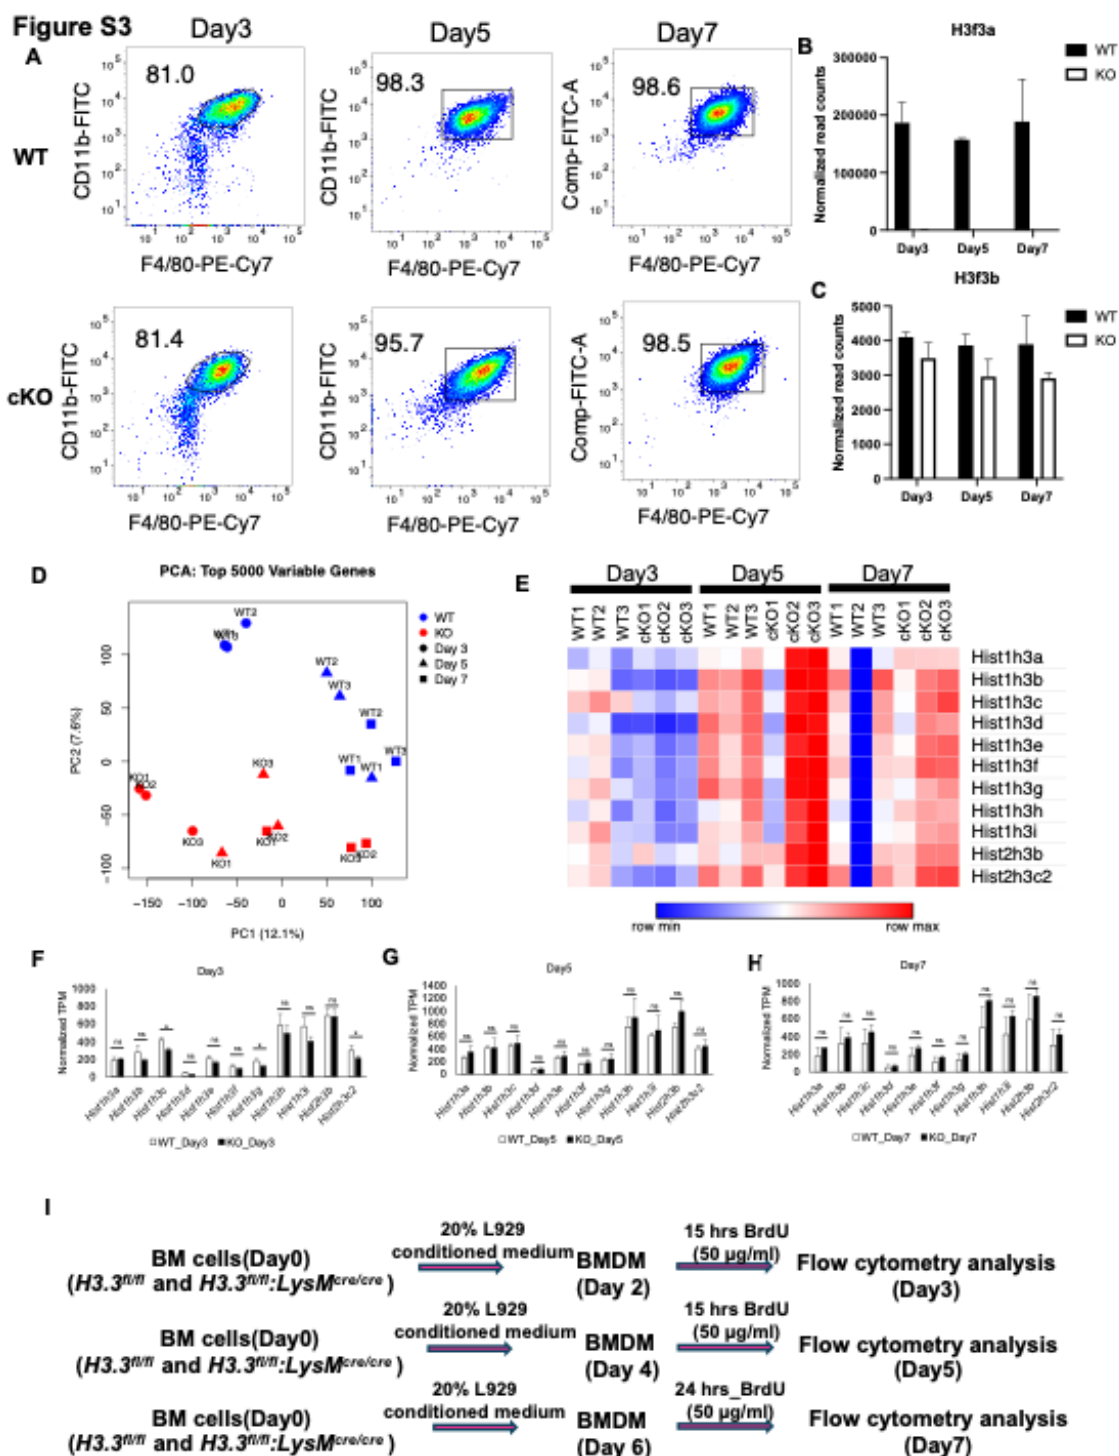

**Figure S3. Surface marker expression, *H3.3* deletion, *H3.1/2* gene expression on day3, 5,7 and BrdU incorporation schematic in WT and cKO cells, Related to Figure 1**

- A. Representative flow cytometry plots for CD11b and F4/80 expression in WT and cKO cells on day3, 5 and day7.
- B. RNA-seq normalized read counts of *H3f3a* gene in WT and cKO cells at different time points. n (number of biological replicates) =3
- C. RNA-seq normalized read counts of *H3f3b* gene in WT and cKO cells at different time points. n (number of biological replicates) =3  
*Note: H3f3b gene deletion was found to be fluctuating as we observed complete deletion as well as partial deletion of the gene in different cKO samples.*
- D. Principal component analysis (PCA) to evaluate global transcriptional differences between wild-type (WT) and knockout (KO) samples on day 3, 5, and 7.
- E. TPM values of core histone *H3.1/2* genes in WT and cKO cells on day3, 5 and day7.
- F. The bar graph illustrates the difference in TPM values for core histone *H3.1/2* genes in WT versus cKO cells on day 3. n (number of biological replicates) =3, unpaired t test was used to calculate p values. (\*:  $p < 0.05$ , ns – Not significant).
- G. TPM values of core histone *H3.1/2* genes in WT and cKO cells on day5. n (number of biological replicates) =3 (unpaired t test, ns – Not significant)
- H. Bar graph shows comparison of TPM values of core histone *H3.1/2* genes in WT and cKO cells on day7. N (number of biological replicates) =3 (unpaired t test, ns – Not significant)
- I. Schematic representation of BrdU incorporation in WT and cKO cells.

**Figure S4**

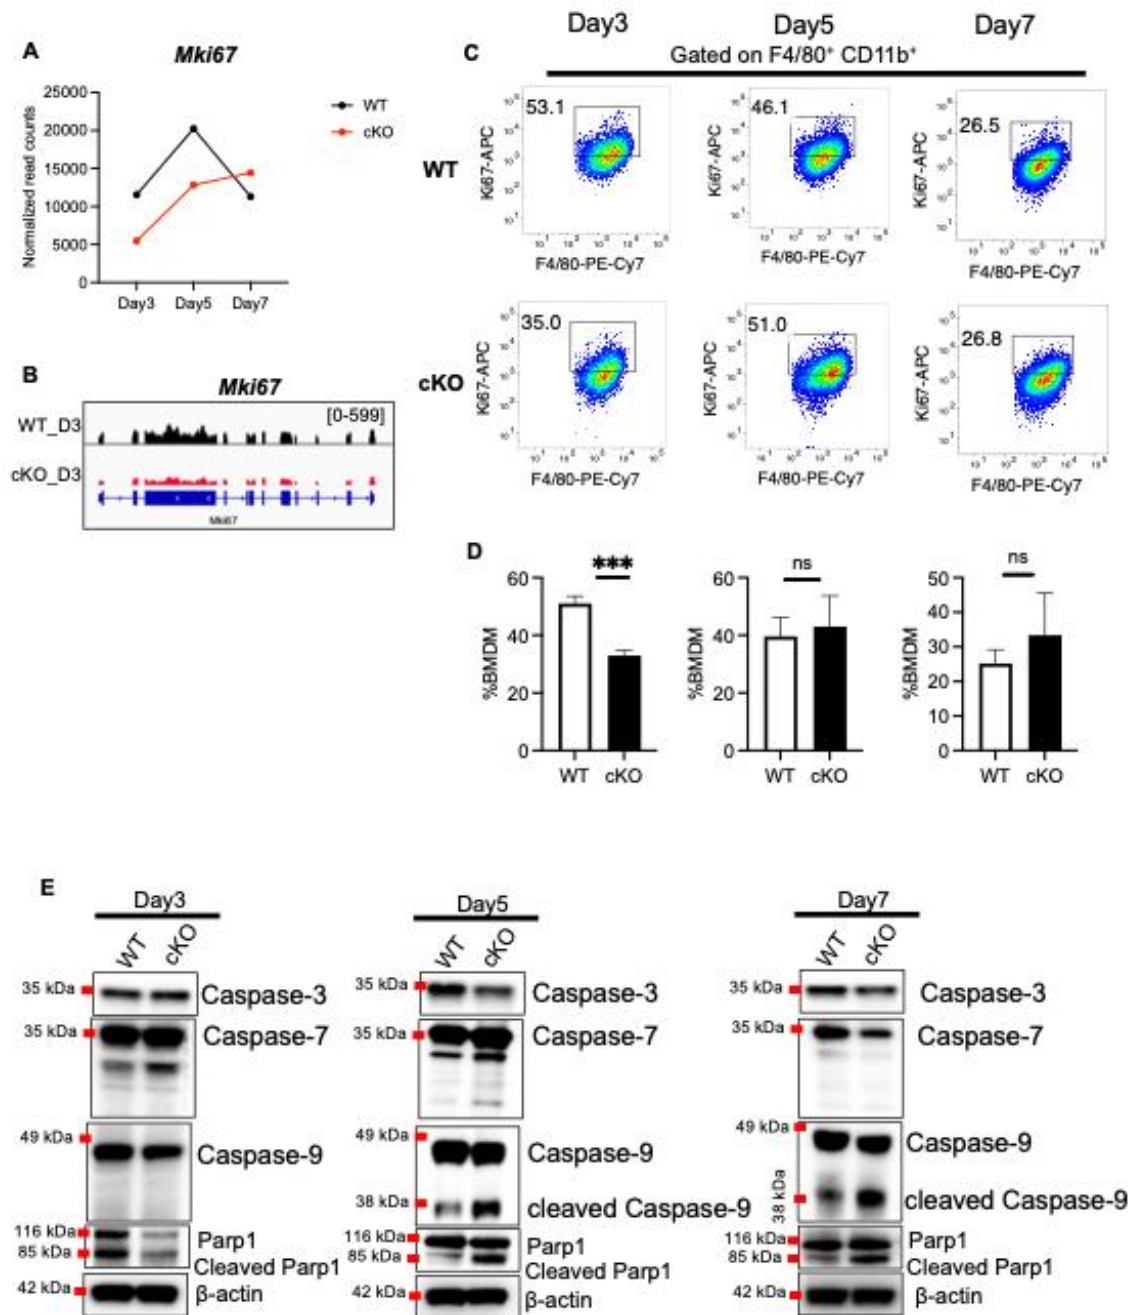

**Figure S4. Mki67 expression and apoptosis in cKO cells, Related to Figure 1**

- A. Graph shows difference in RNA seq average read counts (normalized) of *Mki67* between WT and cKO cells
- B. RNA-seq IGV browser screenshot shows lower expression of *Mki67* RNA on day3 in cKO cells.
- C. Representative plots for flow cytometry analysis of Ki67 protein expression in WT and cKO cells on day3,5 and 7.
- D. % BMDM represent the average of three WT and three *H3.3* cKO mice  $\pm$  SD, n (number of biological replicates) =3. p values were calculated using unpaired t test (\*\*\*:  $p < 0.001$ ; ns – Not significant).
- E. Cleavage of Parp1 and caspase proteins are shown through immunoblotting of WT and cKO whole cell extract.

**Figure S5**

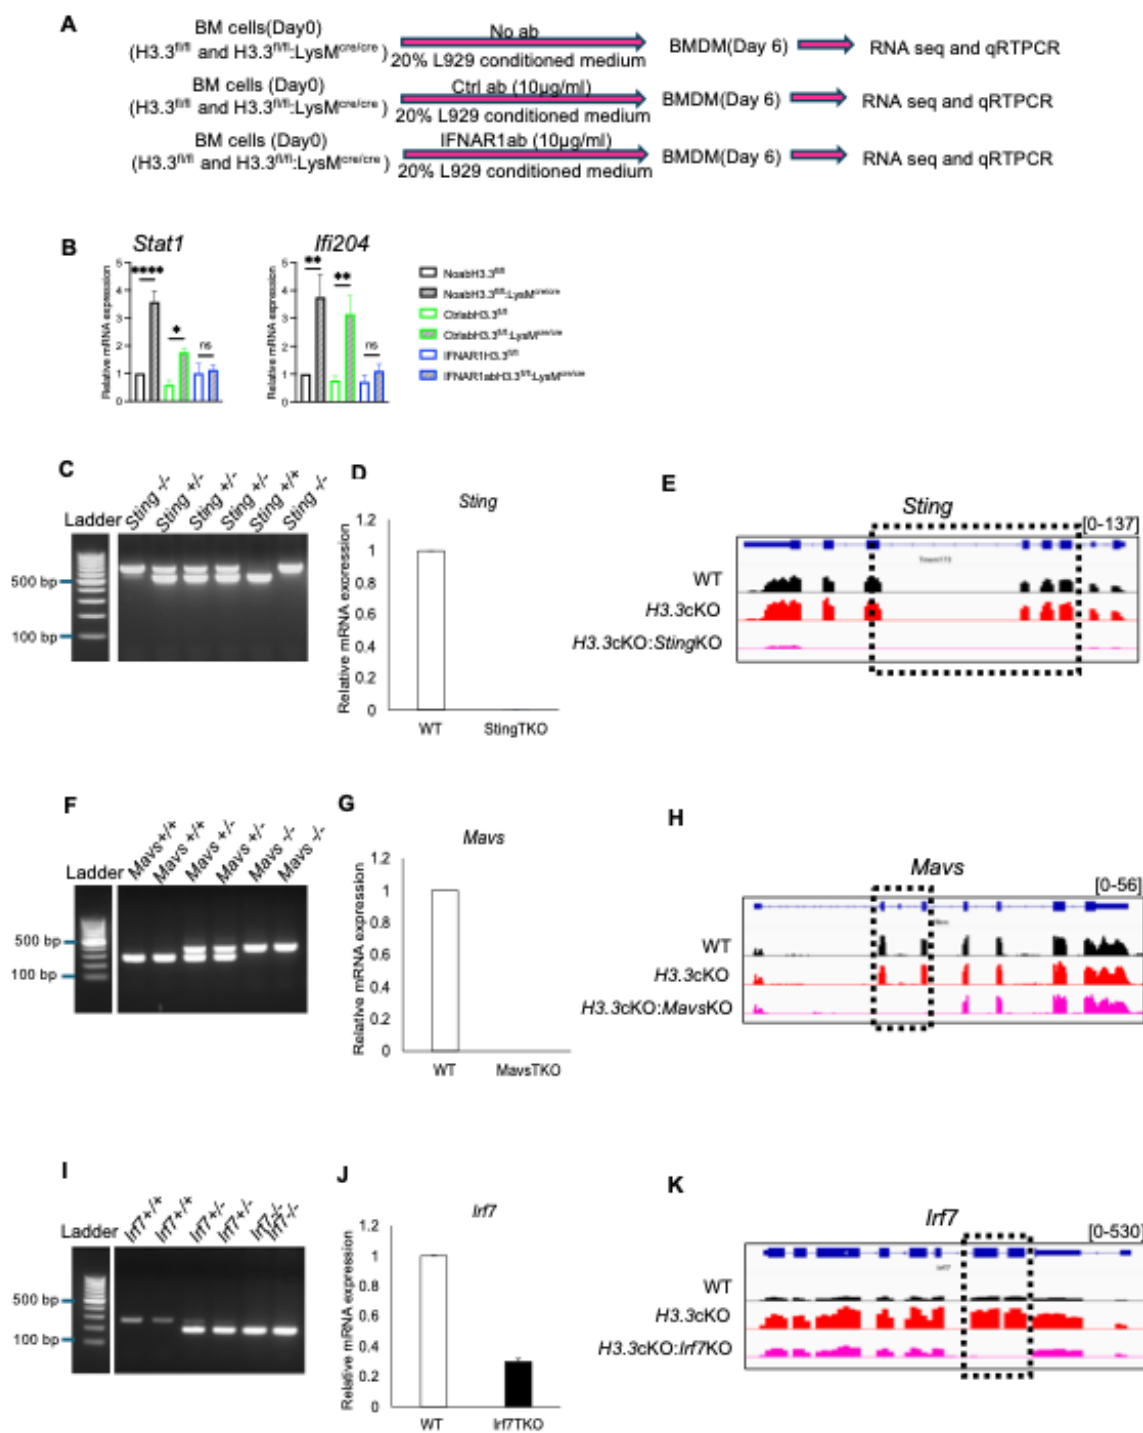

**Figure S5. ISG upregulation in cKO cells is dependent on interferon feedback,**  
**Related to Figure 5**

- A. Schematic representation of IFNAR assay
- B. qRT-PCR based confirmation of IFNAR assay by using *Ifi204* and *Stat1* genes. n (number of biological replicates) =3 mice. p values were calculated using ordinary one-way ANOVA test ((\*\*\*\*: p < 0.0001; \*\*: p < 0.01; \*: p < 0.05, ns - Not significant). The error bars represent standard error of mean.
- C. Confirmation of *Sting* gene deletion by genomic DNA PCR in *Sting* KO BMDMs.
- D. qRT-PCR confirmed deletion of *Sting* gene in *Sting* TKO (*H3.3<sup>fl/fl</sup>:LysM<sup>cre/cre</sup>:StingKO*) BMDMs.
- E. RNA-seq based IGV track confirmed *Sting* gene deletion in *H3.3<sup>fl/fl</sup>:LysM<sup>cre/cre</sup>:StingKO* BMDMs. Dotted lines represent deleted genomic regions.
- F. Genotyping validation of *Mavs* gene deletion via genomic DNA PCR in *Mavs* KO BMDMs.
- G. Quantitative Real-Time PCR with *Mavs* TKO (*H3.3<sup>fl/fl</sup>:LysM<sup>cre/cre</sup>:MavsKO*) BMDMs validated the deletion of *Mavs* gene.
- H. RNA-seq gene tracks show deletion of *Mavs* gene exons in *H3.3<sup>fl/fl</sup>:LysM<sup>cre/cre</sup>:MavsKO* BMDMs. Dotted lines represent deleted genomic regions.
- I. Genomic DNA PCR based verification of *Irf7* gene deletion in *Irf7* KO BMDMs.
- J. qRT-PCR validation of *Irf7* gene deletion in *Irf7* TKO (*H3.3<sup>fl/fl</sup>:LysM<sup>cre/cre</sup>:Irf7KO*) BMDMs
- K. RNA-seq gene tracks demonstrate deletion of the *Irf7* gene in *H3.3<sup>fl/fl</sup>:LysM<sup>cre/cre</sup>:Irf7KO* BMDMs. Dotted lines represent deleted genomic regions.

Figure S6

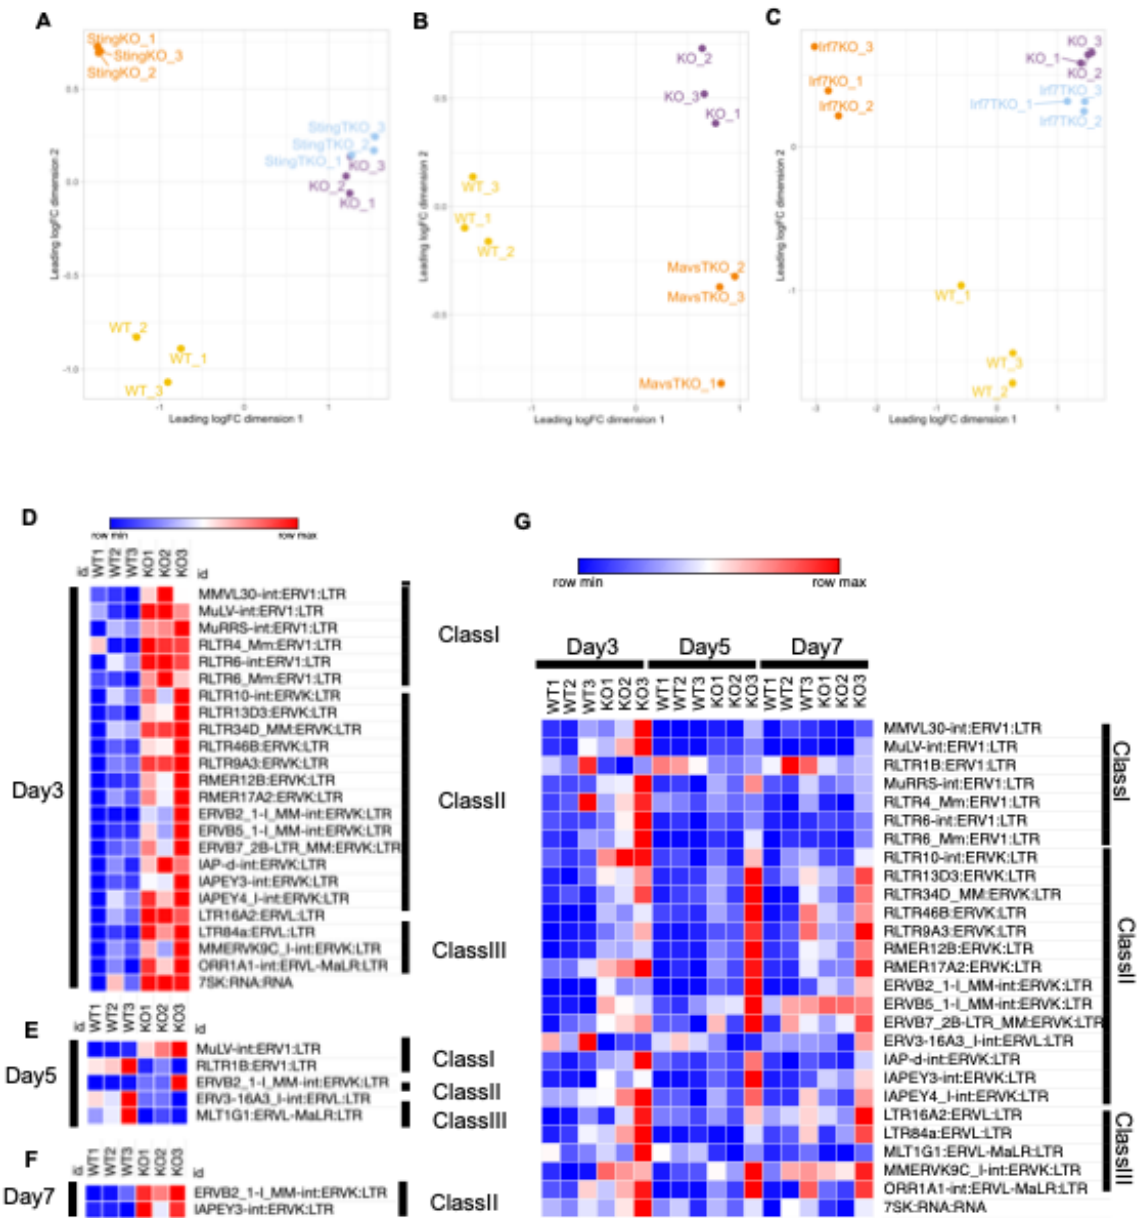

**Figure S6. MDS plots of WT, cKO, *Sting/Mavs/Irf7*KO:H3.3cKO RNA seq samples and ERV expression analysis in WT and cKO RNA seq samples, Related to Figure 5**

- A. MDS plot for WT, KO (*H3.3cKO*) and *Sting*TKO (*H3.3cKO: Sting*KO) RNA seq samples.
- B. MDS plot for WT, KO (*H3.3cKO*) and *Mavs*TKO (*H3.3cKO: Mavs*KO) RNA seq samples.
- C. MDS plot for WT, KO (*H3.3cKO*), *Irf7*KO and *Irf7*TKO (*H3.3cKO: Irf7*KO) RNA seq samples.
- D. Heatmap demonstrates the RNA-seq normalized read counts of significantly altered ERVs in cKO vs. WT cells on day3.
- E. RNA-seq normalized read counts for dysregulated ERVs in cKO vs. WT cells on day5.
- F. RNA-seq normalized read counts of differentially expressed ERVs on day 7 in cKO vs. WT BMDMs.
- G. Heatmap shows pattern of all the differentially expressed ERVs across day3, day5 and day7. We performed TETranscripts and DEseq2 analysis with WT day3 RNA-seq sample as the control. This allowed normalization across all sample.

**Figure S7**

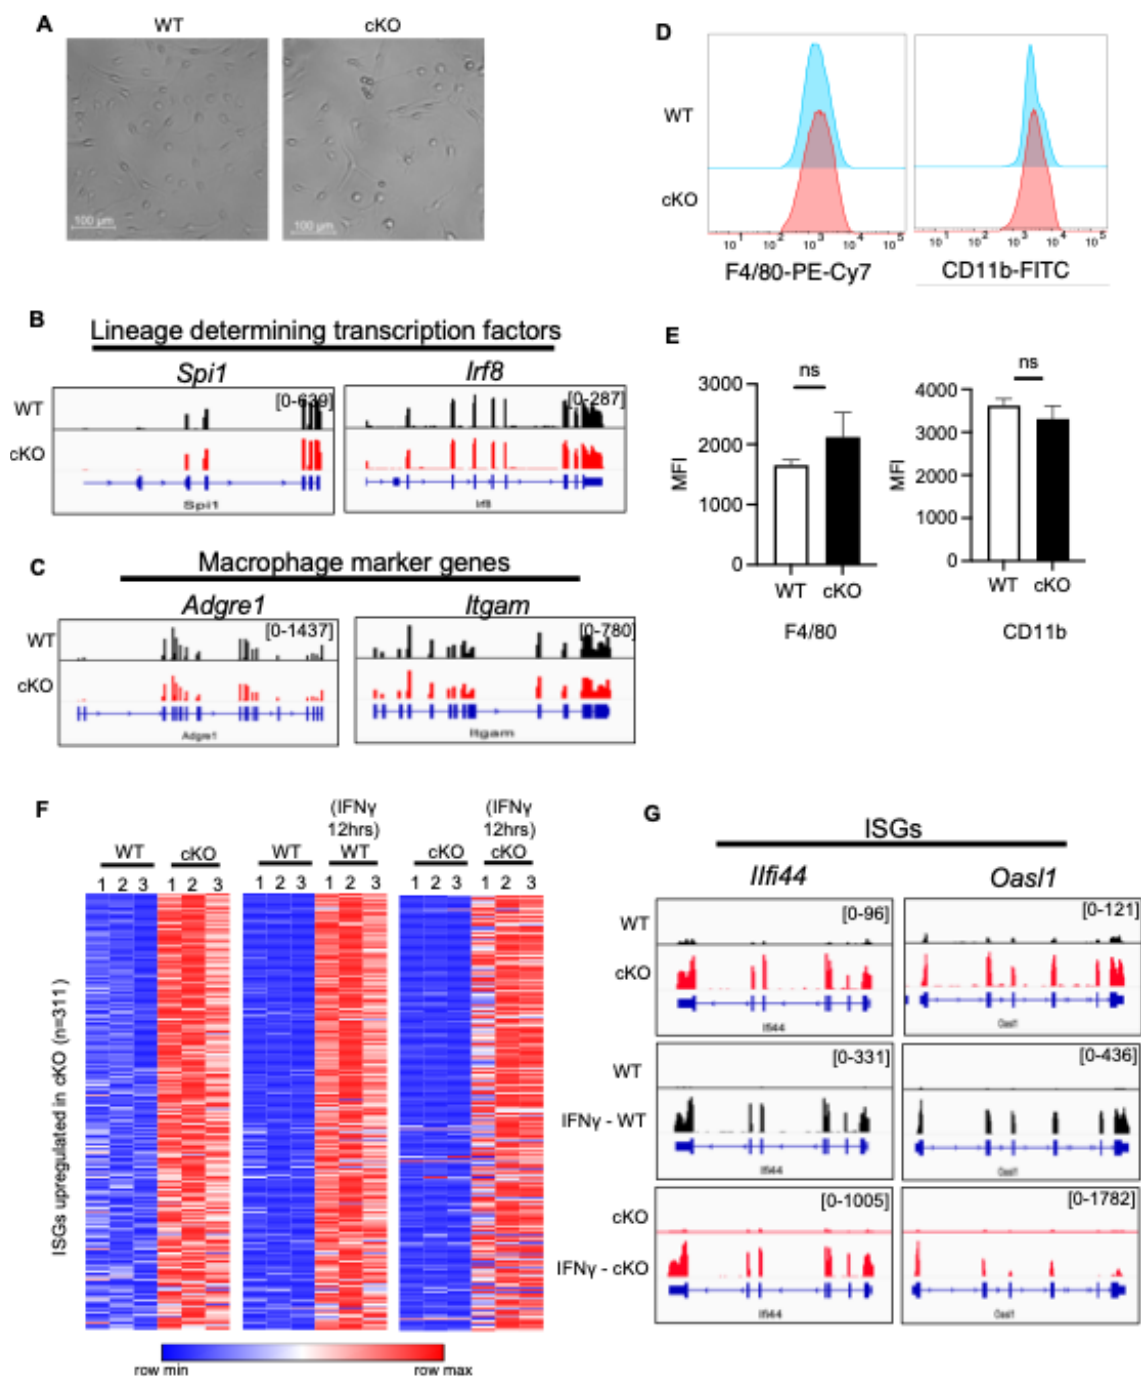

**Figure S7 H3.3 deletion does not hinder M-CSF induced BMDM differentiation,  
Related to Figure1, Figure 3 and Figure 4**

- A. Brightfield microscopy images (scale bar =100μm) representing morphology of day7 live bone marrow derived macrophages from WT and cKO mice.
- B. RNA-seq IGV gene tracks show equal expression of lineage determining transcription factors (*Spi1* and *Irf8*) in WT and cKO BMDMs.
- C. Genic expression of macrophage marker gene *Adgre1/F4/80* and *Itgam/CD11b* in WT and cKO BMDMs.
- D. Representative flow cytometry plots for staining of CD11b and F4/80 protein in WT and cKO cells.
- E. MFI values were calculated for F4/80 and CD11b protein expression in WT and cKO cells, n (number of biological replicates) =3. Unpaired t test was used to calculate p values. (ns - Not significant)
- F. Heatmaps depict upregulated normalized read counts of ISGs between WT vs cKO BMDMs, WT vs IFN $\gamma$  treated (12hrs) WT BMDMs and cKO vs IFN $\gamma$  treated (12hrs) cKO BMDMs.
- G. RNA-seq IGV gene tracks show increased genic expression of *Ifi44* and *Oas1* in WT vs cKO BMDMs, WT vs IFN $\gamma$  treated (12hrs) WT BMDMs and cKO vs IFN $\gamma$  treated (12hrs) cKO BMDMs.

**Figure S8**

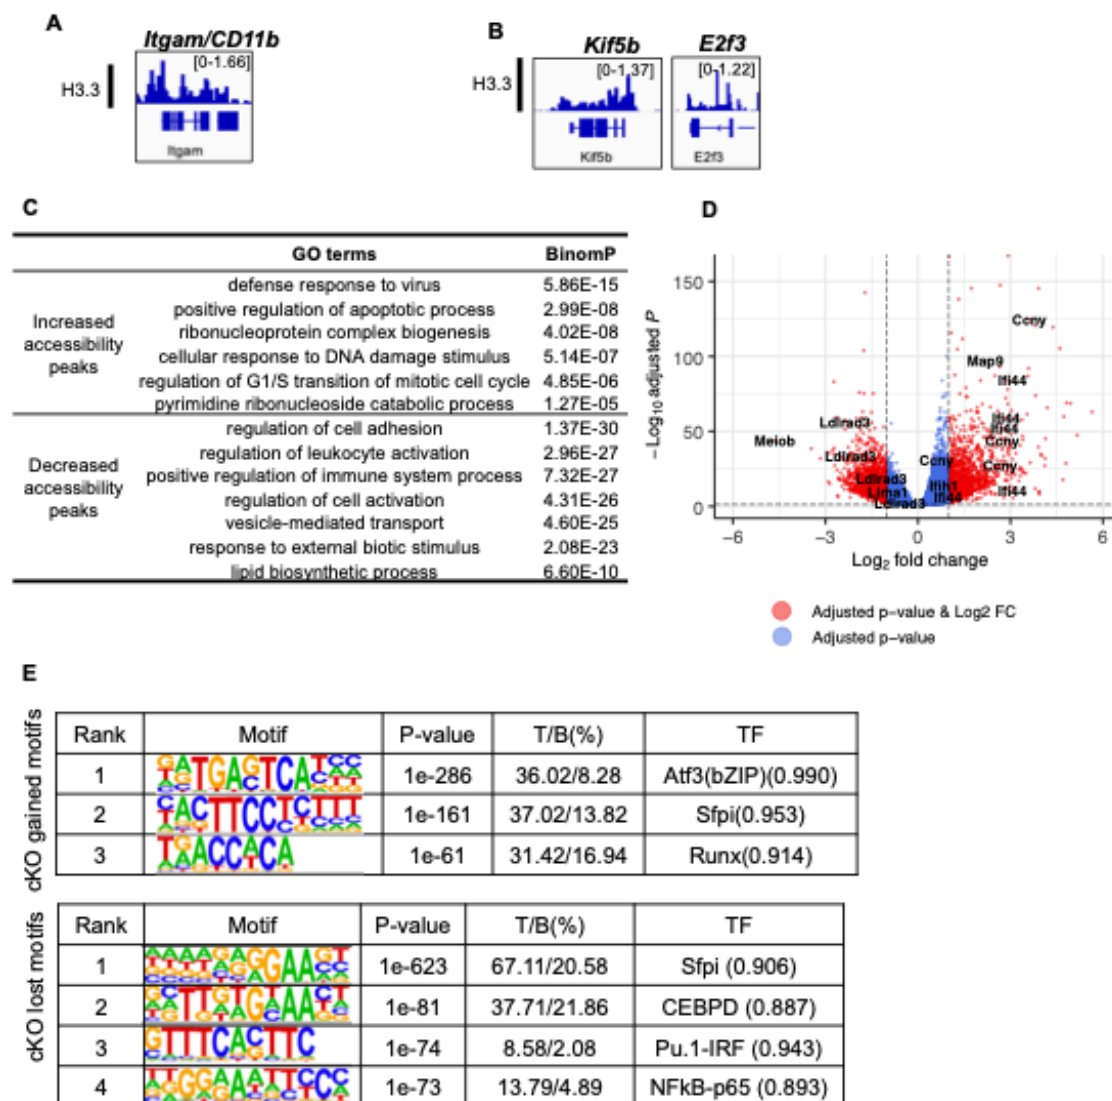

**Figure S8 H3.3 distribution and differential chromatin accessibility in WT and cKO cells, Related to Figure 6**

- A. CUT & RUN seq IGV gene track showing deposition of H3.3 on expressed gene *Itgam* in *H3f3b*-HA BMDMs.
- B. CUT & RUN seq gene tracks showing deposition of H3.3 on cell cycle genes *Kif5b* and *E2f3* in *H3f3b*-HA BMDMs.
- C. GO analysis of ATAC-seq increased and decreased accessible peaks in cKO BMDMs.
- D. Volcano plot showing a correlation between ATAC seq peaks and RNA seq data. The nearest genes for increased or decreased ATAC peaks correlate with genes up or downregulated in *H3.3*cKO BMDMs.
- E. Motif analysis of ATAC-seq KO gained, or KO lost peaks is shown.

**Figure S9**

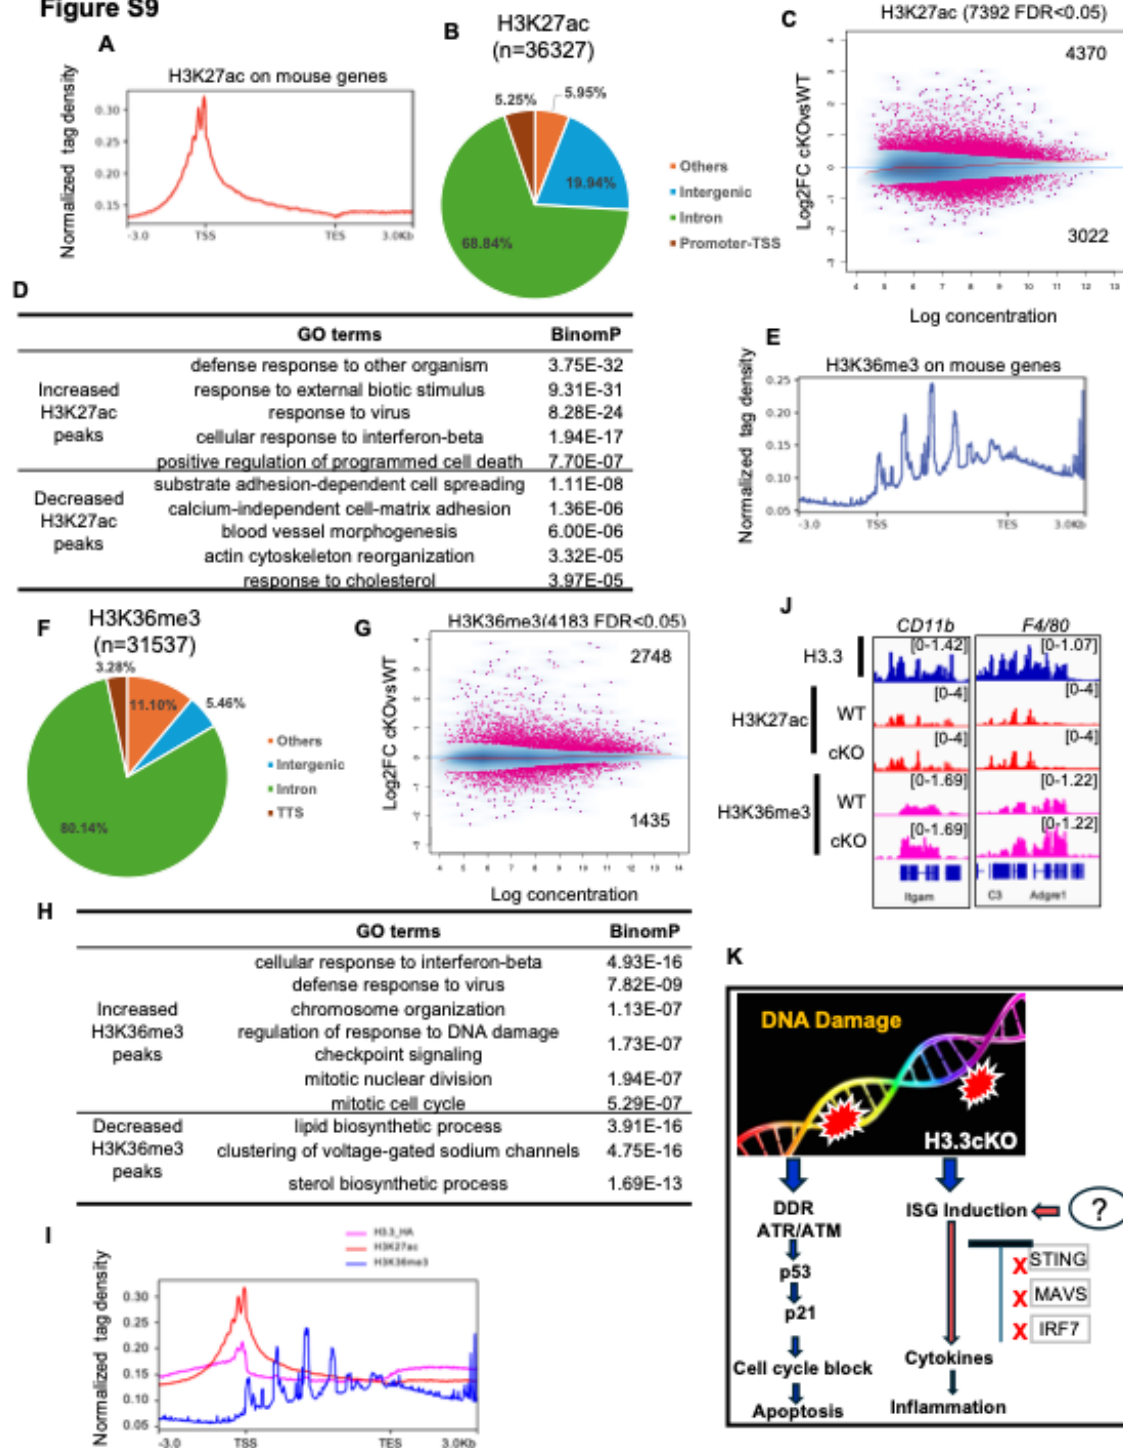

**Figure S9. Differential binding analysis of H3K27ac and H3K36me3, Related to Figure 6, 7**

- A. H3K27ac deposition on gene bodies +3kb/-3kb in WT BMDMs as per CUT & RUN seq in WT BMDMs.
- B. Pie chart shows genome wide distribution of H3K27ac in WT BMDMs.
- C. CUT & RUN seq MA plot represents increased or decreased H3K27ac peaks in cKO vs. WT BMDMs.
- D. GO analysis of CUT & RUN seq KO gained and lost peaks of H3K27ac in cKO vs WT BMDMs.
- E. CUT & RUN seq reveals H3K36me3 distribution on gene bodies in WT BMDMs.
- F. Pie chart displays the genomic landscape of H3K36me3 in WT BMDMs.
- G. CUT & RUN seq MA plot for H3K36me differential binding in cKO vs. WT BMDMs
- H. GO analysis of KO gained and lost peaks of H3K36me3 in cKO vs WT BMDMs.
- I. H3.3, H3K27ac and H3K36me3 distribution across known mouse genes in *H3f3b*-HA BMDMs (For H3.3) and WT BMDMs (*H3.3<sup>fl/fl</sup>* BMDMs - For H3K27ac and H3K36me3) as per CUT & RUN seq.
- J. H3.3, H3K27ac and H3K36me3 distribution on macrophage marker genes *Itgam*, *Adgre1* in *H3f3b*-HA BMDMs (For H3.3) and WT BMDMs (*H3.3<sup>fl/fl</sup>* - For H3K27ac and H3K36me3) as obtained by CUT & RUN seq.
- K. Activation of DDR and ISG induction upon DNA damage in *H3.3cKO* cells.  
Left: Canonical DDR activation in *H3.3cKO* cells - ATR, ATM and p53 are phosphorylated in *H3.3cKO* cells. p21, a downstream target of phospho-p53 is expressed in *H3.3cKO* cell, leading to cell cycle arrest and apoptosis. Consequently, much fewer macrophages were produced from *H3.3cKO* progenitors.  
Right: DNA damage activates expression of numerous ISGs, including inflammatory cytokines. This renders *H3.3cKO* macrophages and surrounding environment inflammatory. ISG induction in *H3.3cKO* cells is not mediated by STING, MARVS or IRF7. Another mechanism (a circle with a question mark) is responsible for ISG induction in *H3.3cKO* cells.

**Figure S10**

**A H3.3 deletion**

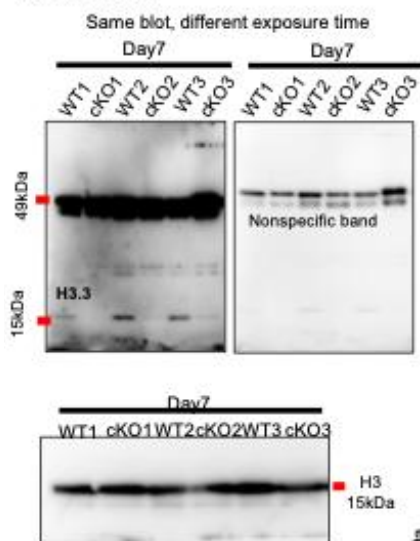

**D STAT1 phosphorylation**

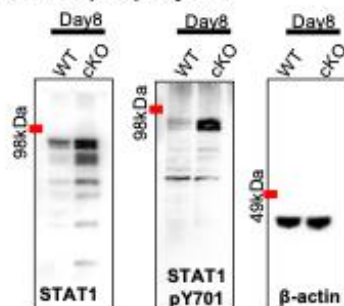

**B p53 and p21 expression**

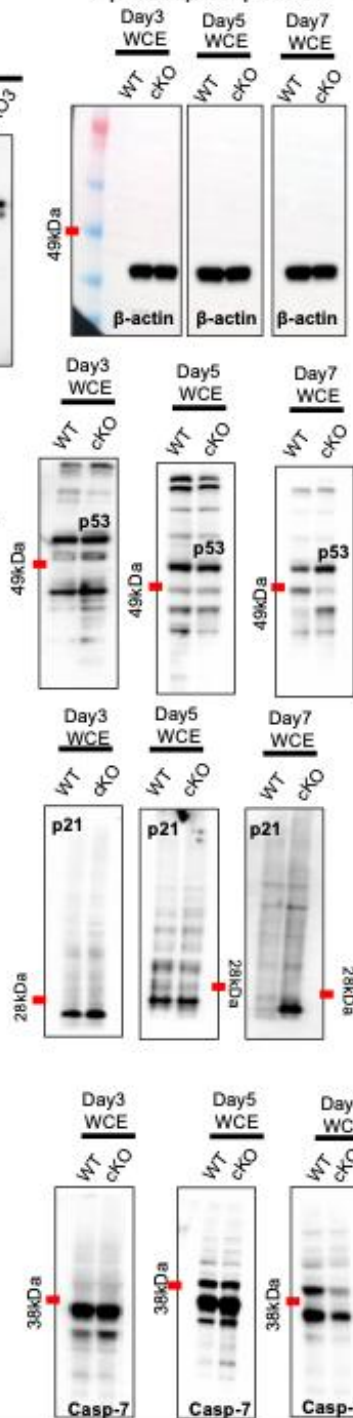

**C Cleaved PARP1 and caspase activation**

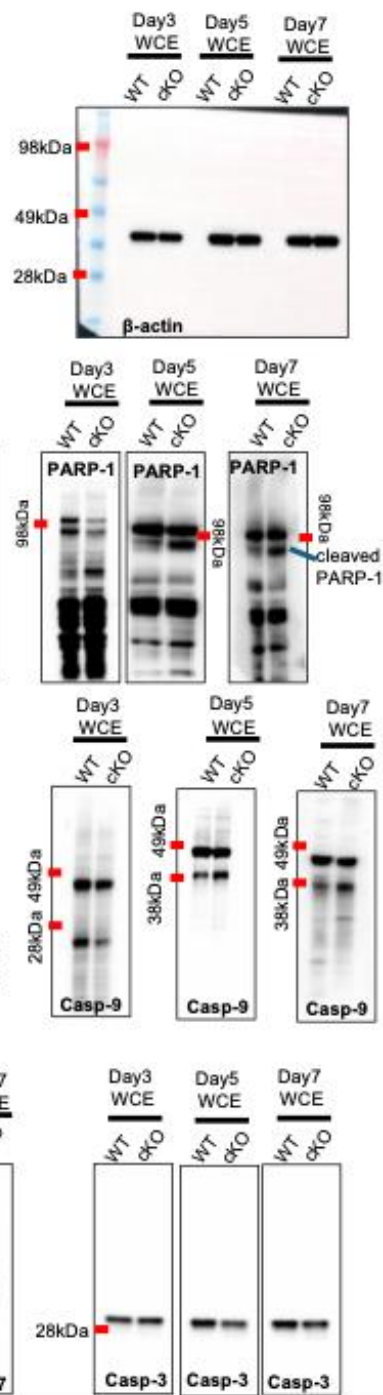

**Figure S10 Raw data of western blots, Related to Figures S2, 2, 4, and S4.**

- A. Immunoblot to confirm H3.3 deletion in day 7 WT and cKO BMDMs as shown in Figure S2C.
- B. Western blotting of p53, p21 with WT and cKO whole cell extract as shown in Figure 2E.
- C. Western blotting of PARP1, Caspase9,7 and 3 with WT and cKO BMDMs (whole cell extract) as shown in Figure S4.
- D. Immunoblot to show STAT1 overexpression and phosphorylation in WT and cKO BMDMs related to Figure 4.

Table S1. Cre and Flox excision PCR primers for *H3f3a* and *H3f3b* genes, Related to Figure 1

|              |               |                                     |
|--------------|---------------|-------------------------------------|
| <i>H3f3b</i> | Cre P1 138160 | TGGGATTAAAGAAATGTGTGTGCCAGC         |
|              | Cre P2 138161 | GGATCCAAAATTCAAGGTCATTACAGC         |
|              | Cre P3 138162 | CTCCCCACCACTTGTGAATGTAAACATTT       |
| <i>H3f3a</i> | Cre P1 138090 | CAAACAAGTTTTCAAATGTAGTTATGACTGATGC  |
|              | Cre P2 138091 | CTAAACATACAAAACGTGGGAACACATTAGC     |
|              | Cre P3 138099 | AAGGGAATCGGATACGTTTCCAATTG          |
| <i>H3f3b</i> | Flp 138154    | AGGAGTGTTAATGCTGTTGCTCTTGTCTC       |
|              | Flp 138155    | TCACATCACTGAGGTCTGTGAACAGTCAGT      |
|              | Flp 138156    | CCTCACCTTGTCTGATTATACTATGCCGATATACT |
| <i>H3f3a</i> | Flp 138094    | CGACCTTTCTGTGTTTGTGGCTTCG           |
|              | Flp 138095    | GATTTGCGGGCAGTCTGCTTTGTAC           |
|              | Flp 138097    | CTGTGCTCGACGTTGTCACTGAAGC           |

Table S2. qRT-PCR primers, Related to Figure 1 and Figure 5

| Gene Name (FP exon - RP exon) | FP                      | RP                         |
|-------------------------------|-------------------------|----------------------------|
| <i>H3f3a</i> (Exon1-2)        | CAGCGCCGCCTCTCGCTTG     | CAGTCTGCTTTGTACGAGCCATGGTA |
| <i>H3f3a</i> (Exon2-3)        | CTACAAAAGCCGCTCGCAAGAGT | TTCTGATAGCGTCTGATTTACGG    |
| <i>H3f3b</i> (Exon1-2)        | CGATTGCGGCTCTTGTTCGAG   | TTCCCACCGGTGGACTTCCTA      |
| <i>H3f3b</i> (Exon2-3)        | CCAAGGCGGCTCGGAAAAGC    | GGTAACGACGGATCTCTCTCAGA    |
| <i>Irf7</i> (Exon5-7)         | GGAGCTTGGATCTACTGTGGG   | ATGCTGCATAGGGTTCCTCG       |
| <i>Sting</i> (Exon4-5)        | TATACCTCAGTTGGATGTTTGGC | CTGGAGTCAAGCTCTGAAGGC      |
| <i>Mavs</i> (Exon3-4)         | CTGGCTGATCAAGTGACTCG    | AATGCAGAGGGTCCAGAAAC       |
| <i>Gtf2b</i>                  | TACATGGCTTCCCAGGCTTC    | CCCGATTCTTTCTGTGTTCTG      |

Table S7. Genotyping primers for *Sting*, *Mavs* and *Irf7* genes, Related to Figure 5

|              |                   |                            |
|--------------|-------------------|----------------------------|
| <i>Sting</i> | WTExon2FP         | CCGTGCTGGCATCAAGAATC       |
|              | WTExon2RP         | TGGGCTGGGCTAAACACTTC       |
|              | LacZFP            | GGCGGTGATTTTGGCGATAC       |
|              | LacZRP            | AATGCGGGTCGCTTCACTTA       |
| <i>Mavs</i>  | Common            | AGCCAAGATTCTAGAAGCTGAGAA   |
|              | Wild type reverse | TAGCTGTGAGGCAGGACAGGTAAGG  |
|              | Mutant reverse    | GTGGAATGTGTGCGAGGCCAGAGGC  |
| <i>Irf7</i>  | Neo16c            | TCGTGCTTTACGGCCGCTCCCGATTC |
|              | UZUcountFl        | GTGGTACCCAGTCCTCTTTATAATCT |
|              | R813long          | AGTAGATCCAAGCGCTAAGTTCGTAC |

How the deposited data were processed for this re-analysis (not part of the article)

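The RNA-seq data of the study were analysed from 81 libraries: the time course of bone marrow cells on days 3, 5 and 7, BMDMs on day 8 with and without interferon-γ for 12 h, peritoneal macrophages, BMDMs cultured without antibody, with control antibody or with IFNAR1 antibody, and BMDMs of the double KOs with 3 sets of WT and cKO BMDMs. Genotype, day, treatment and replicate were taken from the sample labels. Of the 81 libraries, 79 could be placed. For 2 cKO libraries of day 8 the title and the library name disagree on whether interferon-γ was given, and the paper does not settle it, so they were left out of the tests. The labels do not say which WT and cKO set belongs to which double KO, and the sets were not assigned to one. Libraries of the same group, day and treatment were treated as biological replicates, 3 per group except for the cKO groups of day 8 with 2.

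By the methods, reads were trimmed with Cutadapt, aligned by the authors with STAR to the mouse genome (mm10, the same assembly as GRCm38) and quantified with RSEM, and differential expression was tested with SARTools. The counts used here were made by the authors with STAR, as raw counts per gene without any normalization, and are not RSEM estimates. Each gives counts without regard to strand and counts for either strand, of which the first was used. Reads that were unmapped, multimapping, outside genes or ambiguous are given in separate lines, and were left out of library sizes. Their median shares were 8.74%, 9.07%, 12.6% and 5.24% in the time course, 16.0%, 12.2%, 10.7% and 4.51% in day 8 BMDMs, 1.76%, 6.37%, 4.78% and 6.02% in peritoneal macrophages, 8.83%, 7.49%, 25.0% and 4.26% in the antibody experiment, and 7.33%, 8.92%, 14.0% and 4.93% in the BMDM sets and double KOs. The time course lists 55450 genes, the files of the day 8, peritoneal and antibody experiments 54146. The BMDM sets and double KOs mix gene lists and were joined on identifiers without version numbers (54079 genes, of which 52480 have the same version in every library).

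Median counts on genes per group ranged from 17008000 to 17873433 in the time course and from 6579442 to 9232885 in day 8 BMDMs. They were 14620569 (WT) and 18002333 (cKO) in peritoneal macrophages, 8985646 to 20192798 in the antibody experiment and 22692844 to 44021639 in the BMDM sets and double KOs. The smallest library, cKO day 8 IFNg replicate 1, had 3614967 counts. No 2 replicates of one condition were so alike as to be duplicates (lowest chi-square per degree of freedom 3.67), and libraries of different conditions were not compared in this way.

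Genes were filtered with edgeR's filterByExpr by group (smallest count 10, smallest total count 15). Libraries were scaled by TMM, and log2 fold changes were tested with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with all groups of an experiment in one model. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The SE of a log2 fold change was taken from the fold change and its F statistic. Differences between fold changes were tested as interaction terms. CPM values are scaled by TMM, and SDs are between libraries. The method was tested on simulated data in which 200 genes were changed (dispersion 0.04), with the share recovered given for each experiment. The changed genes had a mean log2 CPM of at least 3 and log2 fold changes of 1 or 2 in either direction. All genes had the same dispersion, and nothing else differed between groups. The shares are therefore not the power of the real comparisons, where the spread differs between genes and libraries.

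Gene lists were tested as sets with camera (preset correlation 0.01) on log2 CPM with a prior count of 2, and beside it with fry. The lists were canonical interferon genes, nucleotide synthesis, the genes of Fig. 3C, apoptosis, p53 targets, replication-coupled H3 genes, proliferation, macrophage, neutrophil, dendritic cell, B cell, stromal and collagen genes, and unrelated housekeeping genes. The list of genes raised by interferon-γ was taken from day 8 WT cells (adjusted p under 0.05 and log2 fold change above 1), and a stricter one with a log2 fold change above 2 held 645 genes. Single genes are named where the study names them for its RNA-seq, where they are the targeted genes, or where they are among the 2 higher and 2 lower genes with the largest log2 fold changes in a comparison of cKO and WT, with an adjusted p under 0.05, a mean log2 CPM of at least 3 and groups that do not overlap. Shares of called genes were compared with Fisher's exact test.

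The grouping of the libraries, the comparisons, the rule for named genes, the lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, RLE normalization, no filter on low counts, a mean of at least 1 CPM, only the groups compared in the model, the strand column with the larger total, the replicate number as a block, each replicate left out in turn, a log2 fold change of at least 1, either placement of the conflicting day 8 libraries, other reference sets for the double KOs, other lists, and fry. Another 3 were chosen after seeing the data: genes with the same identifier version in every library, a crossed replicate block for the day 8 cKO libraries, and leaving out cKO day 8 IFNg replicate 1. Replicate numbers were checked for pairing by correlating the deviations of same-numbered libraries from their group means. All same-numbered pairs correlated above 0.1 between WT and cKO on day 3 (0.126 to 0.419) and on day 7 (0.153 to 0.467), and in peritoneal macrophages (0.144 to 0.194). They did so too between untreated and treated WT cells on day 8 (0.335 to 0.451), cKO cells of day 3 and day 7 (0.138 to 0.415) and of day 5 and day 7 (0.233 to 0.492), cKO without antibody and with IFNAR1 antibody (0.201 to 0.322), WT without antibody and with control antibody (0.145 to 0.284), and WT of set 1 and set 3 (0.143 to 0.386). No batch is labelled. Figures were drawn with matplotlib 3.10.9 under python 3.11.15. Chromatin and transposable element data were not analysed here. Results that need items withheld for evaluation are not reported.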

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

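The comparisons, the lists and the set tests of this part were fixed before the data were examined. Tests of explanations were set before their results were seen for chromosome stretches near targeted genes, stromal cells and Col1a1, and other library splits. All other tests of explanations were chosen only after the result was seen. Set tests are by fry, and list medians are log2 fold changes.

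Lyz2, which carries cre in the cKO animals and which the paper does not discuss as a result, was lost in every cKO group. Its log2 fold changes were -9.80, -10.27 and -10.34 on days 3, 5 and 7, -10.80 on day 8 and -14.61 in peritoneal macrophages. They were -9.13, -8.52 and -9.53 without antibody, with control antibody and with IFNAR1 antibody, and -9.47, -9.48 and -9.99 in sets 1, 2 and 3. Of the cKO libraries, 0 reached the lowest WT library of their experiment. Loss of Lyz2 or the presence of cre therefore cannot be told apart from loss of H3.3 as a source of any difference between cKO and WT in these libraries, since no library has one without the other. The paper cites normal myeloid cells in cre mice that lack floxed genes, and reports no DNA damage in BMDMs of such mice. RNA-seq of such cells is not among these libraries. A stretch of another strain's chromosome around Lyz2 stays open, since a few genes changed by it would hardly move the share of genes called nearby. Genes within 10 Mb of it were called at a higher share than other genes in 5 of 11 comparisons, of which 1 passed Fisher's exact test (IFNAR1 antibody, 3 of 101 genes, p 0.0337).

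The cKO effect differed between day 7 and day 3 for 7 genes, for the canonical interferon genes (median -3.35, all 54 lower, p 0.00262), for the genes raised by interferon-γ (-0.48, p 0.0108) and for those raised above a log2 fold change of 2 (-0.96, p 0.0085). A candidate explanation is that WT cells come to express interferon genes as they mature while cKO cells change little. The canonical genes rose by a median of 3.17 from day 3 to day 7 in WT and 0.09 in cKO, which is in line with it. A culture or animal batch that acts on interferon genes stays open as well. Replicate 1 had the highest canonical genes in 5 of the 6 groups of the time course, and had the largest library in only 2 of 6, which argues against depth. The one-sided exact binomial p of 0.0178 decides nothing here, since replicate 1 was singled out after its values were seen and the groups are not independent. In WT day 7 replicate 1, where these genes were high (mean log2 CPM 6.77, against 5.38 and 4.92), cKO cells mixed into the culture were argued against, since H3f3a had 53.5 CPM where such a mixture would need 15.7. Of 40 regroupings, 5, the real one included, gave as many genes for this difference. They shuffle WT and cKO within each day, so the cKO effect of a day can itself appear as a difference. This count therefore does not decide whether the 7 genes are due to chance.

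The genes of Fig. 3C also differed between day 7 and day 3 (median 0.48, all 18 genes higher in the difference, p 0.00556). They were chosen by the study for being low on day 3, so part of this return is built into the choice, and no other explanation was tested.

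Lists of cell types that the paper does not discuss moved in cKO cells. The B cell list was higher on day 3 (1.49, 8 of 9 genes, p 0.000285) and day 5 (1.30, 7 of 9, p 0.0252) and not on day 7, and its change between day 7 and day 3 was -1.58 (p 0.00495). The dendritic list was higher on day 3 (0.41, 11 of 12 genes, p 0.0186), but 7 of its 14 genes are also raised by interferon-γ. Collagen genes were higher on day 5 (1.51, 19 of 19, p 0.0111) and day 7 (2.25, 18 of 19, p 0.00044), and stromal genes on day 5 (1.27, 14 of 16, p 0.0178) and day 7 (2.16, 14 of 16, p 0.000827), with a change of 1.503 between day 7 and day 3 (p 0.0238). A larger share of stromal cells in the cKO cultures is a candidate explanation for Col1a1 at day 7, as the stromal list rose by 2.16. The abundant stromal genes Sparc (2.63, 13.1 against 2.22 CPM) and Cald1 (2.19, 5.73 against 1.27 CPM) were called, while Cav1 (-1.03) and Lox (-0.24) did not rise. A lower share of macrophages alone would raise all other cell types alike. The B cell list had a median of -0.054 on day 7, but a single list near 0 does not decide this. Most genes of the macrophage list were lower in cKO on that day, so this explanation stays open.

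In BMDM sets 1 and 3 the same lists rose together: collagen 1.06 and 1.28 (20 of 20 genes in both, p 0.0116 and 0.00969), stromal 0.92 and 0.91 (16 of 19, p 0.00896 and 0.0178), neutrophil 1.34 and 1.14 (14 of 16, p 2.5e-05 and 6.14e-05), and B cell 2.16 and 1.81 (8 of 9, p 0.000405 and 0.00172). In set 1 the dendritic list rose by 0.67 (12 of 14, p 0.00487). Same-numbered WT libraries of sets 1 and 3 correlated (0.143 to 0.386), so the results of these sets may not be independent. A lower share of macrophages in these cKO cultures stays open. All 8 medians of the stromal, neutrophil, B cell and dendritic lists in these 2 sets were above 0, with the macrophage list below 0 in both (-0.24 and -0.20), but most of these lists had been singled out because they rose, so this count decides nothing. In set 2 the collagen, stromal and neutrophil lists stayed near 0 (0.02, 0.08 and 0.09). In peritoneal macrophages 5 of 8 stromal genes were lower (-0.65, p 0.0103), for which no explanation was tested.

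In the antibody experiment, the control antibody itself changed 1673 genes in WT and 359 in cKO against no antibody. Fewer dividing cells with control antibody are a candidate explanation, since the 30 proliferation genes had a median of -1.63 in WT (p 0.00293) and -1.64 in cKO. A culture or library batch of the control antibody libraries cannot be told apart from the antibody, because no batch is labelled and each arm would be one batch (1673 genes in WT). With control antibody, collagen genes (1.92, 19 of 19, p 0.0258), stromal genes (2.35, 15 of 18, p 0.000968) and neutrophil genes (1.69, 4 of 6, p 0.00176) were higher in cKO than in WT, for which no further explanation was tested.

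With IFNAR1 antibody, all 30 proliferation genes were lower in cKO (-0.89, p 0.0427). In this arm another split of the libraries, WT replicates 1 and 2 with cKO replicate 1 against the rest, gave 7730 genes against 120 for the real one, so 2 of the 10 splits gave as many. That split also follows Mki67, with 1100, 1150 and 424 CPM in WT replicates 1 to 3 and 687, 383 and 259 in cKO, and no label gives a batch. The dendritic list differed between IFNAR1 and control antibody (-1.37, 9 of 10 lower, p 0.0389). The p53 target list was lower in cKO without antibody (-1.14, 22 of 25, p 0.000394) and its cKO effect differed between IFNAR1 and no antibody (0.92, 24 of 25, p 0.0484), as did 1 gene. A difference between the WT libraries without antibody and the other WT arms may explain the p53 list, whose median from no antibody to control antibody was -1.05 in WT (p 0.00301) and -0.15 in cKO.

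The interferon-γ response of the canonical genes was smaller in cKO than in WT (-0.67, 42 of 54 lower, p 0.0288), where cKO cells start from a higher level. That of the replication-coupled H3 genes was lower too (-1.50, 10 of 10, p 0.0149). The small library cKO day 8 IFNg replicate 1 stays open as the cause. The median was -1.46 without it, but only 1 treated cKO library is left then.

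Of the 10 splits of the 6 libraries into 3 and 3, only the real one gave as many genes for cKO against WT on days 3, 5 and 7, in peritoneal macrophages, without antibody, with control antibody and in sets 1, 2 and 3, and likewise for interferon-γ in WT and IFNAR1 against control antibody in cKO. With 10 splits the share is never under 0.1, so chance is not excluded by this count for these results. The highest counts of the other splits were 10, 0 and 5 genes on days 3, 5 and 7. The list medians were as large in 1 of 10 splits for the interferon-γ list on day 3, without antibody and with control antibody and for nucleotide synthesis on day 3, in 2 on day 5, 3 with IFNAR1 antibody, 4 in peritoneal macrophages and 5 on day 7, and in 5 for nucleotide synthesis on days 5 and 7. For each double KO against every cKO set, 1 of 25 regroupings, the real one, gave as many genes. The other regroupings also mix the cKO sets with each other, so differences between sets widen the spread within their groups. This count therefore does not show that the second KO is the source of the calls. Against WT the absolute median of the interferon-γ list was as large in 1 of 25 for cKO:StingKO, 3 for cKO:MavsKO and 4 for cKO:Irf7KO. Chance is not excluded for the list in the last 2, and the WT sets are mixed here in the same way. For the difference between IFNAR1 and control antibody, all 40 of 40 gave at least the 0 genes of the real groups (991 at an unadjusted p under 0.05). Any regrouping reaches 0 genes, so this count decides nothing.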

How the results depend on the processing

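The alternatives named in the processing summary were run for each result they apply to, one choice at a time. The direction of each tested list and named gene was kept under RLE normalization, a mean of at least 1 CPM, no filter and the replicate block, and that of each named gene under DESeq2, which was not run for lists. The exceptions under other settings are given here with their values. A count of genes is taken as moved when it changed by more than 1.5 times. Unless a sentence says otherwise, the cause was not tested.

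DESeq2 gave 744 genes for cKO against WT on day 7, 216 on day 8, 336 in peritoneal macrophages, 2206 without antibody and 312 with IFNAR1 antibody. It gave 1266 between IFNAR1 and control antibody in cKO, 475 for the difference between day 7 and day 3, 49 for the difference between IFNAR1 and control antibody and 83 for the difference of the interferon-γ responses. In each of these the DESeq2 count was the larger one. DESeq2 gave no adjusted p for Oasl1 on days 3 and 5, so these 2 results have no DESeq2 value. Without a filter on low counts the counts were 312 on day 8, 673 in peritoneal macrophages, 65 for the difference between day 7 and day 3 and 124 for the difference of the interferon-γ responses. A mean of at least 1 CPM gave 41 for cKO:MavsKO against every cKO set and 1 for the difference between IFNAR1 and control antibody, and RLE normalization gave 1 for the latter. The strand column gave 0 for the difference between day 7 and day 3 and 78 for cKO:MavsKO.

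Fitting only the groups compared, which estimates the spread from fewer libraries, gave 2407 genes on day 3, 129 on day 5, 19 on day 7, 371 on day 8, 3566 with control antibody, 12 with IFNAR1 antibody and 4214 in set 3. It gave 232 between IFNAR1 and control antibody in cKO, 141 for the difference between day 7 and day 3, 7 for cKO:MavsKO and 1048 for interferon-γ in cKO. Requiring a log2 fold change of at least 1, which can only remove genes, left 843 on day 3, 756 without antibody, 1772, 1220 and 1813 in sets 1, 2 and 3, 37 for cKO:Irf7KO, 207 for cKO:StingKO and 2837 for interferon-γ in WT.

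With the replicate number as a block, 448 genes were called on day 7, 155 for the difference between day 7 and day 3, 55 on day 8 and 1 for the difference of the interferon-γ responses, and the interferon-γ list in peritoneal macrophages had a median of 0.074 with a camera p of 0.0638. The block also called Ifi44, Col1a1 and Irf7 on day 7 and no longer called Ifi206 on day 8. It changed no other call of a list or named gene, and no other count by more than 1.5 times. Same-numbered WT and cKO libraries of day 8 were not correlated, so the block there pairs libraries that the data do not pair. The untreated and treated cKO libraries of day 8 correlated negatively by number (-0.19 for both pairs), and with the numbers crossed, an alternative chosen after seeing the data, 3921 genes responded to interferon-γ in cKO and 0 differed in response.

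Placing the 2 conflicting day 8 libraries by library names gave 167 genes on day 8 and 19 for the difference of the interferon-γ responses. Placing them by titles gave 10 on day 8 and 0 for interferon-γ in cKO, and 5 named gene results were no longer called. Such low counts are what exchanged titles would give, but the labels were not settled from the values. Without cKO day 8 IFNg replicate 1, also chosen after seeing the data, 312 genes were called on day 8. Restricting the BMDM sets and double KOs to genes with the same identifier version moved no count. Against cKO sets 1, 2 and 3 alone and their mean, which drops the demand that a gene pass against every set, cKO:StingKO had 4094, 6262, 5874 and 6579 genes and cKO:Irf7KO 1542, 3757, 222 and 1909. The corresponding counts of cKO:MavsKO were 2425 (set 1), 3453 (set 3) and 1685 (mean).

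Among lists, fry in place of camera gave p of 0.167 for the interferon-γ list on day 7 (median 0.12), 0.059 on day 8 (0.20) and 0.0571 in peritoneal macrophages (0.064), and p of 0.295 and 0.261 for nucleotide synthesis on day 3 (-0.25) and day 7 (0.23). The other 9 list results kept their side of the threshold under fry. The strand column gave 0.049 for the interferon-γ list in peritoneal macrophages (p 0.0502). With the genes of Fig. 3C in place of the independent list, nucleotide synthesis was reversed on day 5 (-0.23, p 9.61e-06) and day 7 (-0.16, p 0.00796), with other genes on the list. The canonical list and the list above a log2 fold change of 2 kept direction and call of the interferon-γ list in all 11 comparisons. The stricter list had medians of 1.17, 0.99, 0.35, 0.51 and 0.19 on days 3, 5, 7 and 8 and in peritoneal macrophages, and 0.42, 0.55 and 0.19 in the antibody arms.

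Across the fits that each left out one library, which also lowers the number of libraries, counts ranged from 779 to 1221 on day 3, 108 to 574 on day 5, 64 to 846 on day 7, 0 to 151 for the difference between day 7 and day 3, 36 to 52 on day 8, and 37 to 152 in peritoneal macrophages. They ranged from 442 to 3377 without antibody, 325 to 640 with control antibody, 58 to 809 with IFNAR1 antibody, 126 to 847 between IFNAR1 and control antibody in cKO, and 0 to 7 for that difference between cKO and WT. The ranges were 0 to 1 for the difference of the interferon-γ responses, 1438 to 2530 for cKO:StingKO, 39 to 175 for cKO:MavsKO and 30 to 108 for cKO:Irf7KO. The largest rises came without WT day 7 replicate 1, WT no antibody replicate 1 and WT IFNAR1 antibody replicate 3. List medians ranged from 0.42 to 0.54, 0.20 to 0.38 and 0.081 to 0.20 for the interferon-γ list on days 3, 5 and 7, and from 0.035 to 0.10 in peritoneal macrophages and 0.025 to 0.11 with IFNAR1 antibody. Those of nucleotide synthesis ranged from -0.30 to -0.19 on day 3, -0.017 to 0.17 on day 5 and -0.012 to 0.51 on day 7, reversed without WT day 5 replicate 1 and without WT day 7 replicate 2.

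Named genes that reversed had log2 fold changes near 0. Those of Adgre1 on day 8 ranged from -0.31 to 0.075, of Irf8 on day 7 from -0.36 to 0.14, of Spi1 on day 7 from -0.25 to 0.10, of Mavs between cKO:MavsKO and cKO set 3 from -0.10 to 0.006 and of Ifi44 between the same groups from -0.08 to 0.069 when one library was left out, and Ifi44 there was 0.006 with the strand column. Of the fits of named genes that left out one library, 60 lost a call, often several fits of the same gene, and 8 gained one. Under the other settings, DESeq2 called 9 named gene results more, no filter 1, the block 3 and the strand column 1. Calls lost were 3 with the strand column, 2 without a filter, and 1 each with a mean of at least 1 CPM, RLE normalization and the block.

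In simulated day 8 libraries, with 2 cKO libraries and a median of 9057031 counts, 80% of changed genes were recovered, against 91% in the time course. Depth and the number of libraries were not separated in this simulation.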

Differences from the paper's values

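For day 7 the paper gives 627 genes, 372 higher and 255 lower, and the counts here were 291, 181 and 110. Among the alternatives set before the data were examined, DESeq2 gave 744, 415 and 329, the replicate block 448 genes with 296 higher, and the fit without WT day 7 replicate 1 gave 846 genes with 358 higher, each within 1.5 times of the paper's. The others did not close these gaps.

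For day 8 the paper gives 554 genes higher and 309 lower in cKO, and 311 interferon-stimulated genes among the higher ones. Here 73 were higher, 13 lower and 65 on the list of genes raised by interferon-γ. None of the 13 alternatives set before the data were examined closed these gaps. The methods define the paper's list from 6 times of interferon-γ treatment, while the list here comes from 12 h alone, and whether this accounts for the gap in that list was not tested.

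For peritoneal macrophages the paper's supplement lists 302 genes, 191 higher and 111 lower, against 131, 79 and 52 here. DESeq2 gave 336, 212 and 124, and the other alternatives set before the data were examined did not close the gaps. With IFNAR1 antibody the paper's supplement lists 190 genes and 72 lower, against 120 and 37. The replicate block gave 170 and 68, and no other of these alternatives closed both gaps.

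For H3f3a in WT cells, normalized counts are about 190000, about 160000 and about 190000 on days 3, 5 and 7 in Fig. S3B, read by eye, and the corresponding values were 953, 817 and 965 here. None of the 7 alternatives run for them closed this gap. The factor between the values is nearly the same on the 3 days, so a change of scale for this gene would close it, but which scale the figure uses was not identified. The log2 fold changes of H3f3a on these days were not different from those of the paper's supplement.

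Some statements of the paper rest on a significance threshold that was not passed here. The paper counts Tk1 and Impdh1 among the genes lower on day 3. For Tk1, cKO vs WT day 3, the adjusted p was 0.0786 (0.0338 to 0.247 over the alternatives), called by DESeq2 (0.0338) and without WT day 3 replicate 3 (0.0472). For Impdh1, cKO vs WT day 3, it was 0.0742 (0.0356 to 0.248), called by DESeq2 (0.0356) and with the strand column (0.0448). Mki67, cKO vs WT day 3, shown as lower in Fig. S4B, had 0.0887 (0.0331 to 0.238), called by DESeq2 (0.0331). Hist1h3c, Hist1h3g and Hist2h3c2, which the paper calls lower on day 3, had adjusted p of 0.444, 0.378 and 0.381. None of the alternatives run called them (0.406 to 0.634, 0.321 to 0.583 and 0.312 to 0.644). The paper used an unpaired t test on TPM values for these genes, which was not run here, so the thresholds are not the same.

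Among the genes shown as changed in Fig. 3F, Bcl2l11, cKO vs WT day 7, had an adjusted p of 0.0904 (0.00581 to 0.283), called by DESeq2 (0.0315) and without WT day 7 replicate 2 (0.00581). Ifi44, cKO vs WT day 7, had 0.105 (0.0027 to 0.346), called by the replicate block (0.0027) and without WT day 7 replicate 1 (0.0171). Col1a1, cKO vs WT day 7, had 0.0806 (0.0157 to 0.227), called by DESeq2 (0.0329), the replicate block (0.0157) and without WT day 7 replicate 2 (0.0403). Lpin1, shown as lower, had a log2 fold change of 0.30 on day 3 (adjusted p 0.728). Lpin1, cKO vs WT day 5, had 0.0859 (0.0154 to 0.48), called by DESeq2 (0.0154). Lpin1, cKO vs WT day 7, had 0.0937 (0.0231 to 0.406), called by DESeq2 (0.0231) and without WT day 7 replicate 1 (0.0325).

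The paper presents Sting (Tmem173) and RigI (Ddx58) as higher in cKO cells. Here both were called on day 3, and RigI alone on day 5. Tmem173, cKO vs WT day 5, had an adjusted p of 0.139 (0.0411 to 0.75) and was called without cKO day 5 replicate 2 (0.0411). On day 7 neither was called (0.522 and 0.459), by any alternative run. Irf7, cKO vs WT day 7, had 0.429 (0.0461 to 0.836), called by the replicate block (0.0461).

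Lists of genes called in the paper's supplement were compared as well. Of the genes called here, those also in the supplement were 620 of 958 higher and 314 of 422 lower on day 3, 321 of 392 and 87 of 105 on day 5, 138 of 181 and 87 of 110 on day 7, 66 of 73 and 13 of 13 on day 8, and 71 of 79 and 45 of 52 in peritoneal macrophages. In the antibody experiment they were 477 of 690 and 472 of 711 without antibody, 395 of 590 and 160 of 288 with control antibody, and 66 of 83 and 25 of 37 with IFNAR1 antibody. Entries of the supplement without a gene symbol could not be matched, so these numbers are lower limits. Every gene of these supplementary lists that could be matched and was tested here had the same direction.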

Other observations

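The tests of chromosome stretches near knocked-out genes and of a ribosomal repeat gene were set before their results were seen. The other tests of explanations in this part were chosen only after the result was seen.

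The 2 day 8 cKO libraries with conflicting labels had 9674853 and 10498769 counts on genes. They were left out of the comparisons, except in the alternatives that place them by library names or by titles. Of the H3f3a and Lyz2 values of the cKO libraries used outside the antibody experiment, 0 lay within or above the WT range. This argues against WT libraries labelled as cKO where H3f3b was kept.

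H3f3b kept 75% to 86.3% of its WT count in the 8 comparisons of cKO with WT outside the antibody experiment, and had 283 ± 61.6 CPM in cKO and 318 ± 1.32 in WT with interferon-γ on day 8 (327 and 240 in the 2 cKO libraries). Fragments of pseudogenes or of H3f3a counted on H3f3b were argued against, since H3f3b fell to at most 13.3% of WT in the antibody arms, where such fragments would also be counted. In the double KOs H3f3b had 212 ± 13.1 CPM (cKO:StingKO), 196 ± 16.7 (cKO:MavsKO) and 121 ± 42.3 (cKO:Irf7KO, 71.8, 147 and 143 in the 3 libraries). The paper reports a partial deletion of H3f3b in some samples. By its design loxP sites flank every exon of this gene, so fragments kept on it would come from copies that were not deleted. Deletion itself was not tested here.

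The ribosomal repeat gene Gm26917 took 10.3% to 24.3% of the counts in the time course, up to 53.1% in day 8 BMDMs and at most 0.0225% in peritoneal macrophages. An uneven share of this gene was argued against as the source of the genes called on day 3, since leaving it out before normalization gave 1398 genes, against 1380.

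Genes near the second knocked-out gene were called more often than others in cKO:MavsKO (7 of 164 within 10 Mb of Mavs, 4.3% against 0.6%, Fisher's exact test p 0.000118) and cKO:Irf7KO (3 of 147 near Irf7, 2% against 0.5%, p 0.0493). A stretch of another strain's chromosome around the second gene may contribute to these calls. Around Sting the share was not higher (9.8% against 14.2%, Fisher's exact test p 0.148). With so many genes called elsewhere, a few genes changed by such a stretch would not raise the share. The test therefore does not decide it there.

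Atp6v0c-ps2 fell into a low class (28 libraries, at most 4.83 CPM) and a high class (27 libraries, 26.6 to 117 CPM) among the 55 libraries outside the antibody experiment and peritoneal macrophages, and in the time course a replicate kept its class over the days. On day 8, cKO replicate 1 had 34 CPM untreated and 4.83 with interferon-γ, so the class was not kept there. A variant that some animals of the colony carry is a candidate explanation for its difference with IFNAR1 antibody.

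In cKO peritoneal macrophages Lyz1 had 4260 ± 105 CPM, against 609 ± 348 in WT. Fragments of Lyz2 counted on Lyz1 were argued against, since Lyz1 rose (log2 fold change 2.81) where Lyz2 was lost.

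Xist, the female transcript, was near 0 in sets 1 and 3 and had 1210 ± 25.9 and 1140 ± 29.3 CPM in WT and cKO of set 2. In untreated WT libraries of day 8 it had 0.222, 0 and 1060 CPM, so replicates differed in sex there. The antibody libraries were all Xist positive (1140 to 2290 CPM as group means).

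The 12 unrelated housekeeping genes had medians of -0.22, 0.14 and 0.02 between cKO and WT on days 3, 5 and 7 and 0.00 on day 8. On days 3 and 5 this is about as far from 0 as the nucleotide synthesis list (-0.25 and 0.10). The p53 targets had medians of -0.09 and 0.03 on days 5 and 7. The neutrophil list had a median of 0.56 on day 3 (fry p 0.271), and a median of -4.04 from day 3 to day 7 in WT.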
